# Spatial coding dysfunction and network instability in the aging medial entorhinal cortex

**DOI:** 10.1038/s41467-025-63229-0

**Published:** 2025-10-03

**Authors:** Charlotte S. Herber, Karishma J. B. Pratt, Jeremy M. Shea, Saul A. Villeda, Lisa M. Giocomo

**Keywords:** Neural ageing, Neural circuits

## Abstract

Across species, spatial memory declines with age, possibly reflecting altered hippocampal and medial entorhinal cortex (MEC) function. However, the integrity of cellular and network-level spatial coding in aged MEC is unknown. Here, we leveraged in vivo electrophysiology to assess MEC function in young, middle-aged, and aged mice navigating virtual environments. In aged grid cells, we observed impaired stabilization of context-specific spatial firing, correlated with spatial memory deficits. Additionally, aged grid networks shifted firing patterns often, but with poor alignment to context changes. Aged spatial firing was also unstable in an unchanging environment. In these same mice, we identified 458 genes differentially expressed with age in MEC, 61 of which had expression correlated with spatial coding quality. These genes were interneuron-enriched and related to synaptic plasticity, notably including a perineuronal net component. Together, these findings identify coordinated transcriptomic, cellular, and network changes in MEC implicated in impaired spatial memory in aging.

## Abstract (web summary)

Across species, how aging leads to progressive spatial memory decline is not fully understood. This study reports dysfunctional spatial coding by aged entorhinal grid cells and networks related to impaired spatial memory and identifies implicated neuronal gene expression changes.

## Introduction

Numerous cognitive domains decline over the human lifespan^1^, posing a significant challenge to our aging societies^2^. In particular, declining spatial cognition limits the functional independence of aged individuals, as learning new routes and returning efficiently to remembered locations becomes more difficult^3–5^. Non-human primates^6^ and rodents^7,8^ also experience age-mediated spatial memory decline. To address this behavioral dysfunction, it is critical to better understand aging-dependent molecular, cellular, and circuit-level changes in the neural systems that support spatial cognition.

Across mammalian species, neural systems in the medial temporal lobe, including the medial entorhinal cortex (MEC) and hippocampus (HPC), are required for spatial memory^9–11^. The MEC contains grid cells that fire periodically during environmental traversals and have firing fields that hexagonally tile physical space in rodents^12^, non-human primates^13^, and humans^14^. This firing is proposed to provide a map of space that can support path integration^15,16^. Head direction-^17^, border-^18,19^, speed-^20,21^, and object vector-tuned^22^ cells have also been identified in MEC, providing information regarding an animal’s movement through the environment and sensory features likely relevant to navigation. Additionally, MEC neurons can change their firing rates or shift where their firing fields are active, phenomena collectively referred to as ‘remapping’^19,23–30^. MEC remapping events often occur in response to changes in task demands and environmental features^19,24–30^, potentially facilitating the differentiation of distinct contexts. Such remapping in MEC grid cells is likely complemented by place cells^31^ and goal-vector cells^32,33^ in the reciprocally connected HPC, which can also exhibit context-dependent remapping^34–36^. Collectively, this network of functional cell types across MEC and HPC may provide the necessary neural substrates for an animal to navigate to goals in novel and familiar environments.

Several lines of evidence suggest that MEC-HPC circuit dysfunction contributes to aged spatial memory deficits. Aged humans navigating novel virtual environments take less accurate and more inefficient paths to learned destinations in a manner correlated with reduced activation of medial temporal lobe structures^37,38^. Both aged humans^4^^,^^38^^,^^39^ and rodents^8^ avoid allocentric navigation strategies, suggesting a failure to map novel environments or to retain such a map. This idea is supported by recordings of aged rodent place cells, which are both less stable over days in the same environment^40,41^ and less flexible in novel environments, failing to remap with changing context cues^42,43^. More indirectly, fMRI experiments uncovered compromised grid-like representations in the MEC that correlated with the extent of path integration errors in aged humans^44^. Longitudinal structural imaging has also revealed that small EC volume changes are sufficient to predict human spatial memory decline over time^45^. Notably, neural circuits in the MEC are affected early in forms of aging-mediated cognitive impairment, including preclinical Alzheimer’s disease (AD)^46,47^. Additionally, grid-like representations are impaired in young adults at risk of developing AD due to expression of the APOE-ε4 allele^48^, and MEC grid coding is degraded in multiple transgenic rodent models of AD^49–51^. However, changes in MEC spatial coding have yet to be directly investigated in normal aging.

In particular, it is unclear how aging impacts the quality or stability of tuning to navigational variables across MEC functional cell types. The integrity and flexibility of population-level spatial maps in the aged MEC also remain unknown. Since the HPC and MEC are reciprocally connected, one possibility is that spatial coding dysfunction in these regions might interdependently contribute to spatial memory decline in aging. Eventually, rejuvenating aged spatial cognition dependent on MEC-HPC networks will also require a more precise understanding of the molecular mechanisms that drive cellular and circuit dysfunction. Towards this goal, mouse brain aging across regions has been comprehensively studied using bulk and single-cell transcriptomic approaches^52–54^. However, characterizing aging-dependent changes in MEC across phenotypic levels in the same animals would provide unique insight into which genes might drive cellular and circuit dysfunction relevant to behavioral impairment.

Here, we combined in vivo silicon probe recordings^55^ with neuronal bulk sequencing in MEC in the same mice, complemented by single-nucleus RNA sequencing (snRNA-seq), to identify neural and molecular substrates of aged spatial memory function. Advanced electrophysiologic tools permitted the simultaneous recording of hundreds of neurons per day from each mouse. As a result, we could robustly analyze age effects on MEC spatial coding at the animal level. Moreover, we interrogated how aging altered single neuron firing patterns and population-level spatial coding phenomena. Using a virtual-reality (VR) task with two dynamically interleaved contexts and another with invariant cues^23^, we demonstrated how aging impacts the flexibility and stability of MEC spatial coding at both these levels. Finally, by correlating key spatial coding metrics with the expression of neuronal genes differentially expressed across age groups, we identified potential molecular drivers of aging-mediated spatial cognitive decline in MEC.

## Results

### Assessing spatial memory and entorhinal neural activity in virtual reality (VR)

To identify neural correlates of spatial memory impairment in the aging MEC, we first recorded MEC neural activity from head-fixed young (mean age ± standard error of the mean [SEM] = 2.58 ± 0.07 months, *n* = 4 male, 5 female mice), middle-aged (MA, 12.63 ± 0.09 months, *n* = 5 male, 5 female mice), and aged (22.05 ± 0.021 months, *n* = 5 male, 5 female mice) C57Bl/6 mice navigating VR environments (Fig. 1). To record neural activity during behavior, we acutely inserted Neuropixels silicon probes^56^ into the MEC for up to six neural recordings per mouse (up to three in each hemisphere) (see “Methods” section) (Fig. 1a). Using this approach, we recorded in vivo activity from thousands of cells in each age group (*n* = 15,152 young, 15,011 MA, and 13,225 aged cells).

**Fig. 1:**
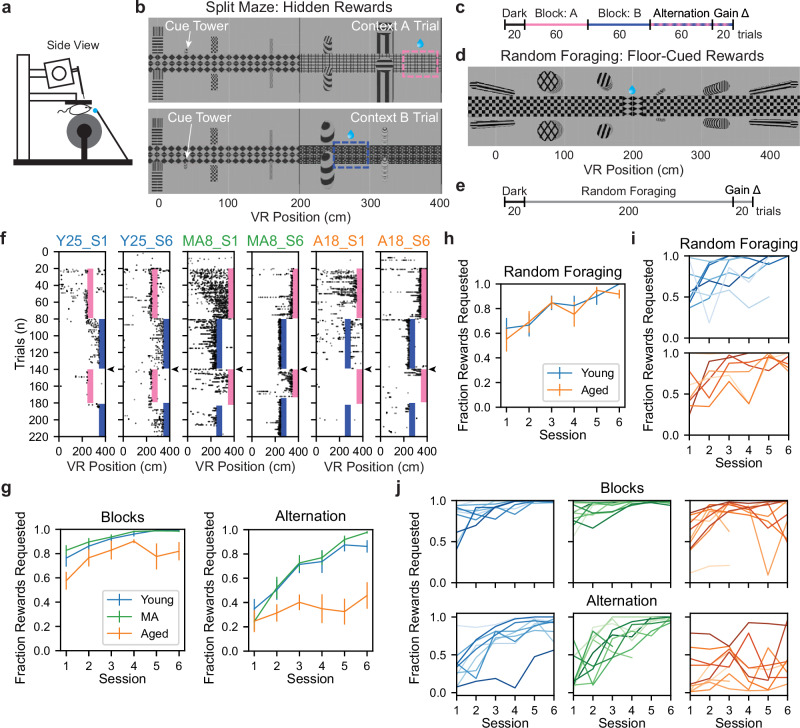
Aged mice exhibit impaired dynamic spatial memory in a VR context discrimination task. **a** Schematized acute recording setup. **b** Aerial view of Split Maze (SM) VR track on context A (top) vs B (bottom) trials (see Supplementary Fig. 1a). Dashed lines indicate hidden reward zones. Doors at 200 cm and 400 cm (obscured here) separate track halves. **c** Schematized SM session trial structure. Context was pseudo-randomized by trial in the SM alternation phase (see “Methods” section). **d** Aerial view of Random Foraging (RF) VR track (see Supplementary Fig. 1b). Diamond checkerboard indicates a randomly appearing cued reward zone. **e** Schematized RF session trial structure. **f** Non-consummatory SM lick raster plots from a representative young (Y), middle-aged (MA), and aged (A) mouse (left to right). Shading indicates reward zones (pink: context A, dark blue: context B; colors maintained throughout). Subpanel titles indicate mouse and session number (S). Arrowheads denote when pseudorandom context alternation began. Alternation trials are context-sorted, so the trial number does not reflect trial order. **g** Average SM task performance (fraction rewards requested) over sessions during the block (top) vs alternation (bottom) phases by age group (*n* = 9 young [blue], *n* = 10 MA [green], and *n* = 10 aged [orange] mice) (age group colors maintained throughout). Vertical bars indicate SEM of the age group. **h** Plotted as in (**g**), average RF performance over session by age group (*n* = 8 young, 7 aged). **i** Individual RF task learning curves for young (top) and aged (bottom) mice. Lines correspond to mice. **j** Individual SM learning curves during blocks (top) vs alternation (bottom) for young, MA, and aged mice (left to right), excluding the two last sessions if one was terminated early (see “Methods” section). See Supplementary Fig. 1.

To interrogate spatial memory during navigation, mice performed a VR task that contained two hidden reward locations (the Split Maze [SM] task). On each traversal of the 400 cm linear VR track, called a trial, mice could request water rewards by licking within one of two reward zones, spanning 50 cm (Fig. 1b). Each reward location was associated with distinct visual cues (e.g., floor patterns, landmark tower shape) in the second half of the track, termed context A or B (Fig. 1b and Supplementary Fig. 1a). To control for the differences in proximity to landmarks, reward-context associations were counterbalanced within each age group. In each session, contexts A and B were presented in successive groups of 60 trials each (blocks) and then pseudo-randomly alternated for 80 trials (alternation) (Fig. 1c). At the beginning of each block, rewards were dispensed automatically for ten trials to indicate the reward location. After this, accurate context discrimination and licking were required to receive rewards.

By the sixth session, young and MA mice exhibited licking at the reward zone on block and alternation trials, while aged mice failed to lick consistently in either context during alternation (Fig. 1f and Supplementary Fig. 1). To quantify behavioral performance improvements over days while accounting for variance among animals, we fit linear mixed effects models (LMMs) to the fraction of rewards requested during blocks and alternation over sessions, with animal identity as a random effect (see “Methods” section). Block performance improved equivalently across age groups over sessions (Session, β = 0.045, *p* = 0.004; session × aged, β = −0.008, *p* = 0.709; aged vs young, β = −0.182, *p* = 0.079). By contrast, alternation performance improved significantly less for aged vs young mice (Session, β = 0.106, *p* < 0.0001; session × aged, β = −0.085, *p* < 0.0001; aged vs young, β = −0.292, *p* = 0.059) (Fig. 1g). This indicates an aging-mediated deficit in context discrimination during rapid context alternation.

To control for possible age-mediated differences in the ability to run or motivation to lick, we next implemented a simpler task in a separate group of mice, in which they could lick for rewards at randomly appearing, visually marked zones (Random Foraging [RF]) (Fig. 1d)^23^. Other track visual cues were invariant on all trials (see “Methods” section) (Fig. 1e and Supplementary Fig. 1b). Using the same electrophysiological approach as in the SM task, we recorded 10,590 cells from young mice (mean age ± SEM = 4.23 ± 0.56 months, *n* = 5 male, 3 female mice) and 10,228 cells from aged mice (mean age ± SEM = 22.99 ± 0.51 months, *n* = 2 male, 5 female mice). Across age groups, mice exhibited equivalent behavioral performance in this task (Session, β = 0.064, *p* = 0.0001; session × aged, β = 0.008, *p* = 0.737; aged vs young, β = −0.018, *p* = 0.886) (Fig. 1h) and had similar learning curves (Fig. 1i). This indicated that the motivation and ability to consume rewards in VR remained grossly intact in aged mice. Notably, we observed similar running speed differences across age groups in the SM and RF tasks (see Supplementary Figs. 1c, d). Reward-triggered licking was also equivalent across age groups in the SM block phase and RF task (see Supplementary Fig. 1i). Therefore, it is unlikely that aged alternation deficits in the SM are attributable to impairments in running or licking behavior. Additionally, to exclude the possibility that vision differences impacted context discrimination, all SM mice completed a quantitative contrast sensitivity assessment prior to recording (see “Methods” section) (Supplementary Fig. 1e). The estimated contrast sensitivity thresholds of SM mice did not differ across age groups (Supplementary Fig. 1f).

Lastly, to determine the degree of variability in the aged spatial memory impairment on the SM task, we examined individual behavioral trajectories over SM task experience. While mice showed stereotyped improvement over sessions in the SM blocks within and across age groups, aged mice had more heterogeneous learning curves and failed to improve consistently over days during SM alternation (Fig. 1j). We considered to what extent variables other than age might explain these differences. Neither the location of the context A reward (reward order, 270 vs 370 cm context A reward location, β = −0.046, *p* = 0.673), nor male sex (male vs female, β = −0.101, *p* = 0.3400) predicted differences in alternation performance (Supplementary Fig. 1h). However, male sex predicted greater aged alternation performance (aged × male vs aged × female, β = 0.371, *p* = 0.0150). Together, these results indicated spatial memory deficits in aged mice on the SM task, consistent with prior work in aged rodents^7,8,40–43^.

### Single-cell spatial coding correlates with heterogeneous spatial memory in aging

We next considered the question of what neural circuit differences might underlie the variability in aged spatial cognition, within and across sexes, among these genetically identical mice. To address this, we examined how spatially tuned MEC cell types in the SM task are impacted by aging^12,15,17–22^. We differentiated putative grid from non-grid spatial (NGS) cells using established methods to assess distance tuning during dark running (see “Methods” section) (see Supplementary Fig. 2a–f)^55,57,58^. Putative grid cells had peaks in spatial firing autocorrelation on dark trials, which putative NGS cells lacked despite exhibiting spatial tuning on VR trials (see Fig. 2a–d vs Supplementary Fig. 3a–d; see also Supplementary Fig. 2b–d). Notably, we observed that the density of recorded grid and NGS cells in VR corresponded to that observed in freely moving experiments^57,59–61^ and was unaffected by aging (Fig. 2d and Supplementary Figs. 2a and 3d).

**Fig. 2:**
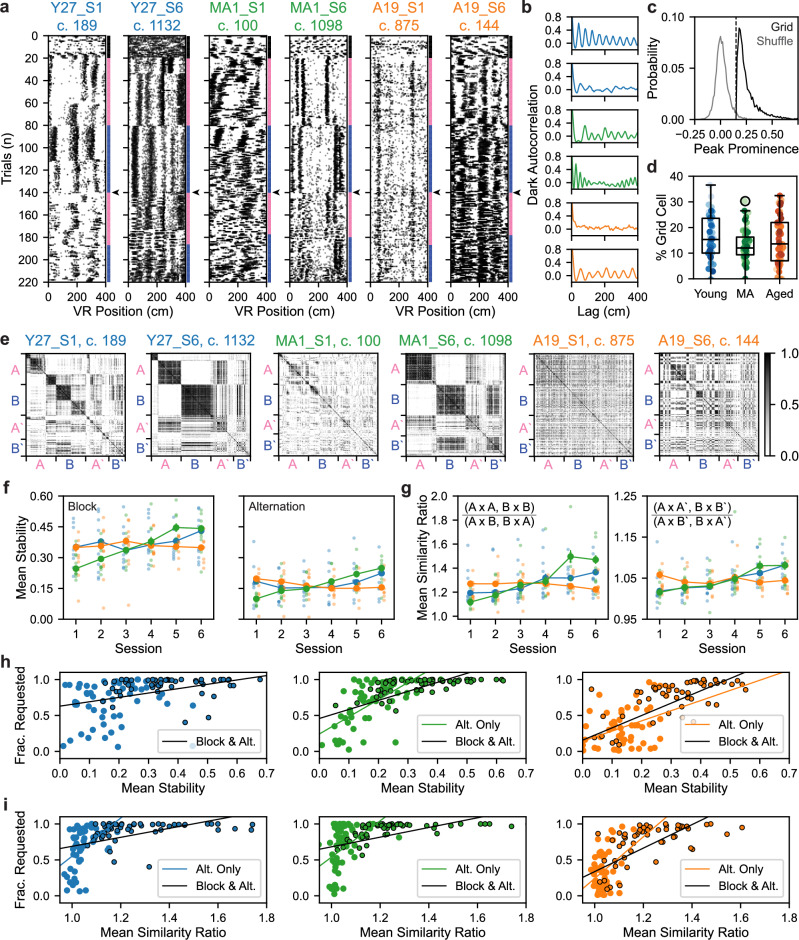
Formation of stable and orthogonal spatial activity patterns across VR contexts relates to dynamic spatial memory. **a** Representative SM grid cell raster plots from sessions 1 vs 6 (left vs right subpanels) in young (Y), MA, and aged (A) mice. Dots are individual spikes. The right axis indicates trial type (dark [black], context A [pink], context B [dark blue]). Subpanel titles indicate mouse, session (S), and cell number (c.). Arrowheads indicate when context-sorted alternation trials started. **b** Dark firing rate (FR) autocorrelations of cells in (**a**) (top to bottom), revealing distance-tuning that identifies putative grid cells. **c** Probability densities of maximum peak prominence of cells’ real vs the spike-shuffled dark FR autocorrelation differed significantly (*n* = 6508 model pairs, grid vs shuffle, 0.25 ± 0.0010 vs 0.01 ± 0.0008, Wilcoxon signed-rank test, *p* < 0.0001). Vertical line indicates peak threshold. Bin size was 0.01. **d** Box and whisker plot of grid cell density by age group (*n* = 54 young, 58 MA, 55 aged sessions). Dots are colored by mouse (see Supplementary Fig. 1c). Box edges, center, whiskers, and black circles indicate age group interquartile range (IQR), median, 1.5 × IQR, and outliers. Age did not alter session grid cell density (young vs MA vs aged, 16.17 ± 1.14% vs 13.38 ± 0.79% vs 15.05 ± 1.24%, Kruskal–Wallis test, *H* = 2.58, *p* = 0.27). **e** Cross-trial correlation matrices of cells in (**a**) (left to right), omitting dark and gain change trials and context-sorting alternation trials. The color bar indicates the correlation value. **f** Effects of age and session on mean grid cell spatial firing stability across SM task phases fitted by linear mixed effects models (LMMs) (*n* = 2441 young, 2035 MA, 2032 aged grid cells). Large dots and vertical bars indicate the age group mean and SEM. Small dots represent LMM-fitted session averages, jittered by age group. **g** As in (**f**) for the mean grid cell spatial firing similarity ratio. **h** Task performance (fraction [frac.] of rewards requested) vs mean grid cell stability across age groups and task phases (*n* = 106 young [left], 114 MA [middle], 106 aged [right] phases). Black vs colored dot outline indicates block vs alternation phase. Lines represent linear regression fits for significant correlations. **i** As in (**h**) for mean grid cell similarity ratio. See Supplementary Figs. 2 and 3.

Next, we examined grid and NGS cell spatial firing across SM task phases by sorting alternation trial activity by context. We observed that grid cells exhibited stronger context-dependent changes in firing field locations compared to NGS cells (Fig. 2a vs Supplementary Fig. 3a; see also Supplementary Fig. 2g–j). To further reveal patterns in the similarity of each cell’s spatial firing activity across trials, we generated cross-trial correlation matrices (see “Methods” section). By the final session, many young and MA grid cell cross-trial correlation matrices displayed a checkerboard structure with (1) similar spatial firing sustained for each trial group (block A [A], block B [B], alternation A [Aʹ], and alternation B [Bʹ] trials); (2) similar firing on context-matched trials (e.g., A × Aʹ); and (3) dissimilar firing on context-mismatched trials (e.g., A × Bʹ) (Fig. 2e). Qualitatively, these features were less common among aged grid cells and among NGS cells from all age groups (Supplementary Fig. 3e). This led us to postulate that stable, context-dependent grid cell firing might constitute a neural correlate of SM context discrimination that declines with age.

To assess how age affects spatial firing stability, we computed the moving average pairwise correlation of spatial firing on neighboring trials within the SM block and alternation phases for each grid and NGS cell (see “Methods” section). Using nested LMMs to capture variance across cells and animals, we modeled the effect of the interaction of age group and session on grid and NGS cell stability in each task phase (Fig. 2f and Supplementary Fig. 3f). This revealed that spatial firing stability decreased during alternation for each cell type and age group (Grid Intercept, Block vs Alt.: 0.332 ± 0.038 vs 0.133 ± 0.026; NGS Intercept, Block vs Alt.: 0.250 ± 0.020 vs 0.122 ± 0.016) (all *p* < 0.0001). Moreover, we observed that grid firing stability in each task phase increased over sessions for young and MA mice (Session × Young, Session × MA: Block: β = 0.011, β = 0.036; Alt.: β = 0.009, β = 0.027) (all *p* < 0.0001). By contrast, among aged mice, grid spatial firing stability did not change or decreased over sessions (session × aged: Block: β = 0.000, *p* = 0.881; Alt.: β = −0.010, *p* < 0.0001) (Fig. 2f). Similar age impairments in the improvement of NGS cell spatial firing stability were observed in each task phase (Supplementary Fig. 3f).

To interrogate how age modulates context-specificity of grid and NGS firing, we calculated the ratio of mean similarity between context-matched and -mismatched trials in each task phase. A similarity ratio > 1 implies orthogonal spatial firing across contexts. We found that spatial firing context specificity, like stability, decreased during alternation (Grid Intercept, Block vs Alt. LMM: 1.193 ± 0.052 vs 1.003 ± 0.012; NGS Intercept, Block vs Alt.: 1.102 ± 0.024 vs 1.016 ± 0.008) (all *p* < 0.0001) (Fig. 2g and Supplementary Fig. 3g). Additionally, young and MA mice exhibited an increasing grid cell similarity ratio over sessions (Session × Young, Session × MA: Block: β = 0.022, β = 0.064; Alt.: β = 0.012, β = 0.011) (all *p* < 0.0001), and aging reduced this improvement over time in both task phases (Session × Aged: Block: β = −0.005, *p* = 0.277; Alt.: β = 0.001, *p* = 0.398). Consistent results were observed among NGS cells (Supplementary Fig. 3g). This suggests that aged mice also fail to orthogonalize spatial firing across contexts over time compared to their younger counterparts.

Finally, we assessed the relationship between task performance and the stability and context-specificity of MEC spatial firing across age groups, splitting sessions by task phase (block vs alternation; Fig. 2h, i and Supplementary Fig. 3h, i). The mean spatial firing stability of co-recorded grid cells related to task performance across phases in each age group (Young, *r* = 0.38; MA, *r* = 0.66; Aged, *r* = 0.71) (all *p* < 0.0001) (Fig. 2h). Among MA and aged sessions, this was also true during alternation alone (Young, *p* = 0.46; MA, *r* = 0.66, *p* < 0.0001; Aged, *r* = 0.40, *p* = 0.003). Similarly, the mean grid cell similarity ratio correlated with performance across task phases (Young, *r* = 0.47; MA, *r* = 0.47; Aged, *r* = 0.68) (all *p* < 0.0001) and during alternation alone in each age group (Young, *r* = 0.48, *p* = 0.0003; MA, *r* = 0.42, *p* = 0.0011; Aged, *r* = 0.37, *p* = 0.0068) (Fig. 2i). Similar relationships between task performance and mean NGS cell spatial firing stability and similarity ratio were found (Supplementary Fig. 3h, i). These findings suggest that decreased performance during rapid context alternation may relate to decreased spatial stability and context-specificity relative to the block phase. Moreover, impaired stabilization of context-specific grid and NGS cell spatial firing over alternation task experience may underlie the specific deficit of aged mice in rapid context discrimination and reward recall.

### Network-wide context-aligned remapping dysfunction in aging

We next examined neural correlates of aging spatial memory performance at the population level in MEC. Given the more pronounced context-dependence of grid vs NGS cell spatial firing activity in the SM task, we focused on the grid cell population. To identify remapping events and their alignment to VR context switches, we implemented a factorized k-means algorithm to cluster trials with similar network-wide spatial firing activity, termed spatial maps (see “Methods” section)^23^. To address the considerable heterogeneity in the structure of trial-by-trial network-wide similarity matrices (Fig. 3a), we optimized the k hyperparameter for each session (see “Methods” section) (Supplementary Fig. 4a–d). We validated the k optimization procedure on RF spatial cell networks, which have been previously studied in young mice (Supplementary Fig. 4e, f)^23^. After optimization, k-means labeled maps captured the structure in SM and RF network similarity matrices (Supplementary Fig. 4f, g).

**Fig. 3:**
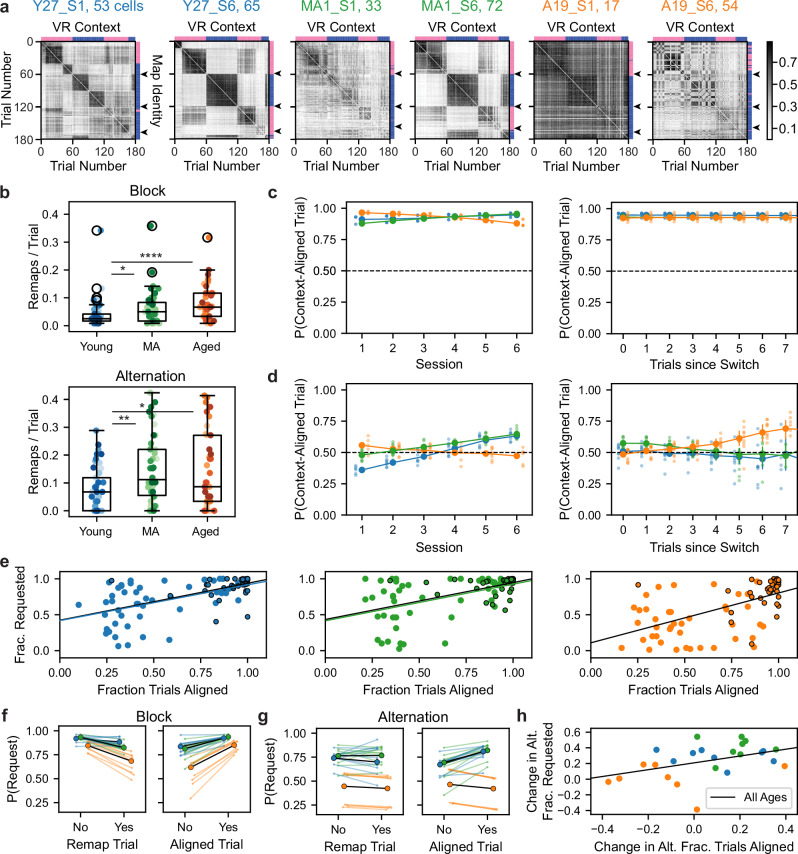
Grid network remapping is more frequent but less aligned to context in aged mice. **a** SM grid network trial-by-trial similarity matrices (same sessions as Fig. 2a) with dark and gain trials omitted and alternation trials sorted by context (top axis: context A [pink] vs B [dark blue]). These compare with k-means map identities by trial (right axis) (see “Methods” section). Arrowheads denote expected map identity transitions. Subpanel titles indicate mouse, session (S), and network grid cell count. Color bar indicates correlation value. **b** Plotted as in Fig. 2d, remapping frequency across age group (*n* = 47 young, 46 MA, and 41 aged sessions) in the block vs alternation phases (left vs right) (Kruskal–Wallis tests followed by post-hoc Conover tests). **c** Effect of age and session (left) or trials since a context switch (right) on the probability (P) of aligned map identity and VR context on block trials (context-aligned trial), modeled by logistic regression (*n* = 15902 trials, pseudo *R*^2^ = 0.02398, LLR *p* < 0.0001). Large dots and vertical bars indicate age group fitted mean and SEM probability. Small dots represent fitted session averages, jittered by age group. Dotted horizontal lines indicate chance level alignment. X-values with data from at least three mice per group were plotted. **d** Plotted as in (**c**) for a logistic regression model of probability of context alignment on alternation trials (*n* = 8079 trials, pseudo *R*^2^ = 0.0853, LLR *p* < 0.0001). **e** Plotted as in Fig. 2h, task performance (fraction [frac.] rewards requested) vs fraction of context-aligned trials across age groups (*n* = 94 young, 92 MA, 82 aged sessions) and task phases. **f** Effect of age and remapping (left) or spatial map-context alignment (right) on probability of block reward requests modeled by logistic regression (*n* = 15902 trials, pseudo *R*^2^ = 0.1420, LLR *p* < 0.0001). Bold dots and lines indicate age group fitted mean probability. Pale dots and lines indicate animal mean fitted probability, colored and jittered by age group. **g** As in (**f**) for alternation request probability (*n* = 8079 trials, pseudo *R*^2^ = 0.2098, LLR *p* < 0.0001). **h** Change (mean last—first three sessions) in alternation (alt.) performance vs fraction of context-aligned trials (*n* = 8 young, 9 MA, and 9 aged mice). Line indicates linear regression fit. See Supplementary Figs. 4 and 5.

To assess the flexibility of grid networks in aging, we first computed the frequency of remaps (transitions between spatial maps) in each task phase. In both task phases, MA and aged grid networks remapped more than young counterparts (young vs MA vs aged, block: 0.0409 ± 0.0075 vs 0.063 ± 0.0099 vs 0.0792 ± 0.0096, Kruskal–Wallis test, *H* = 16.5, *p* = 0.00025, post-hoc Conover test, young vs MA, *p* = 0.033; young vs aged, *p* = 0.0001; MA vs aged, *p* = 0.056; alternation: 0.0758 ± 0.0116 vs 0.144 ± 0.0174 vs 0.1529 ± 0.0218; *H* = 10.2, p = 0.0060, young vs MA, *p* = 0.010; young vs aged, *p* = 0.016; MA vs aged, *p* = 0.84) (Fig. 3b). As expected, remaps were more frequent in the SM vs the RF task, in which no context changes occurred and networks in both age groups remapped similarly rarely (Supplementary Fig. 4h).

To examine the alignment of spatial maps and VR contexts transitions, we imposed context identities on labeled maps based on their occupancy of and similarity to network activity across task phases (see “Methods” section). Qualitatively, by the sixth session, young and MA grid networks exhibited transitions in map identity near VR context switches more often than aged grid networks (see right axes of Fig. 3a). We next implemented a logistic regression model to quantify age and session effects on the probability that a given trial had aligned spatial map and VR context identity (see “Methods” section) in the block (Fig. 3c) and alternation phases (Fig. 3d). While block trial map-context alignment probability exceeded chance (50% per trial) across sessions for all age groups, alternation trial alignment probability exceeded chance only for young and MA mice after session 4. Specifically, for young and MA grid networks, each session predicted increased odds of an aligned block (Young, Odds Ratio (OR) = 1.13; MA, OR = 1.24) and alternation trial (Young, OR = 1.28; MA, OR = 1.15) (all *p* < 0.0001). By contrast, map-context alignment probability on aged block (Aged, OR = 0.77, *p* < 0.0001) and alternation trials (Aged, OR = 0.95, *p* = 0.043) did not increase over sessions. In fact, the single predictor of above-chance map-context alignment for aged alternation trials was the number of consecutive trials since a pseudorandom context switch. With each additional alternation trial in the same context, the probability of aged, but not young or MA, map-context alignment increased by 9% (Aged, OR = 1.09, *p* = 0.0043; Young, OR = 0.98, *p* = 0.47; MA, OR = 0.94, *p* = 0.0388). During the block phase, trials since a switch did not predict aged trial alignment probability (Aged, OR = 1.00, *p* = 0.99). Ultimately, these findings reveal that aged grid networks exhibit more frequent but, ultimately, dysfunctional remapping that fails to improve the alignment of spatial map and context identity during the SM alternation phase over sessions. While rapid context alternation worsens alignment for all age groups, alignment improves for young and MA mice with alternation task experience. Instead, during alternation, aged spatial maps uniquely reflect recent rather than current visual cues, consistent with diminished flexibility of visually driven remapping.

Importantly, we determined that the discreteness and coordination of remapping events were comparable across age groups (see “Methods” section) (see Supplementary Fig. 5a–d). We also confirmed that positional information remains distinct across spatial maps in aging (see “Methods” section) (see Supplementary Fig. 5e–h). Additionally, we accounted for age differences in the timing of context recognition on each trial by performing population analyses using only grid network activity in the back of the track (see “Methods” section) (see Supplementary Fig. 5i–k). Collectively, these control measures ensured that age differences in map-context alignment were not attributable to differences in the nature of remapping.

Lastly, we assessed how map-context alignment and remapping rate related to task performance across SM task phases. In each age group, map-context alignment related strongly to performance across task phases (Young: *r* = 0.60, MA: *r* = 0.54, Aged: *r* = 0.58) (all *p* < 0.0001) (Fig. 3e). Examining alternation alone, this map-context alignment by performance relationship collapsed for aged sessions (Young: *r* = 0.43, *p* = 0.0025; MA: *r* = 0.41, *p* = 0.0049; Aged: *r* = 0.14, *p* = 0.39). By contrast, remapping frequency did not relate to alternation performance in any age group (Supplementary Fig. 4i). We then used logistic regression to assess whether the occurrence of map-context alignment or a remap predicted performance, measured by the probability of a reward request, on individual block and alternation trials (Fig. 3f-g). Echoing session results, alignment predicted more than doubled request probability on block trials (Young, OR = 2.06; MA, OR = 2.39; Aged, OR = 3.88) (all *p* < 0.0001). This positive predictive relationship between alignment and performance held for young and MA, but not aged, alternation trials (Young, OR = 1.52; MA, OR = 1.95; Aged, OR = 0.69) (all *p* < 0.0001). While remaps predicted decreased request probability on MA and aged block trials (Young, *p* = 0.42; MA, OR = 0.49, *p* < 0.0001; Aged, OR = 0.45, *p* < 0.0001), they did not predict alternation request probability (Young, *p* = 0.31; MA, *p* = 0.25; Aged, *p* = 0.39). These results reveal that aging disrupts the relationship between grid network map-context alignment and SM alternation performance at the session and trial levels. Furthermore, we observed that mice with increased grid network map-context alignment over sessions also showed improved alternation performance (*r* = 0.44, *p* = 0.029) (Fig. 3h). Ultimately, these findings indicate that dysfunctional MEC remapping in aging contributes to impaired spatial memory.

### Reduced LFP power during running in middle-aged and aged mice

We next sought to uncover the impact of aging on MEC network-level oscillatory activity as measured by the local field potential (LFP). Incorporating new information into MEC spatial maps at fast time scales may require temporal coordination of neuronal activity, facilitated by theta frequency (6–12 Hz) oscillations in the LFP^62,63^. Additionally, gamma frequency (slow: 20−50 Hz; fast: 50−110 Hz) oscillations in MEC LFP are critical for communication with the HPC and support spatial learning^64^.

We observed qualitative decreases in LFP power in theta and gamma frequency bands in MA and aged sessions compared to young ones (Fig. 4a). This was also apparent in the mean power spectral density, pooled across sessions in each age group (Fig. 4b). To quantitatively compare the power of theta and gamma rhythms across age groups, we first controlled for observed differences in running speed distributions across age groups (see Supplementary Fig. 1c, d), as theta dynamics in MEC are influenced by running speed and acceleration^65,66^. In particular, we sampled MEC LFP power in each session from both tasks by in a speed range (20−40 cm/s) that collapsed running speed differences across age groups (*n* = 98 young, 58 MA, 97 aged sessions, mean running speed, young vs MA vs aged sessions, 29.93 ± 0.12 vs 29.6 ± 0.13 vs 29.39 ± 0.22, Kruskal–Wallis test, *H* = 2.85, *p* = 0.24; peak running speed, 40.0 ± 0.0 vs 40.0 ± 0.0, 39.86 ± 0.07, *H* = 3.05, *p* = 0.22). Indeed, starting in middle age, mean theta (young vs MA vs aged power [μV^2^/Hz], 43.66 ± 3.56 vs 30.41 ± 3.94 vs 27.29 ± 2.40, Kruskal–Wallis test, *H* = 14.29, p = 0.0008, post-hoc Conover test, young vs MA, *p* = 0.0086, young vs aged, *p* = 0.0012), slow gamma (1.46 ± 0.09; 0.94 ± 0.08; 0.92 ± 0.06, *H* = 21.63, *p* < 0.0001, young vs MA, *p* = 0.0004, young vs aged, *p* < 0.0001), and fast gamma power (0.57 ± 0.04 vs 0.39 ± 0.05 vs 0.35 ± 0.02, *H* = 23.44, *p* < 0.0001; young vs MA, *p* = 0.0002, young vs aged, *p* < 0.0001) decreased (Fig. 4c). These results raise the possibility that the rapid incorporation of information into spatial maps supported by theta rhythm, as well as the coordination of spatial coding across the MEC-HPC circuit by gamma rhythms, may be impaired over healthy aging.

**Fig. 4:**
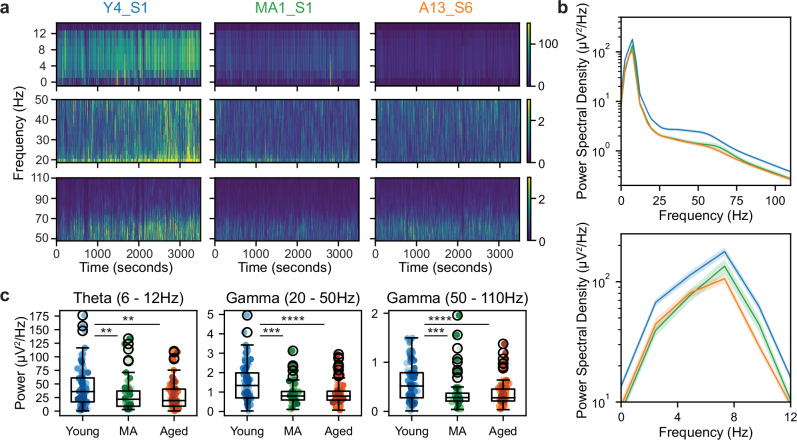
Theta, slow and fast gamma power during running is diminished in aged mice. **a** Example spectrograms in the theta (top row; 6–12 Hz), slow gamma (middle; 20–50 Hz), and fast gamma (bottom; 50–110 Hz) frequency bands for representative young, MA, and aged mice (left to right columns) for 3500 s of recording. Color coded for minimum (blue) and maximum (yellow) values. **b** Mean power spectral density across age groups (top: all frequency bands in (**a**); bottom: theta frequency range) with SEM shaded. **c** Box and whisker plot, plotted as in Fig. 2d, of mean LFP power in the theta, slow gamma, and fast gamma (left to right) frequency bands during running across age groups in both tasks (*n* = 98 young, 58 MA, 97 aged sessions) (Kruskal–Wallis tests followed by post-hoc Conover tests).

### Aged spatial coding instability in an invariant VR environment

Given the dysfunction observed in aged single-cell and network-level spatial coding in the dynamic SM task, we next examined the stability of aged spatial coding in the invariant RF task. As some RF sessions lacked dark trials, we considered all spatial cells (grid and NGS) together (see “Methods” section) (Fig. 5a–d). Consistent with prior works, spatial cells in young mice exhibited stable spatial firing patterns across neighboring RF trials (Fig. 5a), producing smooth, periodic trial-averaged spatial tuning curves^23,67^. By contrast, in aged mice, we frequently observed spatial cells with drift in firing field locations across neighboring trials, resulting in less smooth tuning curves. Consistent with the SM task, spatial coding by the aged MEC was quantifiably degraded during RF sessions. Averaging across co-recorded spatial cells, we observed decreased spatial firing coherence (young vs aged sessions, 0.7425 ± 0.0108 vs 0.6480 ± 0.0136, Wilcoxon rank sum test, *p* < 0.0001) (Fig. 5e); spatial information score (0.0928 ± 0.0081 vs 0.0636 ± 0.0056, *p* = 0.0032) (Fig. 5f); and spatial coding stability (0.1314 ± 0.0087 vs 0.0895 ± 0.0075, *p* = 0.0003) (Fig. 5g) with age. As expected given the relationship between tuning curve smoothness and consistent firing field locations, spatial firing coherence and stability were collinear (Fig. 5h). These findings demonstrate that aged spatial firing quality is impaired in the unchanging RF environment, reflected in spatial firing instability.

**Fig. 5:**
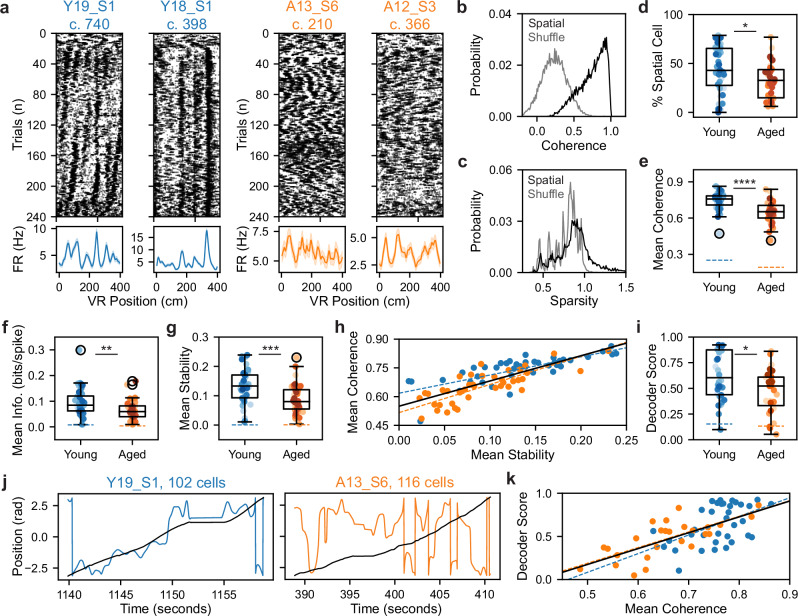
Aged mice in stable VR environments exhibit spatial cell instability that impairs position decoding. **a** Representative RF spatial cell raster plots (top) (plotted as in Fig. 2a) and trial-averaged spatial tuning curves (bottom) from young vs aged mice (left vs right). Shading indicates firing rate (FR) SEM. The first and last 20 trials were in the dark and gain-manipulated, respectively. **b** Probability density of spatial cell vs shuffle spatial firing coherence. Spatial cells’ spatial firing coherence exceeded that of shuffled activity (*n* = 8476 model pairs, spatial cell vs shuffle, 0.7391 ± 0.0019 vs 0.2306 ± 0.0018, Wilcoxon signed-rank test, *p* < 0.0001). Bin size was 0.01. **c** As in (**b**) for spatial cell spatial firing sparsity, which differed from that of shuffled activity (0.9154 ± 0.0037 vs 0.7716 ± 0.0016, *p* < 0.0001). Bin size was 0.01. **d** Plotted as in Fig. 2d, RF spatial cell density (*n* = 44 young, 42 aged sessions). Spatial cell density decreased with age (% spatial cells, young vs aged, 44.29 ± 3.52 vs 32.37 ± 2.79, Wilcoxon rank sum test, *p* = 0.0136). Dot colors indicate mouse (see Supplementary Fig. 1d). **e** Plotted as in (**d**), mean spatial cell coherence decreased among aged sessions (*n* = 43 young, 42 aged sessions with spatial cells) (Wilcoxon rank sum test). **f** Plotted as in (**d**), for spatial cell spatial information (info) (*n* = 43 young, 42 aged sessions) (Wilcoxon rank sum test). **g** Plotted as in (**d**), for spatial cell within-map stability (*n* = 43 young, 42 aged sessions) (Wilcoxon rank sum test). **h** Session mean spatial firing coherence related to stability across (black line: *r* = 0.80) and within age groups (dashed lines: young, *r* = 0.76; aged, *r* = 0.80) (all *p* < 0.0001). **i** Plotted as in (**d**), position decoder performance for models trained and tested on aged vs young spatial cells (see “Methods” section) (*n* = 34 young, 27 aged sessions with optimal *k* = 2) (Wilcoxon rank sum test). **j** Example decoder performance on single trials from young vs aged sessions (left vs right), corresponding to sessions in (**a**). Lines indicate VR vs decoded position (black vs colored). **k** Plotted as in (**h**), decoder score related to mean spatial cell coherence across (*r* = 0.66, *p* < 0.0001) and within age groups (young, *r* = 0.51, *p* = 0.0018; aged, *r* = 0.73, *p* < 0.0001).

Since MEC neurons project to multiple brain regions that process spatial information^67^, we next considered to what extent network-level positional information output by MEC would be degraded by spatial cell instability in aging. We fit circular-linear regression models, termed decoders, to estimate animal position from spatial cell network activity (see “Methods” section) (Fig. 5i–k). We found that decoder performance decreased when trained and tested on spatial cell activity from aged compared to young sessions (young vs aged, 0.6271 ± 0.0406 vs 0.4683 ± 0.0416, Wilcoxon rank sum test, *p* = 0.0194) (Fig. 5i; see also Supplementary Fig. 5e). Sample decodes on single trials revealed the greater number and severity of position estimation errors for aged compared to young sessions (Fig. 5j). Moreover, session decoder score was highly correlated with mean spatial cell spatial coherence (*r* = 0.66, *p* < 0.0001) (Fig. 5k), suggesting that degraded spatial coding by aged spatial cells is associated with degraded positional information output from the MEC.

### Network-wide increased speed gain and speed-tuning instability in aging

Given the degradation of position coding by the aged MEC, we next considered how the coding of other navigational variables, in particular speed, might also change. To address this, we identified positively and negatively modulated speed-tuned (+ vs − speed cells) (see “Methods” section) (Fig. 6a–c)^20,57^. The density of speed-tuned cells was unchanged by aging (see Supplementary Fig. 6). Next, we compared the gain, or sensitivity of, speed cells to changes in animal speed (see “Methods” section). In both + and − speed cells, we observed more gain to speed in aged vs young sessions (+ speed cells: young vs MA vs aged, 0.0445 ± 0.0015 vs 0.0508 ± 0.0027 vs 0.0556 ± 0.0026, Kruskal–Wallis test, *H* = 15.15, *p* = 0.0005; post-hoc Conover test, young vs MA, *p* = 0.1111, young vs aged, *p* = 0.0003; − speed cells: −0.0366 ± 0.0024 vs −0.0432 ± 0.004 vs −0.05 ± 0.0026, *H* = 24.33, *p* < 0.0001; young vs MA, *p* = 0.0816, young vs aged, *p* < 0.0001) (Fig. 6d). Trending differences between young and MA sessions imply that this change, like decreased LFP power, begins earlier than 21 months of age. In addition to altered speed tuning gain, +speed cells from aged sessions demonstrated decreased speed tuning stability over trials (0.1905 ± 0.0063 vs 0.2143 ± 0.0061 vs 0.1693 ± 0.0047, Kruskal–Wallis test, *H* = 29.28, *p* < 0.0001; post-hoc Conover test, young vs MA, *p* = 0.0008, young vs aged, *p* = 0.0130) (Fig. 6e) (see “Methods” section). Moreover, speed tuning stability improved over SM sessions for young but not aged speed cells, in a manner related to SM task performance (Supplementary Fig. 6h–j) and echoing the unstable spatial coding of aged SM grid and NGS cells (Fig. 2f, h and Supplementary Fig. 3f, h). Taken together, these results uncovered increased speed tuning sensitivity and instability in aging that may be implicated in spatial map instability.

**Fig. 6:**
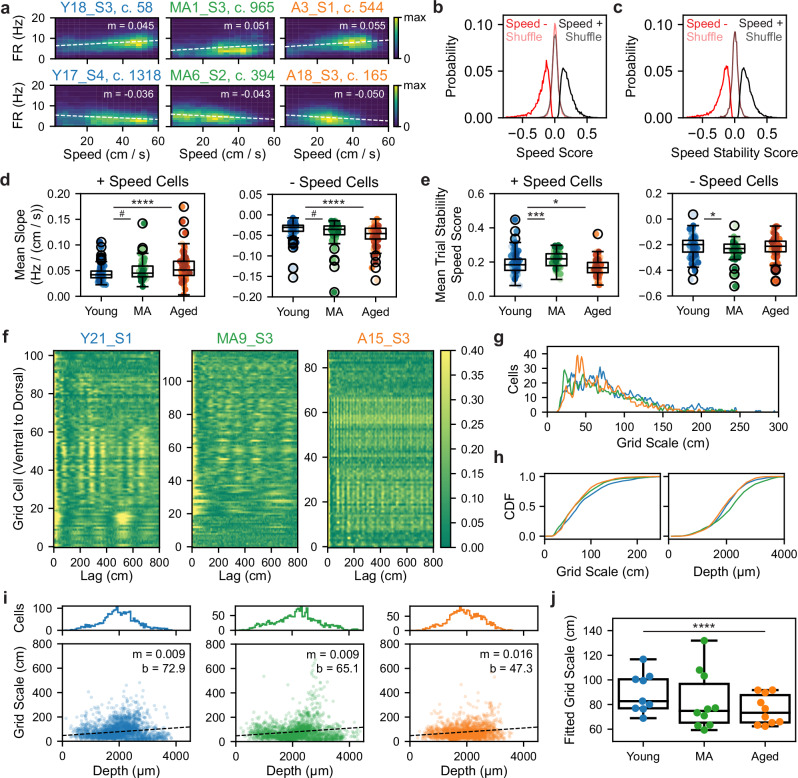
Increased speed gain and speed-tuning instability accompany grid scale compression in aging. **a** Double histograms of speed and firing rate (FR) for + (top) and − (bottom) speed cells across age groups. Dashed lines indicate linear regressions (*m* = FR − speed slope). The color bar indicates occupancy in 0.02 s bins. **b** Probability density of + (black) and − (red) speed cells’ speed scores vs shuffle, which differed (*n* = 11528 model pairs, +speed cell vs shuffle, 0.1928 ± 0.0009 vs 0.0003 ± 0.0006, Wilcoxon signed-rank test, *p* < 0.0001; *n* = 6548 model pairs, − speed cell vs shuffle, −0.2010 ± 0.0015 vs 0.0002 ± 0.0006, *p* < 0.0001). Bin size was 0.01. **c** Plotted as in (**b**) for speed stability scores vs shuffle, which differed (+ speed cell vs shuffle, 0.1936 ± 0.0009 vs −0.0023 ± 0.0006, Wilcoxon signed-rank test, *p* < 0.0001; - speed cell vs shuffle, −0.2024 ± 0.0015 vs -0.0019 ± 0.0007, *p* < 0.0001). **d** Plotted as in Fig. 2d, mean FR-speed slope of + (left) and – (right) speed cells across age groups (*n* = 96 young, 58 MA, 96 aged sessions with + speed cells; *n* = 96 young, 58 MA, 94 aged sessions with −speed cells) (Kruskal–Wallis tests followed by post-hoc Conover tests). **e** As in (**d**) for the mean trial stability speed score. −Speed cell trial stability was not age-modulated (−0.2125 ± 0.0081 vs −0.2393 ± 0.0098 vs −0.2165 ± 0.0082, Kruskal–Wallis test, *H* = 6.41, *p* = 0.040; post-hoc Conover test, young vs aged, *p* = 0.59). **f** Heatmaps of grid network dark FR autocorrelation across age groups with cells sorted by depth from the brain surface (ventral [bottom] to dorsal [top]). The color bar indicates autocorrelation value. **g** Ηistogram of grid scales by age group (*n* = 2441 young, 2035 MA, and 2032 aged cells). Bin size was 1 cm. **h** Cumulative density of grid scales (left) and depths (right) by age group (two-sided Kolmogorov–Smirnov tests). **i** Histograms of grid depths (top) and scatter of grid scale and depth (bottom) by age group. Line indicates linear regression fit (*m* = slope, *b* = y-intercept). **j** Plotted as in (**d**), LMM-fitted grid scale across age groups (*n* = 2441 young, 2035 MA, 2032 aged grid cells), indicating decreased depth-adjusted grid scale with age. Dots indicate LMM-fitted animal averages. See Supplementary Fig. 6.

MEC speed coding is also supported by local interneurons (INs) and conjunctive speed-tuned grid cells^17,68,69^. To interrogate aged speed coding in these populations, we separated putative fast-spiking INs from excitatory cells (see “Methods” section) (Supplementary Fig. 6a–c), noting an increase in the density of recorded INs and speed-tuned INs in MA and aged vs young mice (Supplementary Fig. 6d, e). Consistent with our observations in + speed cells, we also observed increased speed gain and speed-tuning instability in positively modulated speed-tuned INs and conjunctive speed-tuned grid cells (Supplementary Fig. 6f, g). Thus, aging produced aligned changes in speed coding across cell types.

### Grid scale compression in aging

Speed gain and grid scale change proportionally when environmental dimensions are manipulated^30^, consistent with a continuous attractor network model framework of entorhinal activity^70,71^. This suggested that grid scale compression could co-occur with increased speed gain in aging. To estimate grid scale (i.e., the distance between grid firing nodes) in 1D VR, we identified the location of the first peak in each grid cell’s spatial firing autocorrelation on dark trials (see “Methods” section)^55^. In young and middle-aged sessions, we observed an increase in grid scale from dorsal to ventral MEC, consistent with prior work (Fig. 6f)^55^. However, aged grid cell autocorrelation peaks were commonly closer together, indicating smaller grid spacing, with weaker gradients from dorsal to ventral recording sites.

Consistent with observations of grid scale in the autocorrelations (Fig. 6f), comparing grid scale distributions across age groups revealed a peak corresponding to smaller aged grid scales (Fig. 6g) and a left-ward shift of grid scale cumulative density for aged and MA vs young cells (two-sided Kolmogorov–Smirnov test, aged vs young, *D* = 0.12, *p* < 0.0001; MA vs young, *D* = 0.085, *p* < 0.0001; aged vs MA, *D* = 0.076, *p* < 0.0001) (Fig. 6h). To control for the relationship between grid scale and dorsal-ventral location in MEC^12,17,72^, we also compared the cumulative density of estimated recording depths along the probe axis across age groups (see “Methods” section). There were significant differences in depth sampling across age groups (aged vs young, *D* = 0.057, *p* = 0.0014; MA vs young, *D* = 0.14, *p* < 0.0001; aged vs MA, *D* = 0.18, *p* < 0.0001) (Fig. 6h), so we fit the linear relationship between grid cell depth and scale within each age group via linear regression (Fig. 6i). Indicative of grid scale compression, the slope of grid cell depth and scale increased 78% (*m* = 0.016 vs *m* = 0.009), and the y-intercept decreased 35% among aged vs young mice (*b* = 47.3 vs *b* = 72.9). Moreover, we used LMMs to model grid scale as a function of age group and unit depth, accounting for cell and animal variance (see “Methods” section). Accounting for the effect of unit depth (β = 0.009, *p* < 0.0001), being aged predicted decreased grid scale (aged vs young, β = −49.532, *p* < 0.0001) and compressed grid scale gradients (depth  × aged, β = 0.006, *p* = 0.045) (Fig. 6j). These results raise the possibility that grid scale changes in the aged MEC may influence the scale or stability of place fields in the aged HPC^40–43^, given their known interdependence in young animals^61^. Ultimately, altered long-term place map stability might further contribute to impaired spatial learning and memory in aging via these changes in entorhinal inputs.

### Transcriptomic correlates of spatial coding dysfunction in aged MEC neurons

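Bulk RNA sequencing of the SM cohort covered 18 libraries of MEC neuronal nuclei sorted by their staining for NeuN, a protein of neuronal nuclei. There was 1 library per mouse, from 6 young, 6 MA, and 6 aged mice, with 3 females and 3 males in each age group. The authors estimated transcript abundances with Kallisto on the mouse genome build mm39 (GRCm39) with introns included, summed them to genes, and divided them by DESeq2 size factors computed over the 18 libraries together. The resulting normalized values are neither whole read counts nor multiples of a common step, so the sequencing depth of each library is unknown and no counting interval can be given. The table lists 27782 genes by symbol, of which 1072 are 0 in every library and 27 carry a date in place of a symbol. Between 19910 and 24102 genes per library had a value above 0. Xist lay between 3724 and 17264 in the females and at or under 41.5 in the males, and Ddx3y between 1521 and 4775 in the males and at or under 42.4 in the females. Young mice came from Charles River and MA and aged mice from the Jackson Laboratory, so every comparison with young mice is also a comparison of suppliers. The library of the aged male A20 was paired with the fitted metrics that the source data list under A22, since the sheet of fitted metrics has no entry for A20. Another sheet of the source data lists A20 and A22 as separate aged males, so it is unknown which mouse was sequenced, and every result on aged mice and a fitted metric carries this doubt. Differences between groups were tested with limma (trend) on log2(value + 1) for the 17985 genes with a mean normalized value of at least 25, with Benjamini-Hochberg adjustment, and fold changes are on that scale.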

To investigate the molecular and cellular correlates of the MEC spatial coding dysfunction uncovered in healthy aging, we performed bulk RNA sequencing of MEC neuronal nuclei isolated from the hemispheres of mice that completed the RF (Fig. 7a and Supplementary Fig. 7a) and SM tasks (Supplementary Fig. 8) (see “Methods” section). By comparing neuronal gene expression across RF age groups, we identified 458 genes that were differentially expressed (DEGs) with age in MEC (see Supplementary Data 2). The expression of 172 genes increased while the expression of 286 genes decreased with age in MEC (absolute fold change [FC] ≥ 0.5, mean expression value ≥ 25, and adjusted *p*-value [*p*-adjusted] ≤ 0.05) (Fig. 7b). A heatmap of the top 100 DEGs with age revealed consistent differential gene expression across mice within each age group (Supplementary Fig. 7b). To classify the role of aging DEGs in biological processes, we performed gene ontology (GO) and gene set enrichment analysis (GSEA) (see “Methods” section). We found that pathways regulating synaptic transmission, cell communication, and cell signaling were significantly enriched among aging DEGs (Fig. 7c). Furthermore, the two top annotated gene sets among aging DEGs were pathways related to reactive oxygen species and oxidative phosphorylation (Fig. 7d).

**Fig. 7:**
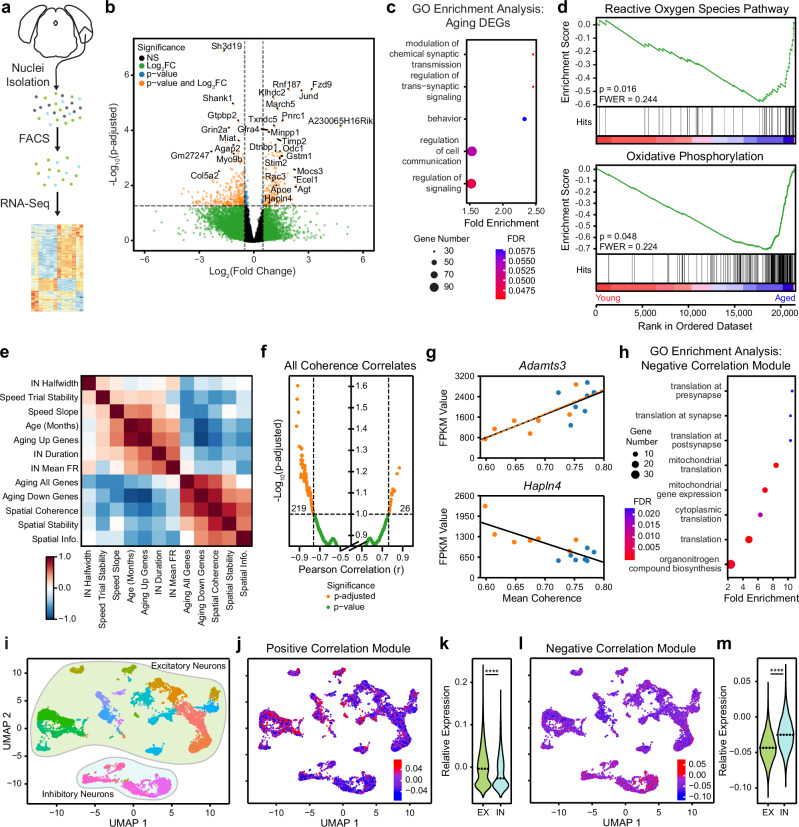
Transcriptomic correlates of spatial coding dysfunction in the aged MEC. **a** Schematized MEC neuronal nuclei RNA-seq library generation. **b** Volcano plot of differentially expressed genes (DEGs) (orange) in young vs aged MEC neuronal nuclei (*n* = 7 young, 7 aged mice) (Wald tests followed by Benjamini–Hochberg correction). **c** GO enrichment analysis of biological processes among DEGs (Fisher’s Exact test followed by false discovery rate [FDR] correction). **d** Top age-correlated annotated gene sets (two-sided permutation test *p* < 0.05 followed by family-wise error rate correction [FWER] < 0.25). Enrichment score running sum is in green, and black vertical bars indicate gene set members placement (hits) among the dataset expression. Dataset genes are ranked by expression change (young to aged [left to right]). **e** Correlation among LMM-fitted animal-means of neural parameters computed for RF session cell types (INs, speed cells, and spatial cells); animal age; and DEG expression (total, age up-regulated [Up], and age down-regulated [Down]). The color bar indicates the correlation value. **f** Volcano plot of coherence correlation across the dataset genes. Totals of significantly negatively (left) and positively (right) coherence-correlated genes are noted (orange dots, linear regression *p* ≤ 0.05 and Benjamini–Hochberg FDR ≤ 0.10). **g** Example genes that were positively (top, *Adamts3*, across age groups [black line]: *r* = 0.77, *p* = 0.0012; among aged mice [orange line]: *r* = 0.81, *p* = 0.0272) and negatively (bottom, *Hapln4*, across age groups: *r* = -0.80, *p* = 0.0006, among aged mice: *r* = −0.71, *p* = 0.075) coherence-correlated. **h** GO enrichment analysis of negatively coherence-correlated genes (Fisher’s Exact test followed by FDR correction). **i** UMAP plot of MEC neuron snRNA-seq. Dot color reflects neuronal subtypes (see Supplementary Fig. 7e) with excitatory (EX) cells vs INs grouped into clouds (lime green vs light blue). **j** UMAP plot of positively coherence-correlated gene core module expression (*n* = 26 genes). The color bar indicates expression relative to the UMAP background. **k** Violin plot of positively coherence-correlated gene module relative expression in EX cells vs INs (0.0023 ± 0.0005 vs −0.0123 ± 0.0008, Wilcoxon rank sum test, *p* < 0.0001). Dotted lines indicate medians. **l** As in (**j**), for the negatively coherence-correlated gene module (*n* = 290 genes). **m** As in (**l**), for the negatively coherence-correlated gene module (EX vs IN, −0.0426 ± 0.0002 vs −0.0241 ± 0.0004, Wilcoxon rank sum test, *p* < 0.0001). See Supplementary Figs. 7 and 8.

To examine connections between transcriptomic and functional changes in the aged MEC, we assessed the correlation of gene expression across this dataset with the LMM-fitted animal mean of each age-modulated neural feature in RF sessions (see “Methods” section) (Fig. 7e). Of these parameters, mean spatial firing coherence related most strongly to aging transcriptional changes (*r* = 0.64, *p* = 0.01394). In particular, the expression of 290 genes related negatively to spatial firing coherence across age groups, while 26 genes had positively correlated expression (Fig. 7f, g) (*p*-adjusted ≤ 0.10). A subset of the negative (57/290) and positive (4/26) coherence-correlated genes were aging DEGs. Next, we applied GO enrichment analysis to the modules of positively and negatively coherence-correlated genes (positive vs negative correlation modules) (Fig. 7h). While we found no pathways significantly enriched among positive correlation module genes, pathways related to pre- and post-synaptic translation were highly enriched in the negative correlation gene module. Supporting this, pre-synapse, post-synapse, and ribosomal cellular components were also enriched among this module (Supplementary Fig. 7c). Taken together, these results raise the possibility that genes required for synaptic translation are up-regulated in response to aged MEC spatial coding dysfunction.

To determine if spatial coding-associated transcriptomic changes affect particular MEC layers or neuronal subtypes, we employed an snRNA-seq approach in MECs from a pair of unilaterally recorded young and aged mice. We performed UMAP dimensionality reduction on snRNA-seq expression data and annotated the resulting clusters by superimposing the expression of known MEC layer and cell type marker genes (see “Methods” section) (Fig. 7i and Supplementary Fig. 7d, e). We observed a striking enrichment of positive correlation module gene expression in excitatory neuron clusters (Fig. 7j, k), particularly in Layer V/VI neurons (Supplementary Fig. 7j). Conversely, expression of negative correlation module genes was specific to INs (Fig. 7l, m) and enriched among parvalbumin-expressing (PV+) INs (Supplementary Fig. 7j). Subtler but similar enrichment patterns of genes up- and down-regulated with age were observed across clusters (Supplementary Figs. 7f–i). These findings converge to suggest that loss of transcriptomic and spatial coding function co-occur in aged MEC excitatory cells, including grid and speed cells, in a manner coordinated with the up-regulation of spatial coding-related genes in MEC INs. Further supporting this, MEC excitatory, but not IN, marker gene expression decreased with age (Supplementary Fig. 7k). Consistent with decreased MEC spatial firing coherence in aged mice (see Fig. 5d), expression of positive and negative coherence-correlated gene modules decreased and increased with age, respectively (Supplementary Fig. 7l). As aged MEC INs exhibit increased expression of synaptic translation genes in relation to spatial coding, these findings are most consistent with a protective response to counteract excitatory cell dysfunction and spatial memory deficits.

Finally, to validate our correlative approach to identifying molecular and cellular mediators of the functional decline of the aged MEC, we focused on the transcriptomic hit *Hapln4*, which was differentially expressed with age and coherence correlated (see Fig. 7b, g). As *Hapln4* encodes a component of perineuronal nets (PNNs), we assessed the colocalization of PNNs and PV+ INs that often produce PNNs in the RF mouse MECs contralateral to those used for RNAseq (Fig. 8a) (see “Methods” section)^73^. While the density of MEC PV+ INs was unaffected by age, PNNs were twice as abundant in the aged vs young MEC (Fig. 8b). Notably, the increased aged MEC PNN density was cell-type specific, driven by PNNs not colocalized with PV+ INs (Fig. 8c), which are rarer in young mice^73^. Moreover, the density of this differentially located PNN population related to *Hapln4* expression and mean spatial firing coherence across mice (Fig. 8d). In addition to corroborating the relationship observed between *Hapln4* expression and spatial firing coherence, these results nominate disrupted PNN homeostasis as a putative mediator of spatial coding decline in the aged MEC.

**Fig. 8:**
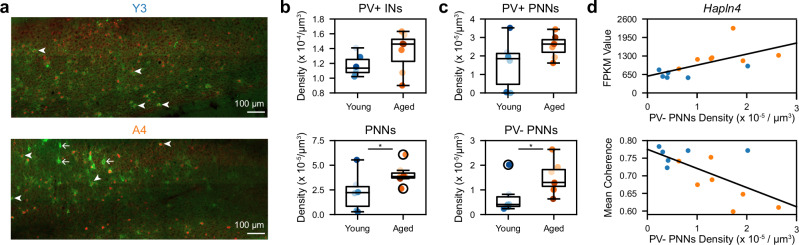
Aging alters MEC perineuronal net density and distribution. **a** Representative images of the colocalization of *Wisteria floribunda* agglutinin-labeled perineuronal nets (PNNs [green]) and parvalbumin-expressing interneurons (PV+ IN [red]) in young (top) and aged (bottom) MEC after summing over Z steps (see “Methods” section). Arrowheads vs arrows denote PNNs co-localized with PV+ INs vs not. Brightness and contrast were linearly adjusted across the entire image with Fiji to ensure visibility. **b** Plotted as in Fig. 5d, PV+ IN (top) and PNN density (bottom) within the total analyzed MEC tissue volume across age groups. MEC PV IN+ density was unchanged by age (*n* = 6 young, 7 aged mice with fixed MEC tissue; young vs aged PV IN+ density [×10^−^^4^/μm^3^], 1.1174 ± 0.0598 vs 1.3567 ± 0.1022, Wilcoxon rank sum test, *p* = 0.15). MEC PNN density increased with age (young vs aged PNN density [×10^−^^5^/μm^3^], 2.2755 ± 0.7903 vs 4.0518 ± 0.3974, Wilcoxon rank sum test, *p* = 0.0455). Dots indicate animal data. **c** As in (**b**), the density of PNNs co-localized with PV+ INs (PV+ PNNs, top) vs not (PV- PNNs, bottom) in MEC across age groups (*n* = 6 young, 7 aged mice). MEC PV+ PNN density was unchanged while PV- PNN density increased with age (young vs aged, PV+ PNN density [×10^−^^5^/μm^3^], 1.5765 ± 0.5534 vs 2.5510 ± 0.2349, Wilcoxon rank sum test, *p* = 0.1985; PV- PNN density: 0.6986 ± 0.2765 vs 1.5009 ± 0.2493, *p* = 0.0455). **d** Plotted as in Fig. 7g, the relationships between MEC PV- PNN density and *Hapln4* expression (top) and mean spatial firing coherence (bottom). Across age groups, MEC PV- PNN density related to *Hapln4* expression in the contralateral MEC (*r* = 0.63, *p* = 0.0213) and the animal’s LMM-fitted mean spatial firing coherence (*r* = −0.66, *p* = 0.0142). PV+ PNN density did not relate to *Hapln4* expression (*r* = 0.43, *p* = 0.14) or spatial firing coherence (*r* = −0.28, *p* = 0.35) (not shown).

## Discussion

Here, we combined VR behavior tasks with in vivo electrophysiology to demonstrate that aging results in spatial cognitive inflexibility at the single-cell and network levels in the MEC, contributing to a specific impairment in rapid context discrimination. Among individual spatially tuned neurons, aging impaired the formation of stable, context-specific firing patterns over experience with the novel, dual-context SM task and the maintenance of stable firing patterns in the familiar, invariant RF environment. In each age group, SM task performance correlated with the stability and context-specificity of grid cell firing patterns. At the population level, aged grid networks specifically failed to rapidly transition between spatial maps during SM context alternation, with remapping occurring more frequently but with less coupling to context changes compared to during the SM block phase and the younger grid network in either task phase. Together, these results implicate disrupted adaptation of stable, context-driven spatial firing in MEC over long and short timescales in aged spatial cognitive inflexibility. Starting in middle age, we also found changes in the power of theta and gamma; increased gain and instability of velocity coding across speed-tuned cell types; and compressed grid scale gradients along the dorsal-ventral axis in MEC. These differences constitute potential circuit-level contributors to aged spatial cell and network instability in familiar contexts. Finally, by sequencing the RNA of MEC neurons from these mice, we identified 61 putative transcriptomic mediators of MEC spatial coding dysfunction, which are differentially expressed with age, correlated with spatial firing coherence, and enriched among INs.

To explore MEC substrates of aged spatial cognitive decline, we designed the SM to elicit aging spatial navigation deficits. Rodent spatial memory is canonically measured with 2D mazes, such as the Morris Water Maze^74^, Barnes Maze^7^, and spontaneous or forced alternation T-Maze paradigms^75^. In the SM task, we adapted the latter maze to a linear VR environment, permitting precise control of visual environmental features during the recording of MEC neural activity. In particular, we associated reward locations with VR contexts based on evidence that MEC participates in the recognition and relay of context identity information to the HPC^76–78^. By having animals experience both SM contexts in blocks of trials before alternation each day, we could dissociate impairments in short-term reward location learning and recall. As alternation performance was never tested without preceding blocks of trials (i.e., during extinction), it is not a direct proxy of long-term spatial memory. Instead, given that block behavior improved equivalently across age groups, aged alternation deficits reflect impaired context discrimination, short-term spatial memory, and/or long-term spatial learning over recording sessions. Importantly, the SM task elicited heterogeneous short-term spatial memory performance among aged mice (see Fig. 1j), especially across sexes (see Supplementary Fig. 1h), consistent with previous work. In humans, healthy cognitive aging occurs at highly variable rates^79–81^, likely driven by a complex interaction among genetic^82^, epigenetic^83^, environmental, and other health and lifestyle factors^84^. Other groups have also reported increased vulnerability of female rodents^85^, non-human primates^86^, and humans^87^ to spatial memory decline. Though this makes the statistical discernment of age effects on cognition more challenging, it creates natural experiments to identify factors that influence the rate of cognitive aging. For example, previous studies have stratified rodents into behaviorally age-impaired and -unimpaired groups that exhibited corresponding levels of hippocampal place coding dysfunction^88–91^. Similarly, studying aged individuals with remarkably preserved cognitive ability, so-called super agers, may offer insight into neuroprotective factors^92^. We observed at least one such aged mouse (A24; see darkest orange line in Fig. 1j and Supplementary Fig. 4g) in this study. This behavioral heterogeneity, across and within sexes, among genetically identical aged mice offered us a powerful opportunity to identify functional correlates of inflexible spatial cognition in MEC, including impaired context-driven changes in grid network firing patterns (see Supplementary Fig. 8a–c, p, q). Importantly, this suggests that the concordant, but more severe, MEC grid coding impairments and spatial memory deficits previously reported in mouse models of AD^49–51^ arise from both transgene-mediated pathology and sex-modulated age effects that vary across mice. Dissociating such effects on in vivo circuit dysfunction in mouse models of neurodegenerative diseases, therefore, requires high-density recording approaches to sufficiently power comparisons with sex-balanced, age-matched control groups.

Since the HPC and MEC are reciprocally connected regions that cooperate to support spatial cognition, it is highly likely that aged spatial coding dysfunction in these two brain regions interact to impair spatial memory. Supporting this, we observed parallels between spatial coding impairments in aged grid cells in MEC and those previously reported in aged HPC place cells. In MEC, aged grid cells failed to stabilize context-specific firing patterns over sessions, which related to aged SM alternation impairment (see Fig. 2f–i). Aged grid networks also exhibited increased remapping frequency (see Fig. 3b). Similarly, in HPC, aged place cells exhibit impaired experience-dependent spatial coding, such as persistent remapping over successive exposures to the same environment over days^40–42^. Aged place field stability also correlates with spatial learning^41^. Furthermore, aged rats showed HPC map mis-alignment to external cues correlated with an impairment in goal-directed navigation^43^, which corresponds to the poor context alignment of aged spatial maps we observed (see Fig. 3d). Finally, we observed decreased theta power in aged MEC, adding to previous findings that theta rhythm changes in aged rodent HPC^93^ and in aged humans^94–97^. Theta rhythm across the MEC-HPC network is modulated by medial septal inputs^98–100^ and critically supports navigation and spatial memory^101,102^. Collectively, these findings raises the following non-mutually exclusive possibilities explaining aged spatial cognitive deficits: (1) unreliable sensory information is conveyed to the MEC-HPC network; (2) the integration of sensory information in either MEC or HPC fails, propagating similar spatial coding errors throughout the network; or (3) similar impairments arise independently in MEC and HPC through convergent molecular and cellular mechanisms. Future work co-recording HPC and MEC in aged mice is needed to further distinguish these possible ways in which grid and place coding deficits interact to impair spatial navigation.

Supporting the first possibility that MEC-HPC sensory inputs degrade, we observed increased speed gain and speed-tuning instability in aged MEC. Since the speed signal is altered across MEC positively speed-modulated speed cells, interneurons, and grid cells (see Fig. 6d, e and Supplementary Fig. 6f, g), this raises the possibility that inputs to MEC carrying velocity information are impacted by aging. In addition to impacting the vestibular and visual systems of aged animals^103^, aging may specifically alter the function of the brainstem circuit recently shown to drive MEC speed cell activity, originating in the pedunculopontine tegmental nucleus (PPN)^104^. In fact, PPN neuronal density decreases with age in rats^105^ and humans^106^. Examining velocity signals in the aged PPN would help to identify the source of aged velocity coding dysfunction. This is an important, open question because continuous attractor models of grid network activity predict that proportional MEC velocity gain and grid scale changes are required for stable spatial coding and accurate path integration^70,71^. Increased speed gain and grid scale compression co-occurred in aging (see Fig. 6), but it is unclear how precisely coordinated these changes are at behavioral timescales. In addition to speed tuning instability, uncoordinated changes in speed gain and grid scale may contribute to MEC spatial coding instability in aging. Therefore, identifying circuit-level sources of degraded speed information may elucidate how spatial coding instability arises across MEC and HPC.

Providing evidence for the second possibility that MEC–HPC spatial coding deficits interact, we observed a pronounced impairment in fast gamma power (see Fig. 4c). Optogenetic perturbation of MEC fast gamma oscillations impairs spatial learning, likely via disturbed synchrony of MEC and dentate gyrus (DG)^64^. Reduced synchrony of MEC and DG oscillations during aging may interact with reduced synaptic innervation of DG and CA3 subregions by the entorhinal cortex in aging^107–109^ to impair the transmission of contextual and positional information. Moreover, our findings reveal that the positional information output by aged MEC spatial cell networks is significantly degraded (see Fig. 5i). These results suggest that MEC spatial information and its transmission to HPC both become less reliable in aging. Additionally, we observed a few aged sessions with high grid network spatial map alignment to context but paradoxically impaired alternation performance, compared to almost no young or MA sessions of this type (see Fig. 3e). Therefore, poor performance in at least some aged mice may be explained by impaired transmission or utilization of MEC context information by downstream brain regions, including HPC. Finally, changes in MEC grid scale alone, as we observed (see Fig. 6f–j), might plausibly alter HPC place scale and stability^61^. Further exploring how aging changes the functional connectivity of MEC and HPC may elucidate how subregion-specific HPC place coding impairments arise^90,110^.

Towards the goal of finding molecular and cellular factors linked with aging in MEC, we identified 458 genes differentially expressed with aging (DEGs) in MEC neuronal nuclei using bulk RNA sequencing in RF mice. We observed the up-regulation of genes related to oxidative phosphorylation and reactive oxygen species regulation in the aged MEC, consistent with a compensatory response to oxidative stress in normal aging^111^. Furthermore, we observed increased expression of the AD-associated genes *Apoe* and *App* with age in MEC (Fig. 7b), as well as differential expression of *Apoe* across aged sexes (Supplementary Fig. 8p). This aligns with recent work showing significant overlap between transcriptomic reprogramming in aged and AD non-human primate entorhinal cortex^112^ and between AD-associated human brain gene modules and those in aged wild-type mice^113^.

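Apoe lies on chromosome 7 of GRCm39 from 19430034 to 19434947, on the minus strand. In the SM libraries its normalized value was 1637 ± 62.5 (SD, n = 3) in aged females and 5171 ± 2271 (SD, n = 3) in aged males, and every aged male lay above every aged female (exact permutation p = 0.1, two-sided, the smallest that 3 mice against 3 allow; adjusted p = 0.18 over 9 comparisons). The log2 fold change from females to males was 1.57 (standard error 0.41, adjusted p = 0.311 in limma). Young males were also above young females, at 9731 ± 1359 (SD, n = 3) and 4086 ± 631 (SD, n = 3), respectively (exact permutation p = 0.1). In MA mice the sexes overlapped, at 6753 ± 3017 (SD, n = 3) in males and 4726 ± 2369 (SD, n = 3) in females (exact permutation p = 0.4, adjusted p = 0.514). The sex difference in aged mice minus that in young mice was 0.32 on the log2 scale (exact permutation p = 0.785, adjusted p = 0.785 over 6 tests), and minus that in MA mice 1.03 (exact permutation p = 0.315, adjusted p = 0.51). Female young and aged mice were trained and recorded in a cohort with the MA mice, and male young and aged mice in another, so sex and cohort coincide in young and aged mice. Across the 18 libraries, with age group and sex removed, Apoe followed the mean of 5 astrocyte markers with r = 0.720 (permutation p = 0.000840, adjusted p = 0.00336 over 4 cell types) and rho = 0.725 (permutation p = 0.000880, adjusted p = 0.00176). This r was 0.519 without the 2 libraries farthest from the median of the markers. With the mean of 5 oligodendrocyte markers, r was 0.620 (permutation p = 0.00595, adjusted p = 0.0119), rho 0.721 (permutation p = 0.000880, adjusted p = 0.00176), and r without the 2 farthest libraries 0.710. These permutations treat the 18 values left after removing group means as independent, so their p-values are likely too small.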

By examining the relationships between neuronal gene expression and in vivo MEC spatial coding features, we identified positively and negatively spatial firing coherence-related MEC gene modules. Consistent with age-mediated loss of MEC excitatory cell function, positively coherence-correlated gene expression was enriched among excitatory neurons, especially in Layer V/VI, and decreased with age, along with excitatory cell markers. Aging MEC Layer V/VI excitatory cell dysfunction might impact long-term memory formation and retrieval by impairing HPC output to neocortical networks, feedback projections from HPC to MEC Layer II/III, and subfield-specific HPC spatial coding^114,115^. Conversely, negatively coherence-correlated gene module expression was specific to MEC INs, enriched among PV+ INs, and increased with age. GO analysis revealed that this module is strongly related to synaptic translation, which is required for synaptic plasticity. In young mice, MEC PV+ INs are required for selective spatial coding^68^ and receive inhibitory medial septal inputs that modulate MEC theta rhythm^98–100^ and, in turn, support spatial learning and memory^101,102^. Taken together, these findings suggest two possible transcriptomic mechanisms by which aging might impair MEC spatial coding: (1) expression of spatial coding supportive genes decreases in MEC excitatory cells while expression of genes deleterious to spatial coding increases in MEC INs; or (2) altered synaptic and neurotransmission-related gene expression in aged MEC INs occurs as a protective response to excitatory cell transcriptomic and coding dysfunction. As such, future investigations should aim to elucidate the roles of spatial coding-related genes up-regulated with age in MEC circuit function. Along with understanding the signaling pathways that modulate these genes’ expression, such studies might uncover tractable molecular targets to improve aged spatial coding and memory.

Among 57 DEGs negatively correlated with spatial firing coherence, *Hapln4* is a notable gene of interest that emerged from this work. *Hapln4* encodes a secreted protein that links hyaluronans and chondroitin sulfate proteoglycans (CSPGs) to organize and stabilize perineuronal nets (PNNs) that surround INs^116–118^. Our findings concur with previous work showing that the percentage of HAPLN4+ PNNs increases with aging^119^ and that aging unmasks PNN assembly impairments in *Hapln4* knock-out mice^120^. PNNs have been implicated in the control of synaptic connectivity and plasticity throughout the brain, primarily via their role in PV + IN-dependent gamma oscillations^121–123^. Disrupted PNN homeostasis has also been implicated in neuropsychiatric diseases, including AD and epilepsy, involving disrupted spatial memory^124,125^. In MEC, PNNs most often surround the cell bodies of PV+ INs and contribute critically to grid cell network stability^73,126^. Strikingly, we found that aging reproduced numerous spatial coding impairments and network activity changes caused by selectively degrading MEC PNNs in adult rats^126^, including decreased spatial information (Fig. 5f); reduced ability to create stable representations of novel environments (Fig. 2) or to maintain ones of familiar environments (Fig. 5g); and diminished gamma power (Fig. 4). The strong concordance between neural phenotypes in PNN-enriched aged and PNN-depleted young MEC raises the possibility that impaired PNN homeostasis, possibly involving increased *Hapln4* expression or altered PNN distribution across MEC cell types (Fig. 8a–c), relates to spatial coding dysfunction in aged MEC. Supporting this, we found that *Cspg5*, which encodes another PNN component, was also negatively coherence-correlated and up-regulated in the aged MEC, while expression of a member of a metalloprotease family that degrades PNNs, *Adamts3*, was positively coherence-correlated. Moreover, we confirmed that aged *Hapln4* up-regulation, increased density of MEC PNNs not co-localized with PV+ INs, and spatial coding impairment are each related to one another (Figs. 7g and 8d). Ultimately, by identifying coordinated transcriptomic and spatial coding changes in aged MEC, this work motivates elucidating the role of *Hapln4* and other age-modulated, coherence-correlated genes in MEC IN synaptic plasticity, which may be a critical determinant of MEC-HPC spatial coding and spatial memory decline in aging.

## Methods

### Mice

All experimental approaches were approved by the Institutional Animal Care and Use Committee at Stanford University School of Medicine. A total of 18 (8 female, 10 male) young, 10 (5 female, 5 male) middle-aged (MA), and 17 (10 female, 7 male) aged C57Bl/6 mice (Charles River and The Jackson Laboratory) were used for bilateral neural recordings across two behavioral tasks. The young, MA, and aged groups were 3.35 ± 0.31, 12.63 ± 0.09, and 22.44 ± 0.26 months old (ranges: 2.30–6.64; 12.30−12.99; 21.12−24.41) at the time of the last recording. Young and MA mice were acquired from Charles River and the Jackson Laboratory, respectively, at 4−6 weeks of age. Aged mice were acquired from the Jackson Laboratory (Stock No. 000664) at 72−84 weeks old. All mice were housed in transparent cages (Innovive) with five same-sex littermates. Middle-aged and aged mice were aged in-house to 48−53 and 88−92 weeks old before surgical headbar implantation. Mice were given an in-cage running wheel 4 weeks prior to this surgery. After headbar implantation, mice were co-housed with 1–3 same-sex implanted littermates unless separation was necessary in response to signs of aggression. After craniotomy surgery and during recording, all mice were single-housed. All mice were kept on a 12-h light-dark cycle at 21–23 °C and 30–40% humidity, with experiments conducted during the dark phase. An additional young animal underwent surgeries, behavioral training, and sham silicon probe insertion to generate neuronal gene expression data from MEC via snRNA-seq data from MEC, reflected in Fig. 7i–m and Supplementary Figs. 7d–j.

### VR setup and tasks

The VR recording setup was similar to previously published designs^23,57,127^. Head-fixed mice ran on a foam cylinder (15.2 cm diameter) fixed to rotate along one axis. Virtual environments were generated using commercial software (Unity 3D) and displayed on three 24-inch monitors around the mouse. A quadrature encoder (Yumo 1024 P/R) measured cylinder rotation, which a microcontroller (Arduino Uno) processed into motion signals to advance the VR environment. VR track gain was calibrated such that each track was 400 cm long. Upon reaching 400 cm, mice were teleported seamlessly to the track start, making the track seem circular. Each VR track featured black and white visual cues, including a patterned floor for optic flow and five pairs of landmark towers spaced 80 cm apart, each with unique dimensions and patterns (all with neutral luminance) (see Fig. 1b, f, and Supplementary Fig. 1a–b). Water rewards were delivered via a custom-built lickport, consisting of Tygon tubing attached to a metal spout in front of the mouse. In reward zones, mouse licks (requests) resulted in reward delivery. Licks broke an infrared beam positioned across the lickport, which triggered an audible solenoid valve (Cole Palmer) to pump water via a microcontroller (Arduino Uno). Failure to lick before the reward zone center resulted in an automatic reward delivery in some training and recording conditions. For each VR frame, the Unity engine recorded the mouse track position and frame time. Reward zone locations, lick times, and reward delivery times were also recorded.

With this setup, we collected behavioral and neural data in two VR tasks: the SM and the RF tasks. For the first 20 SM trials, mice ran in darkness with no visual cues. On each subsequent trial, mice encountered one of two sets of distinct visual cues (contexts A and B), each associated with one of two possible hidden reward zones (50 cm long, centered at 270 cm or 370 cm). Contexts A and B were introduced sequentially for ~60 trials each (blocks) and were then pseudo-randomly alternated for another ~80 trials (alternation) via generation of a random number between (0, 2] by the Unity engine during the teleport between trials that dictated whether Context A or B cues would appear on the upcoming trial (see Fig. 1c). For the first ten trials in each block, rewards were automatically delivered if not requested. The association of reward locations with contexts was counterbalanced within age groups to control for the impact of the locations of hidden rewards. The first 200 cm (front) of the track was mostly shared across contexts, featuring a black and white diamond checkerboard floor and three pairs of rectangular prism towers, each with different sizes and patterns (see Supplementary Fig. 1a). In contexts A and B, respectively, a small cue tower was positioned immediately to the left or right of the floor at 40 cm from the start. Large black doors, which opened when the mouse was 10 cm away, obscured the second 200 cm (back) of the track, and a uniform gray landscape after 400 cm. In context A trials, the back of the track featured a floor with horizontal and vertical lines and two different cylindrical tower pairs. On context B trials, the back featured a dotted floor and two bullet-shaped tower pairs. During the last 20 alternation trials, the gain of the VR track translation to motion signals was decreased to 0.7, requiring the mouse to run 568 cm to advance the VR environment 400 cm^57^. We aimed for each SM mouse (*n* = 9 young [4 male, 5 female], 10 MA [5 male, 5 female], and 10 aged [5 male, 5 female]) to complete the task daily for six days. Mice A16 and MA7 showed signs of peri-craniotomy skin infection by the sixth session, so only five recordings were completed. Mouse MA4 exhibited signs of distress, including long periods of freezing, during its final recording. Behavioral data for the last two completed sessions of each of these mice were excluded. Finally, recording from A14 was terminated after the third session due to poor running and licking behavior post-craniotomy. These sessions are included in neural and behavioral datasets, since A14 completed all SM task trials. snRNA-seq MEC gene expression data from this animal are also reflected in Fig. 7i–m and Supplementary Fig. 7d–j.

In the RF task sessions, mice completed ~200 trials of running on a track with unchanging visual cues, including a checkerboard floor and five cylindrical tower pairs^23^. In addition, 50 cm reward zones appeared at a probability of *p* = 0.0025 or 0.005 per cm, titrated to mouse performance, within the middle 300 cm of the track and at least 50 cm apart. Reward zones were marked by a diamond checkerboard pattern hovering slightly above the floor. After a successful reward request or complete reward zone traversal, the current zone disappeared, and the next became visible. In a subset of RF sessions (male mice only), 20 trials of dark running and 20 trials of gain manipulation were added to the beginning and end of the task, respectively. We also aimed to collect six sessions from each RF mouse (*n* = 9 young [6 male, 3 female], 7 aged [2 male, 5 female]). Hardware failures resulted in the collection of only five sessions from Y2, Y3, and Y11 and three sessions from Y16. Finally, recording from Y9 was terminated early due to poor running and licking behavior post-craniotomy. Behavioral data from these three partially completed sessions were excluded.

Before recording, a third task was administered to SM mice to estimate their contrast sensitivity. In this task, we repurposed the RF track but adjusted the reward zone opacity as mice ran 100 trials with a reward probability of *p* = 0.005/cm (see Supplementary Fig. 1e). For the first five trials, reward zones appeared at full opacity (α = 1). For the next five trials, reward zones were invisible (α = 0). For the remaining trials, reward zone opacity was pseudorandomized (0 < α < 1). We also changed the floor to a uniform gray color and dropped the reward zone to the floor to prevent mice from recognizing low-opacity reward zones by subtle optic flow changes or the presence of a floating obstacle. To estimate contrast sensitivity, we calculated the fraction of rewards requested for binned reward zone opacities (bin size = 0.1) and fit that with the following sigmoid function using scipy (optimize.curve_fit), initialized at center = 0.1 and scale = 0.002:

1 $$y=\frac{1}{1+{{{\rm{e}}}}^{-\left(\frac{x-{{\rm{center}}}}{{{\rm{scale}}}}\right)}}$$

The center of the resulting psychometric curve was each animal’s estimated contrast sensitivity threshold (see Supplementary Fig. 1f).

### In vivo survival surgeries

A mixture of oxygen and isoflurane was used to induce (4%) and maintain (0.5–2%) anesthesia. Perioperative pain control was achieved with a subcutaneous buprenorphine (0.05–0.1 mg/kg) injection post-induction. Following surgery and for three additional days after, mice were monitored and administered Baytril (10 mg/kg) and Rimadyl (5 mg/kg) subcutaneously. In the first surgery, we attached a custom-built titanium headbar, implanted a screw soldered to a gold ground pin, and made fiducial marks on the skull. These marks were made at ±3.3 mm relative to midline and 3.7 mm posterior to bregma to guide Neuropixels probe insertion. The ground pin was implanted ~2.4 mm anterior and ~1.2 mm lateral of the bregma. Metabond (Parkell S380) was used to cover any exposed skull surface and secure the ground pin and headbar. After behavioral training, we made bilateral craniotomies (~200 μm in diameter) at 3.7–3.95 mm posterior and 3.2–3.4 mm lateral to bregma in a second surgery. These were posterior and centered to fiducial marks and exposed the transverse sinus. Bilateral durotomies were made central to the craniotomy sites using a bent 30-gauge needle. A plastic well was also implanted around each craniotomy and fixed with Metabond. Craniotomy sites were washed with sterile saline and sealed with a silicone elastomer (Kwik-Sil, World Precision Instruments) to conclude surgery and each recording day. After both surgical procedures, mice were administered 1 mL of saline and placed on warming blankets to recover.

### Training and handling

After headbar implantation, mice were handled for at least 5 minutes (min) twice each day. Three days after implantation, they were restricted to 0.8–1.5 mL of water per day with *ad libitum* access to food. Mice were monitored and weighed daily to maintain them at 80–85% of *ad libitum* postoperative weight. Water volume was increased within this range if signs of dehydration, such as skin tenting, were observed. Any water consumed during training or recording in VR was supplemented afterwards in the home cage to reach the total allocated amount.

After initiating water deprivation, mice were trained in phases (A–C) to run in VR and request rewards according to implicit rules. In Phase A, mice acclimated to head-fixation and moving in VR. Initially, the experimenter helped advance the cylinder forward and prevent backward motion in two daily sessions lasting 10 min each. When mice initiated forward movement independently, training time increased to 20 min, and the VR monitor was turned on, displaying the RF track. The next day, we introduced the lickport and dispensed water rewards (~1.5–2 μL per reward) automatically at each randomly appearing reward zone (*p* = 0.10/cm). With two daily 30-min training sessions, mice learned to associate solenoid clicks with reward delivery and, eventually, to request rewards by licking within cued reward zones. Gradually, we increased the goal trial number from 10 to 25 to 50 and 100, while decreasing the reward probability from *p* = 0.10 to 0.05 to 0.01 to 0.005. When mice requested >80% of rewards before automatic delivery, we switched to operant dispensation.

When mice operantly requested >80% of rewards and ran 100 trials in 30 min, training protocols diverged for the SM and RF tasks. SM task mice were next administered the contrast sensitivity assessment described above. Then, adapting the tower and floor cues from the RF track, SM mice were trained to lick in a single hidden reward zone per session (Phase B) and, then, to abruptly switch between rewarded locations during the session (Phase C). In Phase B, mice ran 110 trials and received automatic rewards in a hidden zone (switching between centers at 220 cm or 320 cm each session) for periods of 60 and then 40, 20, and 10 trials. When mice acquired the hidden reward location within 10 trials, Phase C began. The trial number doubled to 220, and the reward location switched at 110 trials. Only 10 automatic rewards were delivered at the session start and after the switch to indicate reward location. SM mice were considered ready for recording when they completed >220 trials/h and consumed >80% of rewards at both locations. After Phase A, RF task mice continued daily RF track training, lasting a maximum of one h. The goal trial number increased to 150, 200, and then 250 with reward probability (*p*) = 0.0025. RF mice were considered ready for recording when they completed >250 trials/h and operantly requested >80% of rewards. Therefore, the SM track cues were novel to the mice at the start of recording, whereas the RF track cues were highly familiar.

### In vivo electrophysiological data collection

All neural recordings occurred at least 16 h after the craniotomy surgery upon animal recovery. To record neural activity, mice were head-fixed on the VR rig, and a single craniotomy site was exposed and rinsed with saline. Immediately prior to recording, Phase 3B1 Neuropixels 1.0 silicon probes^57^ with ground and reference shorted together were dipped in one of three fixable, lipophilic dyes (DiD, DiI, DiO, ThermoFisher V22889) 10–20 times at 10 s intervals. Using a motorized micromanipulator (MP-225, Sutter), the probe was positioned over the craniotomy site at 10.6° from vertical and targeted to ~50–300 μm anterior to the transverse sinus. The probe was located behind the mouse to minimize visual disturbances to the VR environment (Fig. 1a). To sample new cell populations on each day, three recordings were made per hemisphere, targeting at least 50 μm medial or lateral of previous recording sites on consecutive days. The 384 active recording channels on the probe were set to occupy the 4 mm closest to the tip. The reference electrode was connected to the ground pin, and then the probe was advanced slowly (1–5 μm/s) into the brain until mechanical resistance was met or activity near the probe tip quieted (~3000–4000 μm from the surface). The probe was retracted 50–100 μm and allowed to settle for at least 15 min. Finally, the craniotomy site was covered with sterile saline and silicone oil (Sigma-Aldrich 378429). Final probe depth and insertion position in medial-lateral and anterior-posterior dimensions were recorded daily.

Signals were sampled at 30 kHz with gain = 500 (2.34 µV/bit at 10-bit resolution) in the action potential band (high-pass 300 Hz to 10 kHz filter), digitized with a CMOS amplifier and multiplexer built into the probe, then written to disk with SpikeGLX software (https://billkarsh.github.io/SpikeGLX/). Local field potentials were similarly sampled at 2.5 kHz with gain = 250 (4.69 µV/bit at 10-bit resolution) and 0–300 Hz low-pass filter. Each Unity VR frame emitted a TTL pulse, which was then relayed by a microcontroller (Arduino Uno) to an auxiliary National Instruments data acquisition card (NI PXIe-6341 with NI BNC-2110). VR frame times were thus also recorded by SpikeGLX, permitting synchronization of VR data with electrophysiological traces.

### Offline spike sorting

The processing of electrophysiological recordings was performed by adapting Jennifer Colonell’s fork of the Allen Institute for Brain Science ecephys library (open source from Github: https://github.com/jenniferColonell/ecephys_spike_sorting). Briefly, this pipeline employed CatGT (https://billkarsh.github.io/SpikeGLX/help/catgt_tshift/) to perform global common averaging referencing (-glbcar) and filter transient artifacts that appear on >25% of channels with peak amplitudes of at least 0.40 mV (-gfix = 0.4, 0.10, 0.02). Spike sorting and drift correction were then performed using the open source algorithm Kilosort 2.5^128^. Kilosort 2.5 improves on Kilosort 2, which identifies clusters in neural data but only tracks neural drift (https://github.com/MouseLand/Kilosort2)^129^. Next, ecephys modules extracted waveforms from the Kilosort output and calculated their properties (e.g., signal:noise ratio, duration, halfwidth, and peak:trough ratio) and the quality of corresponding spike clusters (e.g., autocorrelation contamination rate and interspike interval (ISI) violation rate, and number). Clusters were curated in Phy (https://github.com/cortex-lab/phy). All clusters with fewer than 100 spikes were excluded. Clusters with signal:noise ratio < 1.0, firing rate (FR) < 0.10 Hz, repolarization slope < 0, depth > 3200 μm from the probe tip, or halfwidth > 0.30 ms were excluded as noise using an open-source filtering module created by Emily A. Aery Jones (https://github.com/emilyasterjones/ecephys_spike_sorting/tree/master/ecephys_spike_sorting/modules/prePhy_filters). All remaining clusters were manually examined and labeled as good (i.e., likely corresponding to a well-isolated neural unit) or MUA (likely to represent multi-unit activity) based jointly on contamination rate and ISI violation rate and number. Only good units, or cells, with greater than 350 spikes were included for analysis in this paper. Sessions with fewer than 10 cells meeting these criteria were excluded from our neural datasets.

### Behavioral data preprocessing and synchronization

Clustered, curated neural spiking data were then synchronized to VR behavior data using the TTL pulse times recorded by SpikeGLX and saved by Unity with custom MATLAB code. Appropriate syncing was confirmed by noting a high correlation between VR frame time differences and corresponding TTL time differences in SpikeGLX. As in previous work^23,55^, we used interpolation to resample behavioral data at a constant 50 Hz framerate, since VR frame times are not constant. As the tracks were 400 cm long and effectively circular, given teleports, recorded positions less than 0 or greater than 400 cm were converted to the appropriate position on the previous or subsequent trial. Trial transitions were identified as time points where the difference in position across time bins was less than −100 cm (i.e. from ~400 cm to ~0 cm). As such, each VR frame was assigned a trial number. Running speed was computed as the difference in VR position between consecutive frames, divided by the framerate. After removing and interpolating over frames with speeds ≤ 5 cm/s or >150 cm/s, speed was smoothed with a Gaussian filter (standard deviation = 0.2 time bins). For all analyses, except lick and reward zone analyses (Supplementary Fig. 1i–l), stationary time bins (speed < 2 cm/s) were excluded. The stereotypy of reward-triggered licking and slowing for each session (Supplementary Fig. 1i) was examined by averaging position-binned lick counts and speed traces (bin size = 2.5 cm) across rewarded trials from 25 cm before to the end of the reward zone (75 cm total). We next found the location of absolute maxima in the mean lick and inverted mean speed traces and used the scipy.signal package’s peak_prominences function to find the prominence of licking and slowing there, termed the slowing and licking magnitude.

### Tissue collection and storage

Immediately after probe explant after the final recording session, mice were sacrificed with an overdose of Euthasol (Virbac) and transcardially perfused with ice-cold phosphate-buffered saline (PBS). Brains were extracted and split into hemispheres. One hemisphere was selected at random to be flash frozen in a sterile RNase-free 1 mL Eppendorf tube on dry ice and stored at −80 °C for subsequent sub-dissection of the entorhinal cortex, nuclear RNA isolation, and RNA sequencing. The total time from recording end to hemisphere freezing was under 30 min for all mice. In preparation for immunohistochemistry, the remaining hemisphere was externally fixed in 4% paraformaldehyde in 0.1 M PB pH 7.4, for 48 h, followed by cryoprotection in 30% sucrose. Fixed hemispheres permitted validation of gene expression changes observed via RNA sequencing (see Fig. 8). To account for the loss of histologic confirmation of probe targeting, we required that recording sessions included in these analyses had greater than 50 probe channels with coordinated theta-rhythmic neural activity during running, which constitutes an electrophysiological signature of MEC^130^.

### RNA isolation and bulk RNA-seq

Neuronal nuclei were isolated based on a previously described protocol with minor modifications^131^. Briefly, MECs, dissected from flash-frozen hemispheres at ±3.1 mm to 3.5 mm lateral and 4.75–5.25 mm posterior to bregma below 3.5 mm from dorsal brain surface, were dounce-homogenized (Wheaton, Cat. 357538) in 500 μL of EZ lysis buffer (Sigma Aldrich, NUC101) with 1 U/μL of RNase Inhibitor (Sigma Protector, 3335399001). Given this dissection approach, some nuclei from the lateral entorhinal cortex and parasubiculum may be included in this dataset. Samples were homogenized with 20 strokes each of the loose and tight pestles, and 500 μL of lysis buffer was added to the samples. Samples were incubated on ice for 7 min before filtering through a 40 mm filter and centrifuging at 500×*g* for 5 min at 4 °C. Conjugated mouse monoclonal anti-NeuN-AlexaFluor488 antibody (Millipore, Cat. MAB377X, RRID: AB_2149209) in a staining buffer (PBS with 1% BSA and 1 U/μL RNase Inhibitor) was added to the tube at a final dilution of 1:250. Samples were incubated on a tube rotator for 30 min at 4 °C and then spun for 5 min at 500×*g* at 4 °C. Samples were resuspended in 400 μL of staining buffer with Hoechst 33342 at a final concentration of 0.01 mg/mL. Samples were then filtered through a 35 mm Fluorescence-activated cell sorting (FACS) tube filter and sorted.

Nuclei were sorted by FACS on a BD FACSAria Fusion with a 100 mm nozzle and with a flow rate of 1–2.5. Nuclei were first gated by forward and side scatter, then gated for doublets with height and width. Nuclei that were both Hoechst+ and NeuN+ were sorted into the staining buffer with 2× concentration of RNase Inhibitor (see Supplementary Fig. 7a). Nuclei were spun down at 500×*g* for 5 min at 4°C and resuspended in 250 μL Tri Reagent (Sigma Aldrich, T9424) for RNA expression analysis.

### Single-nucleus RNA-seq

Nuclei for snRNA-seq were isolated similarly to bulk samples. MECs from a young and aged mouse were sub-dissected and dounce homogenized as above. snRNA-seq samples were also stained with Hoescht 33342 and filtered as above, followed by FACS-sorting with the same parameters. Nuclei that were Hoescht+ were sorted into staining buffer with 2× concentration of RNase Inhibitor, spun down at 500 g for 5 min at 4 °C, and resuspended in the staining buffer. Nuclei were counted, and 25,000 from each sample were loaded onto a 10× Chromium Controller. Libraries were generated following 10× Genomics protocols and sequenced to a depth of 30,000 reads per nuclei on an Illumina 10B X. Fastqs were converted to feature barcode matrices using CellRanger 7.0, and downstream filtering and analysis were performed using Seurat v5^132^.

### Statistical tools and reproducibility

Neural and behavioral data analysis was conducted in Python (3.8.16) using the NumPy (https://numpy.org/) and SciPy (https://scipy.org/) libraries to compute statistics and perform linear regressions. Linear mixed effects and logistic regression modeling were performed using the statsmodels package (https://www.statsmodels.org/). By default, *p*-values for reported β values and odds ratios from these models are the result of two-sided testing. Non-parametric tests were used to avoid assumptions about the normality of data distributions. Specifically, we applied two-sided Wilcoxon signed-rank tests to all paired data; two-sided Wilcoxon rank sum tests for all unpaired data with 2 groups; and Kruskal–Wallis *H*-tests for all comparisons across 3 groups. For multiple comparisons within 3 groups, we then performed pairwise two-sided Holm-corrected Conover’s tests with the scikit_posthocs package (https://scikit-posthocs.readthedocs.io/). When non-parametric testing identified significant age group differences across neural activity metrics averaged across co-recorded cells in a session (Figs. 5e–g and 6d, e and Supplementary Fig. 6d, f, g), we verified these results with nested linear mixed effects models constructed with cells as the unit of analysis. To assess the significance of differential gene expression, we performed a two-sided Wald test followed by the Benjamini–Hochberg corrections of multiple comparisons. The significance of correlations between neural metrics and gene expression was assessed after Benjamini–Hochberg correction of *p*-values at a false discovery rate (FDR) = 0.10. GO biological process enrichment was confirmed by Fisher’s Exact test and FDR calculation. Significant gene set enrichment was assessed by a two-sided permutation test followed by family-wise error rate correction (FWER). Unless otherwise noted, all statistical tests were two-sided; averaged data are presented as mean ± standard error of the mean (SEM); and correlation values are Pearson correlation coefficients. Immunohistochemical image analysis, but not behavioral and neural data collection and analysis, was performed blind to the conditions of the experiments. Sample sizes were consistent with previous similar studies and were not predetermined. Levels of significance across all figures are indicated as follows: ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Results that approached significance (0.05 < *p* < 0.10) are indicated by a hashmark (#).

### Linear mixed effects models

To quantify behavioral performance and neural activity changes across sessions, we used linear mixed effects models (LMMs) that account for variance across animals. All models treated animal identity as a random effect, converged using restricted maximum likelihood estimation unless otherwise noted, and were implemented using the mixedlm method of the statsmodels.api package. We allowed only random intercepts for mice after confirming that including random slopes did not affect results, unless otherwise noted here. The significance of fixed and random effect coefficients for all LMMs was verified using two-sided Wald tests. Complete LMM results and Wald test results for each LMM have been included in Supplementary Data 1. Finally, for each LMM, we grossly verified key LMM assumptions. The linearity of relationships between model predictors and response variables and the homoscedasticity of residuals were assessed by plotting residuals against fitted values, which showed consistent linear relationships without constant variance in fitted values at particular residual values. Residual normality was also visually assessed with quantile-quantile plots. Finally, we confirmed that the features of the residual distributions did not vary systematically across animals generally or within age groups. Code to reproduce these plots is available.

For behavioral models (Fig. 1e, h and Supplementary Fig. 1g–k), fixed effects included age group as a categorical variable; session number as a continuous variable; the interaction of session and age group; sex as a categorical variable; and the interaction of sex and age group. In the models of SM block and alternation performance, we also included reward location order (context A reward centered at 270 cm or 370 cm) and the interaction of reward order and age group as categorical fixed effects. To model performance across SM trial groups (Block A [A], Block B [B], Alternation A Trials [Aʹ], Alternation B [Bʹ] Trials), we added the following other categorical fixed effects: number of rewards consumed in the previous trial group as a metric of satiety; VR context (A or B), the interaction of context and age group, task structure (block vs alternation), and the interaction of task structure and age group. In Fig. 1e, h and Supplementary Fig. 1g, h models, random slopes were also allowed for mice, since this improved model fit. When the behavioral model dependent variable was the fraction of reward requested, we confirmed that applying a logit transform of these fractions did not qualitatively change results or improve model fit. For interpretability, we chose to report untransformed fractions. Finally, an advantage of LMMs is robustness to missing data, such as the exclusion of incomplete or uncollected sessions (see VR setup). We have verified that age effects on SM behavior hold when excluded behavioral sessions are included.

For models of neural activity features (Figs. 2f, g and 6j and Supplementary Figs. 2h, j, 3f, g, and 6h, i), we also accounted for variance across cells using a nested random effects design. Fixed effects in these models included age group, sex, recording cohort, and the interaction of session and age group. As the interaction of sex and age group was not a significant fixed effect for any neural activity models and did not improve model fit via log-likelihood testing, it was not included in the final neural activity LMMs. Cohort (A–D) refers to groups of mice trained proximally in time and recorded sequentially as follows: all female RF mice (A), all male RF mice (B), all female young and aged SM mice and MA mice (C), and all male young and aged SM mice (D). The model of grid scale (Fig. 6j) also included unit recording depth and the interaction of depth and age group as continuous fixed effects. When the dependent variable was a similarity ratio (Fig. 2g and Supplementary Fig. 3g), we also confirmed that a logit transform of ratios did not qualitatively change results or improve model fit. For models of spatial firing with significant session and age group interaction effects (Fig. 2f, g and Supplementary Figs. 3f, g), we included alternative models with session added as a fixed effect in Supplementary Data Table 1. These models support the conclusion that aged grid and NGS spatial firing stability and context-specificity improve significantly less than that of young grid and NGS cells over SM sessions.

To correlate gene expression with in vivo cellular features, like spatial firing coherence and within-map stability, we fit LMMs as described here to each age-modulated neural feature computed across RF sessions (see Fig. 7e) and SM sessions (see Supplementary Fig. 8a) and then calculated the animal mean fitted measure. If session number significantly modulated a given SM neural feature, we reported the difference between the animal-fitted mean across the last three sessions and first three sessions (last-first) as a measure of the change in that neural metric for a given mouse. This approach accounted for variability in these parameters across cells and animals and for differences in session number and spatial cell density across sessions (see Figs. 2d and 5d).

### Spatial firing rate and autocorrelation, shuffle procedure, and distance tuning

We generated spatial firing rate vectors empirically for recorded cells by binning track position into 2 cm bins and dividing spike counts by occupancy for each bin. We performed this for every trial to generate by-trial spatial tuning curves or across trials to generate an estimate of average firing rate as a function of position. When indicated in subsequent methods, we smoothed this vector with a Gaussian filter (standard deviation = 4 cm).

To assess distance tuning, reflected in periodic activity during dark running^55,57,58^, we computed the autocorrelation of the smoothed by-trial spatial firing rate vector, linearized across dark trials, using lags up to 800 cm^55^. Next, we used scipy.signal package’s find_peaks function to detect the prominence and lag of the maximum peak in the autocorrelation with a width > 10 cm, height > 0.1, and prominence > 0.15. 17,498 cells (40.2% SM cells) had a peak in their dark autocorrelation. Among these cells, the 99th percentile of shuffle peak prominences was 0.2017 ± 0.00095. Additionally, we computed a shuffled spatial autocorrelation after shifting spike times relative to elapsed distance by random offsets (*n* = 100 shuffles, offset drawn from a uniform random distribution with the interval [20 s, max_t] where max_t was the recording duration). For each shuffle, we computed the height of the autocorrelation at the same lag as the original maximal peak. A cell was determined to be distance-tuned if it had at least one qualifying peak in its dark autocorrelation, and the maximal peak prominence of the autocorrelation was greater than or equal to the 99th percentile of the shuffle distribution heights at that same lag.

The same spike time shuffle procedure was repurposed for the classification of speed-tuned and spatial cell types across both tasks and as a control for the comparison of cell and network-wide spatial firing quality across age groups in the RF task (Fig. 5e–h and Supplementary Fig. 5e).

### Calculation of spatial coherence, sparsity, and information

Spatial coherence was calculated as follows to assess the strength of spatial firing by measuring the local smoothness of the spatial firing rate vector^131^. First, a non-smoothed, trial-averaged spatial firing rate vector was calculated for each cell as above. For each 2 cm bin, the mean firing rate of the nearest eight bins was calculated. Then, coherence was computed as the correlation of firing rate with the mean nearest bin firing rate across bins, such that coherence ~1 implies perfectly spatial firing^133^. Spatial sparsity was calculated as follows to assess the coverage of the VR track by each cell’s spatial firing^134^, where *P*_*i*_ is the probability of occupancy of bin *i*, *R*_*i*_ is the mean firing rate in bin *i*, and *R* is the overall mean firing rate:

2 $${{\rm{sparsity}}}=\sum ({P}_{i}*{{R}_{i}}^{2})/{R}^{2}$$

Finally, spatial information was calculated in bits per second over position bins according to the previous work^135^, as follows, with variables defined as above:

3 $${{\rm{information}}}=\sum {P}_{i}{R}_{i}{\log }_{2}({R}_{i}/R)$$

### Speed tuning analyses

Speed tuning quality was determined by three scores: speed score, speed stability score, and trial stability speed score. Speed score was defined as the correlation between speed and instantaneous firing rate^20^, calculated by smoothing the vector of spike counts at each time point with a Gaussian kernel (standard deviation = 40 cm). Speed, slope, and intercept were calculated using least-squares linear regression of instantaneous firing rate and speed to estimate speed tuning strength. To account for the correlation of running speed and position in VR, we calculated a speed stability score that takes the spike-weighted average of speed scores across track sections (5 × 80 cm)^57^:

4 $${{\rm{score}}}=\sum \frac{{n}_{i}{p}_{i}}{n}$$

where *n* is the total number of spikes, *i* is the position bin index, and *n*_*i*_ and *p*_*i*_ are the number of spikes and speed score, respectively, calculated in bin *i*. Similarly, we calculated a trial speed stability score by taking the spike-weighted average of speed scores calculated on individual trials, such that *i* was trial instead of position bin index. Trial stability or speed stability scores below the speed score for a given cell indicate instability in speed tuning over trials or position bins, respectively.

### Identification of functional cell types

Putative excitatory cells were separated from putative fast-spiking INs using thresholds on waveform duration and mean firing rate. Putative INs had a waveform duration < 0.35 ms or a mean firing rate (FR) > 40 Hz. For each session, we confirmed that the union of these thresholds captured the clustering of co-recorded cells in peak:trough ratio and duration space and separated cells into low waveform halfwidth, high FR vs high waveform halfwidth, low FR groups (Supplementary Fig. 6a)^136^. Among putative excitatory cells, we classified positively (+) and negatively (−) modulated speed cells^20^. A cell was speed-tuned if the absolute value of its speed score and speed stability score each exceeded the 99th percentile of the absolute value of speed and speed stability scores calculated on spike-shuffled data (*n* = 100 shuffles; see “Spatial firing rate and autocorrelation, shuffle procedure, and distance tuning” section). Speed cells were split into + or − groups based on the speed score sign. Among 64,316 cells across tasks, the 99th percentile of absolute values of shuffle speed scores was 0.1194 ± 0.0002, and the 99th percentile of absolute values of shuffle speed stability scores was 0.1239 ± 0.0002. Additionally, we classified spatial cells among putative excitatory cells using spatial cell coherence and sparsity scores. In the RF task, cells were defined as significantly spatial if their spatial coherence and sparsity scores both exceeded the 99th percentiles of shuffle coherence and sparsity scores for that cell (*n* = 100 shuffles). Among 20,928 RF cells, the 99th percentile of shuffle coherence and sparsity were 0.4440 ± 0.0010 and 0.8021 ± 0.0022, respectively. In the SM task, cells were defined as spatial if their Block A spatial coherence and sparsity scores both exceeded the 99th percentile of shuffle distributions of the corresponding scores (see Supplementary Fig. 2a–d). Only Block A trials were used to minimize the effect of context-dependent changes in spatial firing activity on these scores. Putative grid cells were identified as excitatory cells that exhibited significant distance tuning in the dark (see “Spatial firing rate and autocorrelation, shuffle procedure, and distance tuning” section) (Fig. 2a–d)^55,58^. In SM sessions, putative NGS cells were defined as the spatial cells that did not meet distance-tuning criteria (Supplementary Fig. 3a–d). Putative grid cells with low dark (≤0.05 Hz) or overall (<0.3 Hz) mean FR were excluded. In some SM sessions, we observed a minority of classified putative grid and NGS cells with implausibly narrow (<4 cm) firing fields exclusively at reward delivery locations, consistent with unsuccessfully filtered lickport artifacts. To exclude these units, we applied a threshold on noise in trial-averaged spatial FR (mean Block A FR SEM/mean Block A FR > 0.45; mean Block B FR SEM/mean Block B FR > 0.45). Importantly, most putative grid cells also meet spatial cell criteria (Supplementary Fig. 2a [last]) and exhibit greater or equivalently coherent spatial firing compared to spatial cells within each age group (Supplementary Fig. 2b). In SM sessions, putative NGS cells were defined as the spatial cells that did not meet distance-tuning criteria (Supplementary Figs. 2a–c and 3a–d), such that putative grid and NGS cells constitute mutually exclusive subsets of spatially tuned cells recorded in MEC. For simplicity, we refer to putative grid and putative NGS cells as grid and NGS cells elsewhere. Finally, we also identified the subsets of non-spatial + or - speed cells, termed + or − speed only cells, and + speed-tuned INs and conjunctive speed-tuned grid cells, termed +IN speed cells and + grid speed cells, respectively (Supplementary Figs. 6e–g).

### Cross-trial correlation matrices and spatial stability, and similarity

To compute the spatial stability in both tasks and spatial similarity across VR contexts in the SM task, we first computed a smoothed (Gaussian filter, standard deviation = 5 cm), normalized by-trial spatial firing rate. As previously described in ref. ^23^, we re-scaled each neuron’s firing rate separately to range between zero and one as such:

5 $${{{\bf{X}}}}_{{ijk}}=\frac{{{{\bf{X}}}}_{{ijk}}-\min ({{{\bf{X}}}}_{\colon\colon k})}{\max ({{{\bf{X}}}}_{\colon\colon k})-{\mathrm{min}}({{{\bf{X}}}}_{\colon\colon k})}$$

Here, **X**_*ijk*_ denotes an **I** × **J** × **K** array, or tensor of normalized spatial firing rates, where *i*, *j*, and *k*, respectively represent trials, position bins, and cells. For SM sessions, we sorted alternation trials by VR context. As such, max() and min() operators were applied on a neuron-by-neuron basis. This rescaling step prevented neurons with high firing rates from washing out low-firing-rate neurons in population analyses.

To generate a cell’s cross-trial correlation matrix, estimating the similarity of spatial firing across trial pairs (as in Fig. 2e and Supplementary Fig. 3e), we subtracted the mean FR from each trial in the matrix **X**_*ij*_ and computed the normalized cross-correlation of each pair of trials at a lag of 0 cm. Each cell’s spatial stability score for a given set of trials was calculated as moving average correlation across all pairs of neighboring trials (5 nearest trials, see Figs. 2f and 5g and Supplementary Fig. 3f). In Figs. 5g and j, within map stability refers to stability calculated within each k-means labeled map and averaged across maps for each spatial cell (see “Population analysis and clustering algorithm with optimized k-values” section). This approach controls for reduced local stability caused by any spontaneous remapping events, which occur equally rarely across age groups in the RF task (see Supplementary Fig. 4i). To quantify context-specificity of each cell’s spatial firing, we calculated a ratio between the similarity, or mean pairwise cross-correlation of spatial firing vectors, of context-matched (e.g., A × A, B × B, A × Aʹ, B × Bʹ) and -mismatched (e.g., A × B, A × Bʹ, B × Aʹ) trials. During the block phase, we computed the following similarity ratio for SM grid and NGS cells, which effectively quantifies the checkerboard structure in the top left corner of each cross-trial correlation matrix (see Fig. 2e):

6 $$\frac{{{\rm{mean}}}({{\rm{AxA}}},{{\rm{BxB}}})}{{{\rm{mean}}}({{\rm{AxB}}})}$$

During the alternation phase, we computed the following similarity ratio for SM grid and NGS cells to assess context-specificity with respect to block trial spatial firing (i.e., similarity structure in the bottom left (or top right) matrix corner):

7 $$\frac{{{\rm{mean}}}\left({{\rm{Ax}}}{{{\rm{A}}}}^{{\prime} },{{\rm{Bx}}}{{{\rm{B}}}}^{{\prime} }\right)}{{{\rm{mean}}}\left({{\rm{Ax}}}{{{\rm{B}}}}^{{\prime} },{{\rm{Bx}}}{{{\rm{A}}}}^{{\prime} }\right)}$$

Here, A × A, B × B, A × B, A × Aʹ B × Beʹ, A × Bʹ, and B × Aʹ denote the pairwise similarity of those pairs of trial groups. These ratios equaled 1 if context-matched trial spatial firing was equally as mutually similar as context-mismatched trial spatial firing. A ratio >1 implies context-specific spatial firing.

To quantify the degree of rate remapping in each grid and NGS cell across SM contexts, we found the percent change in the peak firing rate (i.e., largest firing rate in any spatial bin) across the trial-averaged normalized spatial firing vectors for block A and block B trials, as in previous work^23^. As a measure of global remapping, we calculated an alignment score between the normalized firing rate vectors in activity space (i.e., spatial dissimilarity). To do so, we computed the cosine similarity (vector dot product after normalization) between the block A and block B spatial firing vectors. We then subtracted this value from 1, such that a dissimilarity score of 0 would indicate an identical spatial firing pattern and a score of 1 would indicate orthogonal spatial representations. In Supplementary Fig. 2g–j, we compared the extent of grid and NGS cell rate and global remapping across SM contexts and age groups.

To generate network-wide trial-by-trial similarity matrices (Fig. 3a and Supplementary Figs. 4a–c, f, g, and 5i), we computed the correlation for vectors vec(**X**_*i::*_) and vec(**X**_*i‘::*_) for all pairs of trials (*i*, *i‘*) for all spatial cells in an RF session or all grid cells in an SM session. RF sessions with ≤10 spatial cells and SM sessions with <10 grid cells were excluded from population-level analyses, such as spatial map clustering and position decoding.

### Estimation of gain change responses and remapping coordination

Previous work has shown that dissociating visual flow and locomotion signals with reduced VR gain might identify putative grid cells, which are more sensitive than NGS cells to gain reductions^55,57^. We compared the relative magnitude of SM grid vs NGS cell responses to VR gain manipulation during alternation to validate the classification of these two functional cell types (Supplementary Fig. 2e, f). To do this, we selected a set of Aʹ trials before the gain change equal in number to Aʹ trials after the gain change. We then generated smoothed by-trial spatial firing rate vectors and cross-trial correlation matrices for each grid and NGS cell for those trial sets. Then, we computed the difference between the mean pairwise similarity within Aʹ trials before the gain change and the mean pairwise similarity of Aʹ trials before and after the gain change (within baseline—across gain change). The larger this difference, the greater the cell’s gain change response. We replicated these steps to find the magnitude of Bʹ trial gain change responses and confirmed that the grid cell responses exceeded NGS cell responses for both contexts in each age group (Supplementary Fig. 2f).

To assess whether network-wide matrices would similarly reflect the composite of co-recorded cell activity in each age group, we estimated and compared remapping coordination across groups according to established methods^55^. In brief, remapping coordination was calculated as the correlation between the cross-trial correlation matrix of each unit and the network-wide similarity matrix, assembled using the remaining co-recorded units. No age group differences in remapping coordination were observed in either task (Supplementary Fig. 5c, d). Similarly, we computed the correlation between network-wide similarity matrices generated using spatial firing tensors from the front and back halves of the SM track (Supplementary Fig. 5i). We observed lower similarity between front and back matrices in MA and aged vs young sessions (Supplementary Fig. 5j), indicating a stronger modulation of network activity by back track visual cues. While the probability of alignment of spatial maps to visual context on alternation trials is substantially lower for front vs back track grid network activity across sessions (Supplementary Fig. 5k [left] vs Fig. 3d left]), young front track grid network alignment probability on alternation trials uniquely increases over sessions. This suggested that young grid network spatial map alignment to context may be uniquely influenced by the cue tower. To control for possible subtle age effects on the timing of context recognition within trials, spatial firing tensors used for population-level analyses in the SM task (Fig. 3 and Supplementary Fig. 4) were assembled using back-track activity only.

### Population analysis and clustering algorithm with optimized *k*-values

To identify discrete spatial maps, consisting of clusters of trials with similar network-wide spatial firing patterns, in a data-driven manner, we adapted the factorized k-means clustering algorithm described in detail in Low et al. using Alex Williams’ open-source lvl package (https://github.com/ahwillia/lvl/tree/master/lvl)^23^. Briefly, the low-rank factorization model of the network’s normalized firing rate tensor (**X**_*ijk*_) is as follows:

8 $${\hat{{{\bf{X}}}}}_{{ijk}}={\sum }_{r=1}^{R}{{{\bf{U}}}}_{i}^{(r)}{{{\bf{V}}}}_{{jk}}^{(r)}$$

In general, *R* denotes the number of model components, or the model rank. As described in Low et al. ^23^, k-means clustering arises as a special case of this model, in which *R* represents the number of clusters, traditionally termed k, or the number of spatial maps. In this case, **U**_*i*_^(*r*)^ gives the elements of an *R* × *I* matrix, where each row gives the cluster assignment, or map label, for every trial *i*, coded in *R*-dimensional space (one-hot vectors). **V**_*jk*_^(*r*)^ comprises the elements of an **R** × **J** × **K** array. For a given map label, *r*, the **J** × **K** slice of this matrix specifies a cluster centroid. This slice is interpretable as a spatial map in which the columns are *j*-dimensional vectors containing each neuron’s spatial tuning curve. Identifying synchronous, network-wide transitions between spatial maps permitted the comparison of remapping frequency across age groups in each task (Fig. 3b and Supplementary Fig. 4h). Moreover, this enabled us to compare the alignment between spatial map and SM context transitions in each age group and over sessions. As reported by Low et al., this method accounts for both the global grid population and the rate remapping we observed across SM contexts (see Supplementary Fig. 2g, h)^23^.

To capture the heterogeneity in trial-by-trial structure observed in network-wide similarity matrices, especially in response to the SM context switches, we first optimized the selection of *R* for each session individually with the range *r* = 1 − 4. For interpretability, we substituted the signifier *k* for *R* as the k-means model rank in all figures and figure legends. To select *k*, we used a silhouette score maximization approach, deploying scikit-learn’s silhouette_score function to measure average cluster quality^137^. For each *k* > 1, we fit a factorized *k*-means model with *k* components and 100 restarts and calculated the average silhouette score across maps on each of 10 repetitions. Restarts accounted for model variability and helped to select the model best fit to the data within each repetition. The k that maximized the mean silhouette score across repetitions was selected (see Supplementary Fig. 4a).

To set the maximum possible k, we swept the range *k* ≤ 8 for SM sessions using this optimization procedure. Fewer than 10% of eligible SM sessions (*n* = 13 / 134) had an optimal *k* > 4. We compared the train and test cross-validation performance (*R*^2^) of the k-means model at all possible k to assess if overfitting occurred at higher *k*. Indeed, we observed that an optimal *k* > 4 increased test *R*^2^ minimally compared to the next best smaller *k*, while increasing train *R*^2^ significantly (Supplementary Fig. 4b). In each session where *k* > 4, we also observed at least one low-quality cluster with no silhouette scores exceeding the average across clusters. This indicated to us that *k* > 4 was rarely, if ever, appropriate to capture SM network-wide spatial firing patterns.

To exclude sessions that were not well-approximated by *k* > 1 models, termed one-map sessions, we compared the cross-validated performance (uncentered test *R*^2^ averaged over ten replication sets) of *k*-means models fit on real vs shuffled datasets. Specifically, we employed a randomized cross-validation procedure in which 10% of the data were censored in a speckled-holdout pattern^138^. As in previous work^23^, firing rate tensors (**X**_*ijk*_) were shuffled using a random rotation across trials. This preserved the overall data norm and correlations between neurons and position bins but disrupted the sparsity pattern on **U**_*i*_^(*r*)^ imposed by *k*-means modeling. One-map sessions were those where the average model performance at the selected k on real data did not exceed that on shuffled data using a one-sided Wilcoxon signed-rank test (α < 0.05) (Supplementary Fig. 4c, d). As previously reported in ref. ^23^, spontaneous remapping in most RF sessions was best captured by *k* = 2 models (Supplementary Fig. 4e). By contrast, we observed more variability in optimal k across SM sessions in all age groups due to heterogeneous remapping responses to context switches.

Finally, we confirmed that the discreteness of remapping was comparable across age groups in two ways. First, at the same rank as the optimal *k*, we compared the relative cross-validated test performance of the *k*-means model and truncated singular value decomposition (tSVD), which is a form of uncentered principal components analysis (PCA) in this case. As described in Low et al. ^23^, the interpretation that network activity belongs to discrete maps was supported by the comparable performance of the more restrictive *k*-means model to the tSVD model, which permits trials to constitute linear combinations of spatial maps instead of discrete spatial maps. Component-matched tSVD and *k*-means performance were strongly correlated in all sessions in each age group in both tasks (Supplementary Fig. 5a). Additionally, we confirmed that within-map mean pairwise trial similarity was significantly greater than across-map pairwise trial similarity for all age groups in both tasks (Supplementary Fig. 5b). These results indicated that discrete maps indeed capture network-wide similarity patterns in both tasks.

### Map label and identity assignment to assess context alignment

To address the fact that *k*-means cluster labels are arbitrarily assigned, we systematically re-labeled spatial maps. For SM sessions with optimal *k* ≥ 2, spatial maps were re-labeled based on their order of appearance in the task, such that map 1 was the map with the most Block A trials. For *k* = 3–4 sessions, map 2 was the remaining map with the most Block B trials. For *k* = 4 sessions, map 3 was the remaining map with more trials before the midpoint of the context-sorted alternation phase. RF spatial maps were re-labeled in order of their mean running speeds, such that map 1 had the slowest running speed. Remaps were identified as changes in the map label between consecutive trials. To calculate remapping frequency, we divided the remap count by the trial count for each task phase.

To assess the alignment of SM context and spatial map transitions, it was necessary to assign context identities (A or B) to each labeled map (see Fig. 3a). After map labeling, map 1 dominated Block A trials and was thus assumed to represent context A. Similarly, map 2 was assigned to represent context B. For sessions with optimal *k* > 2, maps 3 and 4 were each assigned to represent context A or B, depending on whether they had greater relative mean pairwise similarity to Block A or B trials. As such, it was possible to assign up to three maps to represent one context for *k* = 4 sessions. We then computed the fraction of aligned trials, in which VR context and spatial map identity matched, overall and for each task phase.

### Logistic regression models of by-trial responses

To model binary outcomes for each SM alternation trial (i.e., map-context alignment or a reward request), we used the logit method of the statsmodel.api package to perform logistic regression. In the model of map-context alignment probability by trial, we specified the following fixed effects as categorical variables: age group, the interaction of age group and sex, the interaction of age group and VR context (A/B), the interaction of age group and session, and the interaction of age group and the number of trials since a random VR context switch (0–11). To model reward request probability by trial, fixed effects included those above and the interaction of age group and remap occurrence as a categorical variable (No/Yes), and the interaction of age group and an aligned trial occurrence as a categorical variable (no/yes). Unlike the linear mixed effects models, these models do not account for animal variance with random effects.

### Local field potentials and power calculation

Local field potentials (LFP) were analyzed on one channel per session across both tasks (Fig. 4). We selected the channel with the highest theta power after subsetting on the 200 channels closest to the probe tip with at least one good recorded cell. Power spectral density was calculated using Welch’s method from scipy.signal package. Power in each frequency band (6−12 Hz for theta, 20−50 Hz for slow gamma, and 50−110 Hz for fast gamma) was calculated using a multitaper spectrogram using the spectral_connectivity package with a window of 0.5 s^139^. To control for the effects of differences in running speed across age groups (see Supplementary Fig. 1c, d) on theta power^65,66^, we up-sampled frequency band power traces (2 Hz) to the VR framerate (50 Hz) using a second order spline for interpolation and averaged power across timepoints where mice were running at intermediate speeds (20 ≤ speed ≤ 40 cm/s). We confirmed that this range collapsed mean and peak running speed differences across age groups (see “Results” section).

### Position decoding analysis

To predict the animal’s position from the spiking activity of all co-recorded cells, we fit spherically projected multivariate linear models^140^ as implemented by Low et al. ^23^. This approach was selected because of the effective circularity of VR tracks. Predicting a circular variable, such as track position at a given time (*y*_*t*_ ∈ [0, 2π)), from linear covariates, such as the number of spikes fired by neurons *n* at times *t* (*s*_*nt*_), requires a circular linear regression model. These models are termed decoders as common practice^141^. In this model, two regression coefficients, *β*_*n*_^*(1)*^ and *β*_*n*_^*(2)*^, are optimized for each neuron with an expectation maximization procedure previously described in ref. ^140^. The model estimate given set of test inputs after fitting to training data is as follows:

9 $$\widehat{{y}_{t}}={{\rm{atan}}}2\left({\sum }_{n=1}^{N}{\beta }_{n}^{\left(1\right)}{s}_{{nt}},{\sum }_{n=1}^{N}{\beta }_{n}^{\left(2\right)}{s}_{{nt}}\right)$$

Here, atan2() corresponds to the two-argument arctangent function. Decoder score refers to the average of cos(*y*_*t*_ − *ŷ*_*t*_) over time bins in each session’s testing set, such that random position guesses over a circle would yield a score of 0 and perfect performance would have a score of 1.

For ten repetitions per session, we fit decoding models to training sets comprising a randomly selected 90% of the network activity from RF sessions with >10 spatial cells and an optimal *k* = 2, and tested them on the held-out 10% of network activity. Synthetically ablating non-spatial cells from the network did not qualitatively alter decoder score differences across age groups, so we presented results from models trained and tested on spatial cell activity only (Fig. 5h–j and Supplementary Figs. 5e, f). Each datapoint in these figures represents the average decoder score across repetitions. For each session, training data were down-sampled to match spike number, position bins, running speed, and observation number across training sets drawn from the same session (e.g., map 1, map 2, both maps). We compared decoder scores to those for a spike time shuffle control for each session (see “Spatial firing rate and autocorrelation, shuffle procedure, and distance tuning” section). Shuffle training sets were selected and down-sampled in the same manner. Since this shuffle disrupts spatial firing patterns, this control approximated chance decoder performance.

To further illustrate that distinct patterns of grid network activity occur across VR contexts in the SM task, we applied the same position decoding approach to training sets drawn from SM grid network activity across trial groups for all sessions with ≥ 10 grid cells (Maps A, B, Aʹ and Bʹ in Supplementary Fig. 5g, h). Trivially, decoders trained and tested on different trials perform worse than those trained and tested on the same trials (Supplementary Fig. 5g). Moreover, decoders trained and tested across context-mismatched vs -matched trials performed worse (e.g., Train A/Test Bʹ vs Train A/Test Aʹ) (Supplementary Fig. 5h), confirming the qualitative observation that grid network activity was more conserved across context-matched vs -mismatched trials.

### Estimation of grid scale and unit recording depth

To compare the dorsal-ventral gradient of entorhinal grid cell scales^12,17,72^, across age groups, we estimated grid cell scale and recording depth from the brain surface along the probe using all SM sessions (Fig. 6f–j). Grid scale was calculated using scipy.signal package’s find_peaks function to detect the location of the first peak in the autocorrelation on dark trials (width > 8 cm, height > 0.05, prominence > 0.05). We relaxed these peak detection criteria from those used to identify distance-tuning (see “Spatial firing rate and autocorrelation, shuffle procedure, and distance tuning” section) to consistently select the first, instead of the largest, significant autocorrelation peak. To estimate each grid cell’s depth, we subtracted the median distance from the probe tip of the cell’s recorded spikes from the maximum inserted depth of the probe for that recording session.

### Differential gene expression and correlational analysis

FASTQ files were mapped to the mouse transcriptome (mm39) that included nascent RNAs (introns included in the index) using Kallisto^142^. The mapped reads were aggregated into a gene-based count matrix. Differential expression analysis was performed on the count matrix using DESeq2^143^. Specifically, the likelihood ratio test was used for differential expression testing while controlling for sex-specific batch effects. A volcano plot of the differential expression results was generated with EnhancedVolcano (Fig. 7b). Heatmaps of the top differentially expressed genes with age (young vs aged) with row *Z*-score normalization across animals, as determined by adjusted *p*-value, were generated using pheatmap (Supplementary Figs. 7 and 8p).

To determine the relationship between aging gene expression and measures of neuronal activity, we performed correlational analysis between these measures. We determined the normalized expression of the gene sets that increase expression with aging (Aging Up, *n* = 170 genes expressed in every sample), decrease expression with aging (Aging Down, *n* = 260 genes expressed in every sample), and all aging genes (Aging All, *n* = 430 genes expressed in every sample) for each individual mouse that performed the RF task. The Pearson correlation of these values with the LMM-fitted values of the neuronal activity measures was computed. The relationships between variables are represented in a correlation matrix (Fig. 7e) generated using the corrplot package. Similarly, we assessed the correlative relationships among age differentially expressed genes (Aging Up, *n* = 28; Aging Down, *n* = 11; Aging All, *n* = 39 genes) and age-modulated neural features across SM mice (Supplementary Fig. 8a). 

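Between aged and young SM mice, 11 genes passed an adjusted p of 0.05 and an absolute log2 fold change of 0.5 in limma with sex as a covariate. Of these, 9 were higher and 2 were lower in aged mice, while 964 genes had an unadjusted p under 0.05. The largest difference was that of Gm15446, a protein-coding gene on chromosome 5 of GRCm39 from 110071266 to 110093477. Its normalized value was 33.2 ± 22.1 (SD, n = 6) in young mice and 3537 ± 1114 (SD, n = 6) in aged mice, a log2 fold change of 6.89 (standard error 0.37, adjusted p = 3.33e-09 in limma). Mid1, on chromosome X from 168468195 to 168773794, rose from 133.0 ± 125.0 (SD, n = 6) to 2044 ± 1314 (SD, n = 6), a log2 fold change of 4.00 (standard error 0.44, adjusted p = 9.04e-05 in limma). The young mouse Y27 had a Mid1 value of 386.2, against 103.6 in the next highest young mouse. The other genes that were higher in aged mice had log2 fold changes of 6.17 (Gm28049), 6.00 (Gm13304), 4.33 (G530011O06Rik), 3.55 (Gm17167), 2.68 (Gm3892), 2.60 (Gm13307), and 1.77 (Tmem254a). Gabra2 and Tmem181b-ps were lower, with log2 fold changes of -3.16 and -1.38. In young mice, Gm28049 was at or under 22.3 and Gm13304 at or under 2.20, so the size of their fold changes depends on the pseudocount. These fold changes were 5.01 and 4.21 with a pseudocount of 5, and 6.58 and 6.65 with 0.5. Tmem181b-ps, named after its values were seen, no longer passed the adjusted p of 0.05 in limma without Y23, A15, A19, or A20, with adjusted p between 0.0501 and 0.0565. For each of the 11 genes, all 6 aged mice lay on the same side of all 6 young mice. Between MA and young mice the same criteria gave 14 genes, all 11 among them, and between aged and MA mice limma gave 0 genes (381 at an unadjusted p under 0.05). With only the 2 groups compared in the fit, 8 genes differed between aged and young mice, the lowest count under any alternative.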

To uncover individual genes whose expression was correlated with these variables, we used linear regression followed by a Benjamini–Hochberg correction (FDR = 0.10) to mitigate false positive correlations resulting from multiple hypothesis testing. This procedure is illustrated in Fig. 7f, where we present the correlation coefficient and adjusted *p*-value of all coherence-correlated genes, significantly above vs not below the FDR threshold. Two examples of genes with significant correlations are presented in Fig. 7g. Very few transcriptomic correlates of any neural metrics met this stringent FDR threshold (Supplementary Fig. 8b). 

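Across the 18 SM libraries, the normalized values of 17691 genes above 0 in every library were regressed on each metric. The filter on genes was set here and is not that of the paper's tables, which list 17985 genes. At an unadjusted p under 0.05, 542 genes were correlated with Δ alt. frac. requested, 652 with Δ alt. frac. aligned, and 1011 with alt. remaps / trial, where 5% of the genes is 885. With a mean value of at least 25 as the only filter, chosen after seeing the data, the numbers were 520, 626, and 1038, the same as in the paper's tables by sign of r (301 negative and 219 positive, 379 and 247, 616 and 422). Without the library of A20, whose metrics are listed under A22, the numbers were 498, 657, and 1110. At an FDR of 0.10, 0 genes remained for Δ alt. frac. requested, 0 for Δ alt. frac. aligned, and 4 for alt. remaps / trial. The 4 genes, named after their values were seen, were Gm15446, Gabra2, Ssbp4, and Dynlt1b, and without the young mouse Y20 there were 0. There were also 0 with expression and metric centred within age group, and 0 without young mice, which leaves 12 libraries. When the mice were permuted against the metrics, a median of 704, 689, and 673 genes passed the unadjusted threshold for the 3 metrics in that order. As many genes as in the real data passed in 69, 54, and 31 of 100 permutations, respectively, the real order counted as a permutation. With expression and metric centred within age group, the first metric had 1674 correlated genes, the largest shift under any alternative, and 15 of 100 permutations of the mice within age groups gave as many on the centred values.

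**Figure D1:**
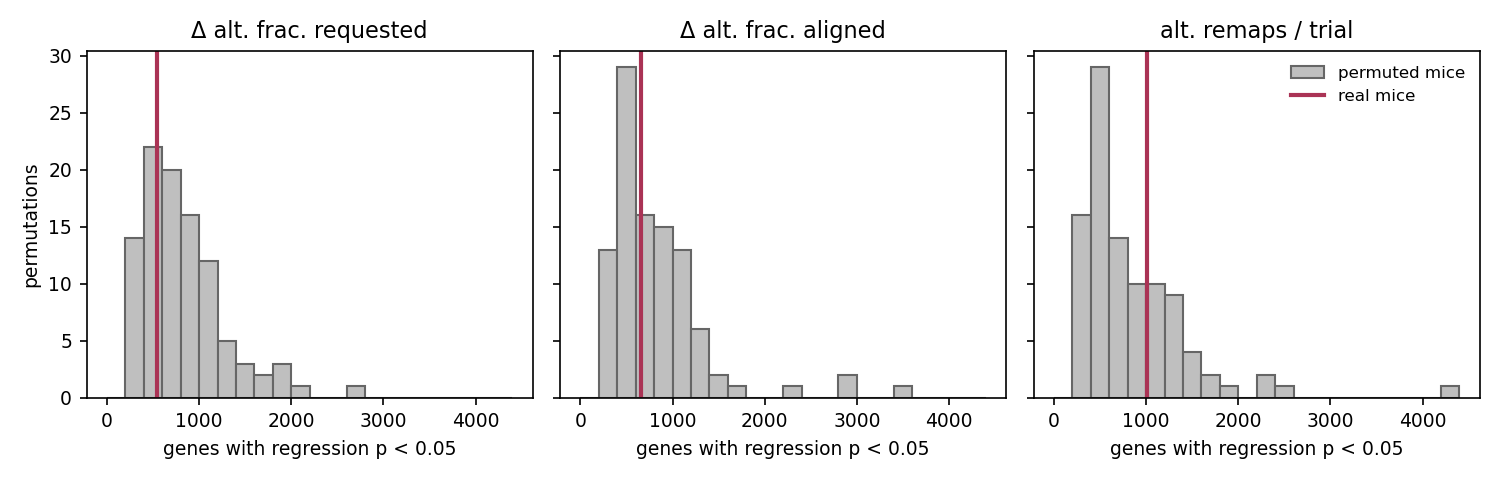
Number of genes with a regression p under 0.05 for each metric (horizontal axis) over the permutations of the 18 SM mice (vertical axis, number of permutations; grey bars), with the number for the real mice as a red line. The red lines stand at 542, 652, and 1011 genes, inside the spread of the permuted mice.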

All genes shown in Supplementary Fig. 8c, q were instead at least related to the corresponding metric without the FDR correction (linear regression *p* < 0.05).

### GO and GSEA

GO enrichment analysis was performed on several gene sets using Panther^144^. Specifically, the biological process GO sets were probed with genes differentially expressed during aging and those that significantly correlated with spatial firing coherence (FDR = 0.10). The top non-redundant biological process sets by FDR that had an enrichment of 1.25 above expected are shown in the plots (Fig. 7c, h and Supplementary Fig. 7c). GSEA^145,146^ was performed on the bulk neuronal RNA-seq. Briefly, the mouse-ortholog hallmark gene sets were probed with 21,388 expressed genes from the RNA-seq dataset for enrichment in the probed gene set of correlations between ages and expression. Gene set significance was determined using a permutation test and a threshold on family-wise error rate (FWER) (6 gene sets significant at *p* < 0.05; 2 gene sets significant with FWER < 0.25 shown in Fig. 7c).

### Single nuclei RNA-seq analysis

Cell Ranger was used to generate count matrices with include introns set to TRUE. Feature barcode count matrices were imported into Seurat v5^132^. High-quality nuclei with a feature number greater than 200 and less than 7000, as well as mitochondrial content less than 0.25%, were kept for downstream processing. Both samples were integrated using the IntegrateData function after identifying integration anchors. The libraries were processed using the standard Seurat workflow to generate clusters. Subsequently, neurons were sub-clustered and dimensionality reduction was performed again, and new clusters were generated. These clusters were annotated based on marker expression (Supplementary Fig. 7d) found from FindAllMarkers in Seurat, and separated into excitatory and inhibitory neurons (Fig. 7i), as well as layer-specific excitatory neurons and inhibitory subclusters (Supplementary Fig. 7e)^147–150^.

To determine the relationship between cell type and age-related transcriptional changes, we generated module scores for genes that increase with age (*n* = 160 genes represented in snRNA-seq data) and decrease with age (*n* = 242 genes) using the AddModuleScore function in Seurat v5^132^. These scores were overlaid onto the UMAPs of neurons (Supplementary Fig. 7f vs h for age down vs age up), as well as used to determine the relative expression differences between excitatory and inhibitory neurons (Supplementary Figs. 7g, i). The Wilcoxon rank sum test with continuity correction was used to determine if there were significant differences in expression between the clusters. Similarly, we generated module scores for genes positively and negatively correlated with spatial firing coherence (*n* = 26 positively correlated genes and n = 290 negatively correlated genes after Benjamini–Hochberg correction that are represented in the snRNA-seq data) to investigate the relationship between coherence and cell type. The correlation core module scores were overlaid onto UMAPs of neurons (Fig. 7j, l) and used to determine expression differences between excitatory and inhibitory neurons (Fig. 7k, m). The correlation core module scores were also determined for each neuronal cluster in Supplementary Fig. 7j. Additionally, the bulk neuronal RNA-seq age-related changes of the correlation module genes are presented in Supplementary Fig. 7k.

To determine how markers of excitatory and inhibitory neurons change with age, we found marker genes for these two cell types in comparison to one another using the FindMarkers function in Seurat v5^132^. The age-related changes of these gene sets in the bulk neuronal RNA-seq dataset are represented in Supplementary Fig. 7k.

### Immunohistochemistry, microscopy, and image analysis

Fixed, cryoprotected hemispheres dissected from RF mice were flash frozen and sectioned with a microtome in 40-µm-thick sections. The sections were collected from the microtome with a fine brush and placed in cryopreservation media (30% glycerol, 30% ethylene glycol in phosphate buffer). Double-label immunohistochemical staining for perineuronal nets (PNNs) and parvalbumin-expressing interneurons (PV + INs) was performed on free-floating sections under constant agitation. In brief, sections were washed (3 × 5 min in 1× TBST), pretreated (30 min in TBST with 0.3% Triton X-100), washed (3 × 5 min in 1× TBST), processed for antigen retrieval via twice heating for 10 min at 95 °C in citrate buffer (pH 6.0; Sigma, C9999), washed again in 1× TBST at room temperature, and then blocked in a solution containing 5% normal donkey serum (NDS) in TBST for 1 h. Sections were then incubated in a primary antibody solution (1:1000 rabbit anti-PV antibody [Swant, RRID: AB_10000344] in blocking solution) for 8–12 h at 4 °C. Sections were washed, incubated in secondary antibody solution (donkey anti-rabbit AlexaFluor 555 [Life Technologies, Cat# A-31572, RRID: AB_162543] in TBST with 3% NDS) for 1 h at room temperature, and washed again. The sections were subsequently incubated in Carbo-Free Blocking Solution (Vector Labs, Cat# SP-5040) for 30 min. Sections were incubated with fluorescein conjugated *Wisteria floribunda* agglutinin (lectin) (WFA) (4 μg/mL, Vector Labs, Cat# FL-1351-2) in TBS for 30 min. Sections were washed (3 × 5 min in 1× TBST) with the first wash containing Hoechst 33342 (2 μg/mL, Life Technologies, Cat# H3570) before mounting on slides. Followed by a 24 h drying period, stained sections were imaged using an LSM900 confocal microscope (Carl Zeiss) with a 20X objective using Zen software (version #3.3). Images of 2–3 fields of view (FOVs) within MEC per mouse were acquired across three channels in 10 × 1.5 µm steps through a 13.5 µm z-plane.

An experimenter blinded to the age and mouse identity of each image then performed image analysis using ImageJ (NIH), using an open-source, semi-automated approach for quantifying the density of PNNs, PV+ INs, and their co-localization (PIPSQUEAK)^151^. In brief, images were cropped to eliminate any areas without stained tissue from the FOV while noting the resulting tissue volume; split by channel; and summed across Z projections. A Z slice-summed composite of PV and WFA channels was also generated. We used the semi-automated double-label analysis within PIPSQUEAK to sequentially perform rolling ball radius background subtraction and estimate ROIs corresponding to PV + IN cell bodies and WFA-labeled PNNs. Background subtraction occasionally resulted in false negatives, so all ROIs were manually inspected, adjusted, and added as necessary to surround all PV INs and PNNs. Colocalization of PV IN and PNN ROIs was automatically assessed and verified using the summed composite image. The number of PV + IN, PNN, and colocalized ROIs and their area and mean pixel intensity relative to background were recorded. While no age differences in PV IN+ and PNN ROI area or intensity were detected, PNNs not colocalized with PV+ INs were doubled in density with age (Fig. 8).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Pre-processed behavioral data, neural data, and immunohistochemistry images associated with this manuscript are available via Dryad (10.5061/dryad.8cz8w9h0d). Processed neural data included spike times and myriad waveform features for all recorded cells from all sessions and mice, facilitating replication of manuscript findings and many additional analyses. Raw neural data are under restricted access given their large size, the significant time burden of data processing, and the limited number of additional analyses raw vs processed neural data enable. These data may be requested by contacting the corresponding author. Transcriptomic bulk and single nucleus RNA sequencing data from this study are separately available via the NCBI GEO database (Dataset 1 [Fig. 7 and Supplementary Fig. 7]: Accession Number: GSE263347; Dataset 2 [Supplementary Fig. 8]: Accession Number: GSE281777). Supplementary data tables containing the results of transcriptomic data analyses of each dataset are included with this publication. Most transcriptomic data analyses (Fig. 7 and Supplementary Figs. 7 and 8) used commonly available R and Python packages that are specified in the manuscript Methods. Source data are also provided with this publication. Source data are provided with this paper.

# Supplementary material for: Spatial coding dysfunction and network instability in the aging medial entorhinal cortex
**Source:** Nat Commun. 2025 Oct 3;16:8770. doi: 10.1038/s41467-025-63229-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Figures & Legends**

### **Spatial Coding Dysfunction and Network Instability in the Aging Medial Entorhinal Cortex**

Charlotte S. Herber, Karishma J.B. Pratt, Jeremy M. Shea, Saul A. Villeda,  
and Lisa M. Giocomo

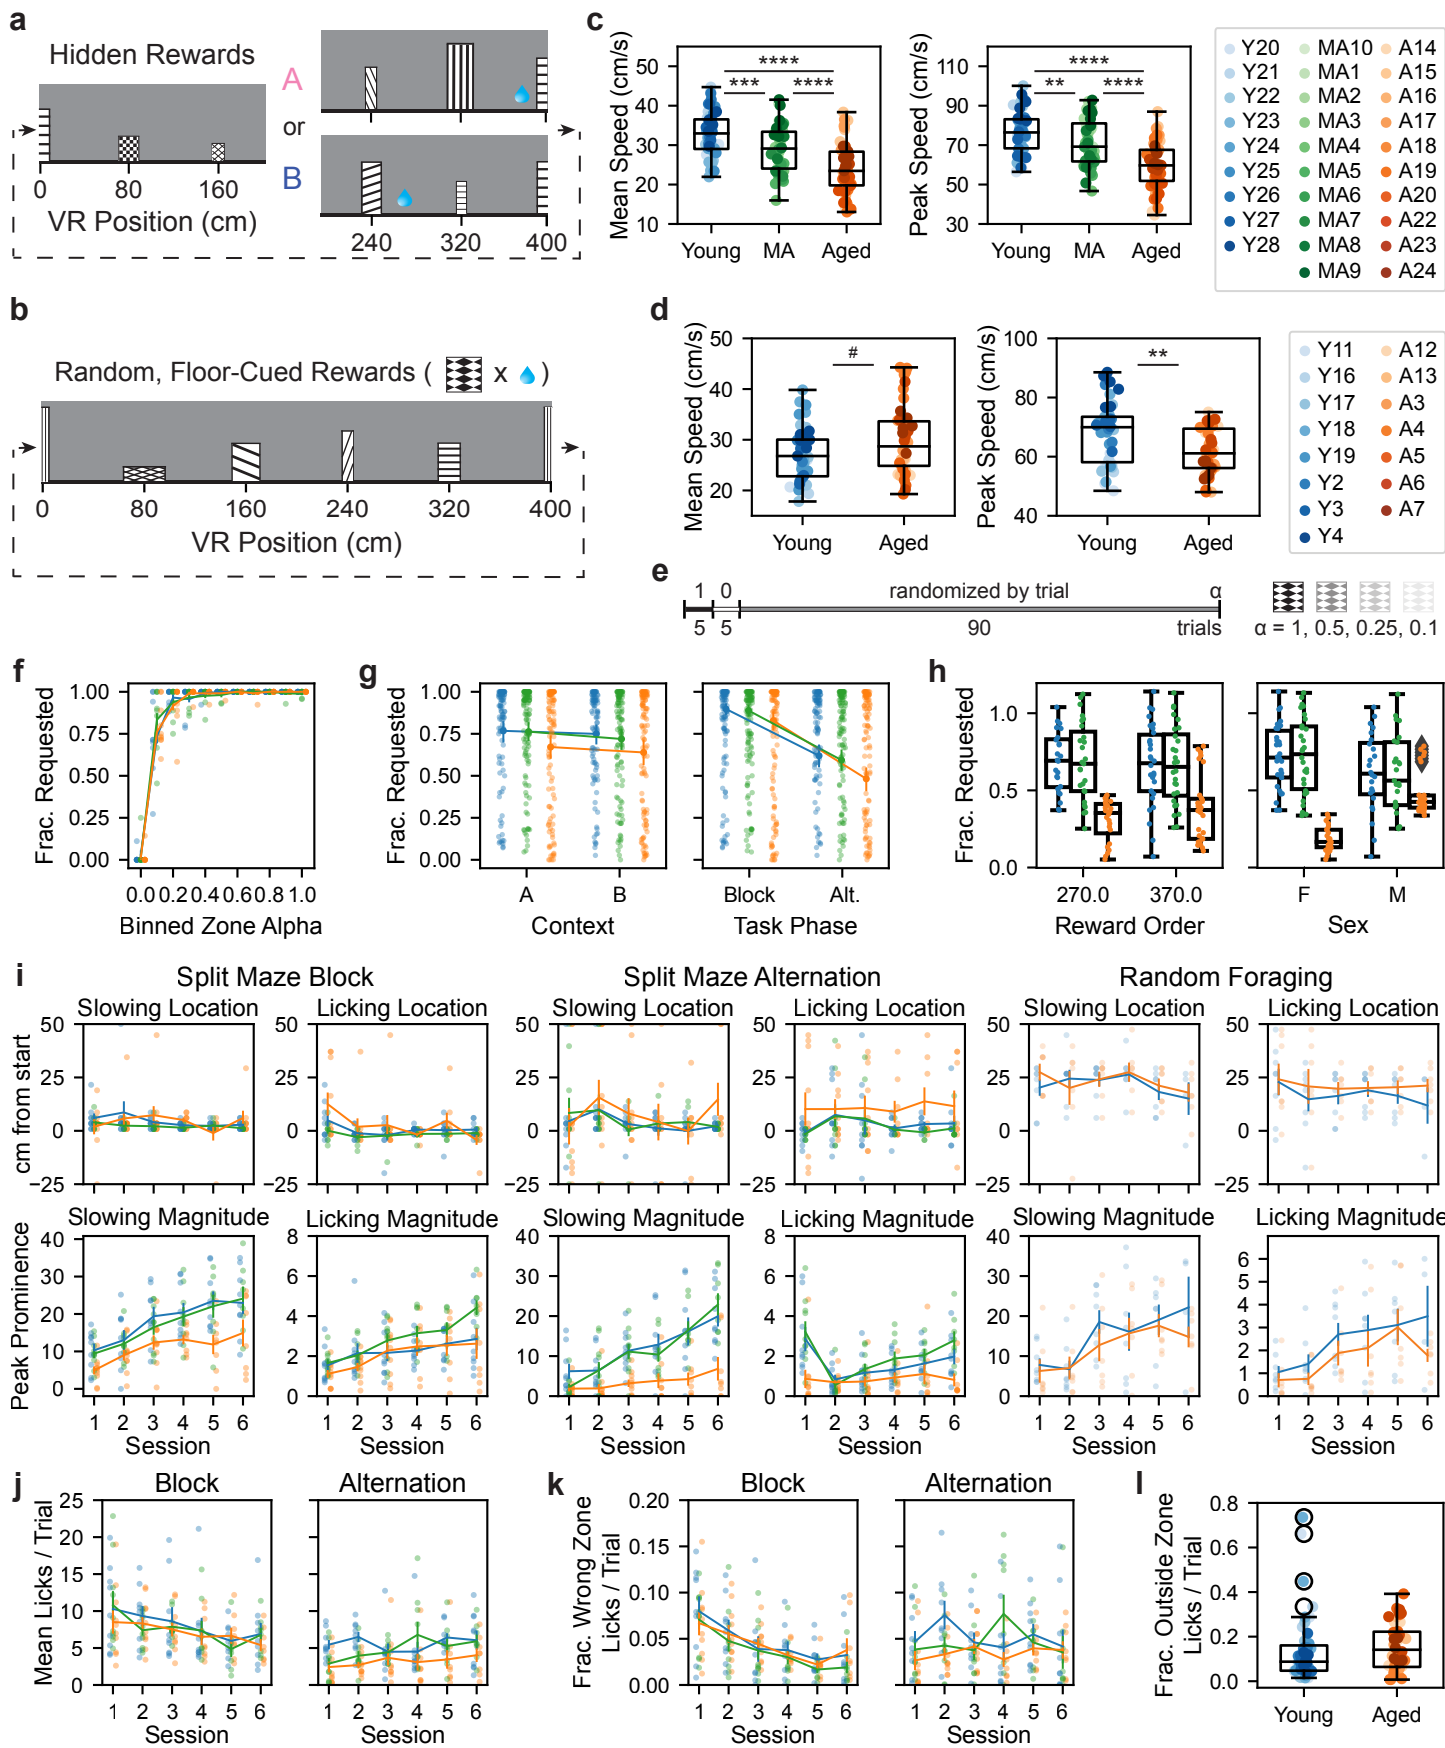

*Supplementary Fig. 1. Aging did not impair visual contrast sensitivity or reward-triggered licking in VR.*

**(a)** Schematized Split Maze (SM) VR track. **(b)** Schematized Random Foraging (RF) VR track. **(c)** Plotted as in Fig. 2d, mean (left) and peak session running speed (right) across SM age groups ( $n = 54$  young, 55 MA, 54 aged sessions). Running speed decreased with age (mean speed [cm/s]: young vs. MA vs. aged,  $32.88 \pm 0.73$  vs.  $28.99 \pm 0.76$  vs.  $23.98 \pm 0.86$ , Kruskal-Wallis test,  $H = 44.71$ ,  $p < 0.0001$ , post-hoc Conover test, young vs. MA,  $p = 0.0004$ , young vs. aged,  $p < 0.0001$ ; MA vs. aged,  $p = 0.0001$ ; peak speed [cm/s]:  $76.58 \pm 1.47$  vs.  $71.08 \pm 1.59$  vs.  $59.52 \pm 1.62$ ,  $H = 43.53$ ,  $p < 0.0001$ , post-hoc Conover test, young vs. MA,  $p = 0.0101$ ; young vs. aged,  $p < 0.0001$ ; MA vs. aged,  $p < 0.0001$ ). Individual dots represent session averages colored by age group and mouse identity. Dot colors maintained in Fig. 2d and Supplementary Figs. 3d, 3b, 5d, and 5j. **(d)** As in (c) across age groups in the RF task ( $n = 43$  young vs. 42 aged sessions). Mean speed was unchanged across age groups in the RF task (young vs. aged,  $27.19 \pm 0.8$  vs.  $29.96 \pm 1.06$ , Wilcoxon rank sum test,  $p = 0.087$ ), but peak running speed (right) was greater among young sessions ( $68.14 \pm 1.58$  vs.  $61.72 \pm 1.19$ ,  $p = 0.0036$ ). Individual dots represent session averages colored by age group and mouse identity. **(e)** Schematized visual contrast sensitivity assessment trial structure where reward zone opacity is given by alpha ( $\alpha = 0$  if invisible vs.  $\alpha = 1$  if opaque) (left). Sample reward zones at four different alpha values (right). **(f)** Binned visual contrast sensitivity assessment performance for SM mice ( $n = 9$  young, 10 MA, 10 aged) (bin size = 0.1). Mouse visual contrast sensitivity threshold, estimated as the center of the psychometric curve fitted to their task performance (see Methods), did not differ across age groups (center: young vs. MA vs. aged,  $0.0981 \pm 0.0007$  vs.  $0.0973 \pm 0.0005$  vs.  $0.0975 \pm 0.0004$ , Kruskal-Wallis test,  $H = 1.508$ ,  $p = 0.4704$ ). The highest estimated individual contrast sensitivity threshold was 0.102, indicating all SM mice could resolve higher contrast visual cues. Individual animals are plotted as pale dots jittered by age order. **(g)** Interaction of context identity (left, A vs. B) and task phase (right, block vs. alternation) with age effects on SM task performance (fraction [frac.] of reward requested) across trial blocks (A, B, A', B' trials), as fitted by LMM. Context B and alternation trial structure both negatively predicted task performance in all age groups (B vs. A,  $\beta = -0.154$ ,  $p < 0.0001$ ; Aged x B vs. Aged x A,  $\beta = 0.002$ ,  $p = 0.96$ ; Alternation [Alt.] vs. Block,  $\beta = -0.593$ ,  $p < 0.0001$ ; Aged x Alt. vs. Aged x Block,  $\beta = -0.027$ ,  $p = 0.48$ ). Bold lines and dots indicate age group means with age group SEM indicated by vertical bars. Dots represent LMM-fitted performance for sessions trial blocks, colored and jittered by age group. **(h)** Box and whisker plot of the interaction of reward order (left; 270 vs. 370 cm context A reward location) and sex (right; female [F] vs. male [M]) with age effects on SM alternation performance (fraction [frac.] of reward requested), as fitted by LMM. Reward order did not predict performance overall ( $\beta = -0.046$ ,  $p = 0.673$ ) or among aged mice (270 x Aged vs. 370 x Aged:  $\beta = 0.118$ ,  $p = 0.455$ ; interaction effect omitted from subsequent models). This was also true for the effect of reward order on block phase performance (not shown;  $\beta = 0.012$ ,  $p = 0.699$ ; interaction effect omitted from final model). Male sex did not predict alternation performance (Male vs. Female,  $\beta = -0.101$ ,  $p = 0.340$ ), but male sex positively predicted aged performance (Aged x Male vs. Aged x Female,  $\beta = 0.371$ ,  $p = 0.015$ ). Age-sex effects on block performance were less apparent (not shown; Male vs. Female,  $\beta = -0.038$ ,  $p = 0.489$ ; Aged Male vs. Aged Female,  $\beta = 0.136$ ,  $p = 0.111$ ). Dots represent LMM-fitted performance for individual sessions, colored by age group. **(i)** Peak slowing location (top left) and magnitude (bottom left) and peak licking location (top right) and magnitude (bottom right), relative to the start of each reward zone, averaged across trials in each session, for each SM task phase (block, left; alternation, middle) and in the RF task (right). Earlier licking and slowing indicates greater reward anticipation, whereas greater prominence of the peak of mean reward-triggered slowing and licking behavior indicates greater behavioral stereotypy. In the SM block phase, LMMs showed that age predicts later licking (top right) but not slowing (top left) (Block Licking Location: Aged vs. Young,  $\beta = 13.964$ ,  $p = 0.003$ ; Slowing Location: Aged vs. Young,  $p = 0.391$ ). SM block mean reward-triggered slowing and licking stereotypy did not differ by age group and increased over days (Slowing Magnitude: Aged vs. Young,  $p = 0.451$ ; Session,  $\beta = 2.737$ ,  $p < 0.0001$ ; Licking Magnitude: Aged vs. Young,  $p = 0.375$ ; Session,  $\beta = 0.232$ ,  $p = 0.003$ ). Aged mice improved SM block slowing stereotypy less than young mice over days (Slowing Magnitude: Session x Aged,  $\beta = -1.205$ ,  $p = 0.049$ ; Licking Magnitude: Session x Aged,  $p = 0.652$ ). In the SM alternation phase, slowing location did not differ with age or across sessions (Aged vs. Young,  $p = 0.218$ ; Session,  $p = 0.657$ ; Session x Aged,  $p = 0.409$ ). The LMM of SM alternation licking location did not converge. As in the SM block phase, slowing magnitude improved less over sessions for aged mice (Aged vs. Young,  $p = 0.274$ ; Session,  $\beta = 2.844$ ,  $p < 0.0001$ ; Session x Aged,  $\beta = -2.050$ ,  $p < 0.0001$ ). SM alternation licking magnitude was lower in aged mice but invariant over sessions (Aged vs. Young,  $\beta = -1.484$ ,  $p = 0.019$ ; Session,  $p = 0.557$ ; Session x Aged,  $p = 0.656$ ). In the RF task, reward-triggered maximal slowing (top left) and licking (top right) location did not differ over sessions or between

age groups (Slowing Location: Aged vs. Young,  $p = 0.235$ ; Session,  $p = 0.375$ ; Licking Location: Aged vs. Young,  $p = 0.332$ ; Session,  $p = 0.264$ ). The prominence of peak RF reward-triggered slowing (bottom left) and licking (bottom right) did not differ across age groups and improved equivalently over sessions across age groups (Slowing Magnitude: Aged vs. Young,  $p = 0.755$ ; Session,  $\beta = 3.049$ ,  $p < 0.0001$ , Session  $\times$  Aged,  $p = 0.388$ ; Licking Magnitude: Aged vs. Young,  $p = 0.645$ ; Session,  $\beta = 0.513$ ,  $p < 0.0001$ ; Session  $\times$  Aged,  $p = 0.333$ ). These results indicate that aged reward-triggered licking behavior was uniquely impaired the SM alternation task, while SM block and RF task licking behavior stereotypy was not age-modulated and improved over sessions for all age groups. Individual session data are plotted as dots, colored and jittered by age group. Bold lines represent age group means with age group SEM indicated by vertical bars. **(j)** Mean non-consummatory licks per trial by SM task phase over sessions across age groups, plotted as in (i). Session negatively predicted SM block lick rate but not alternation lick rate via LMM (Block: Session,  $\beta = -0.812$ ,  $p = 0.002$ ; Alternation: Session,  $p = 0.832$ ). Being aged negatively predicted alternation but not block lick rate (Block: Aged vs. Young,  $p = 0.154$ ; Alternation: Aged vs. Young,  $\beta = -3.974$ ,  $p = 0.006$ ), confirming that aged mice fail during this task phase by missing rewards. **(k)** As in (j), mean fraction (frac.) licks in the opposite (wrong) reward zone per trial as a measure of Type 1 lick error rate. Session negatively predicted SM block but not alternation lick error rate (Block: Session,  $\beta = -0.009$ ,  $p < 0.0001$ ; Alternation: Session,  $p = 0.182$ ). Being aged predicted neither SM alternation nor block lick error rate (Block: Aged vs. Young,  $p = 0.429$ ; Alternation: Aged vs. Young,  $p = 0.068$ ). **(l)** The mean fraction (frac.) of trial licks outside the reward zone in the RF task, plotted as in (d), as a measure of Type 1 error rate ( $n = 43$  young vs.  $42$  aged sessions). Lick error rate did not differ across age groups (young vs. aged,  $0.14 \pm 0.02$  vs.  $0.16 \pm 0.02$ , Wilcoxon rank sum test,  $p = 0.1759$ ). This suggests that Type 1 lick error rates were low in VR in the SM and RF tasks across age groups, consistent with the high energetic penalty of halting the running wheel. Related to Fig. 1.

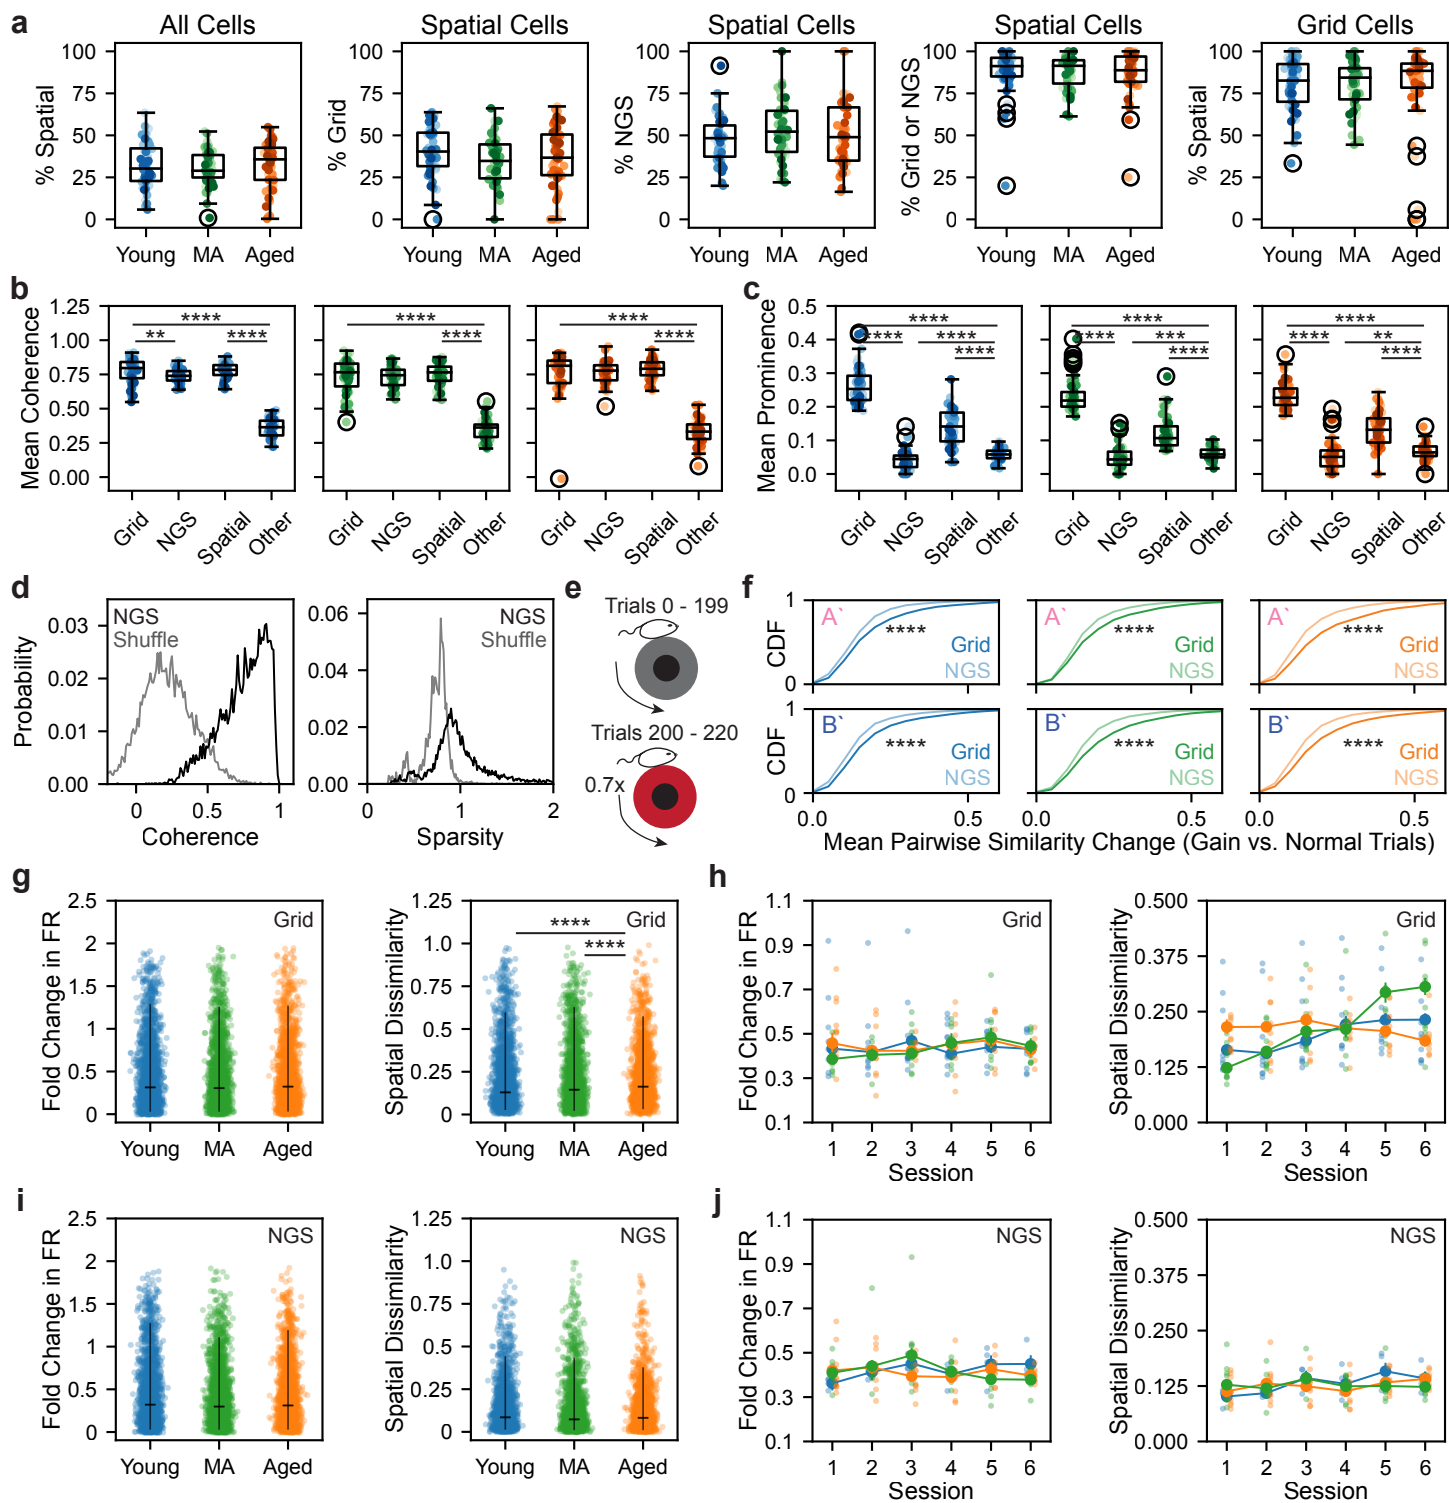

*Supplementary Fig. 2. Grid cells exhibit stronger responses to VR gain changes and context-driven global remapping than NGS cells across age groups.*

**(a)** Box and whisker plots, plotted as in Fig. 2d, of the density of spatially tuned (spatial) cells among all recorded cells (first); of distance-tuned grid cells among spatial cells (second); of non-grid spatial (NGS) cells among spatial cells (third); of grid or NGS cells among spatial cells (fourth); and of spatial cells among grid cells (fifth), by session across age groups ( $n = 54$  young, 58 MA, and 55 aged sessions with spatial cells). The spatial cell density did not differ across age groups (% spatial, young vs. MA vs. aged,  $31.90 \pm 1.86$  vs.  $30.32 \pm 1.30$  vs.  $31.62 \pm 1.91$ , Kruskal-Wallis H-test,  $H = 1.11$ ,  $p = 0.58$ ). Neither did grid cell density among spatial cells (% grid, young vs. MA vs. aged,  $40.56 \pm 1.97$  vs.  $35.22 \pm 1.73$  vs.  $36.76 \pm 2.46$ , Kruskal-Wallis H-test,  $H = 4.09$ ,  $p = 0.13$ ) or NGS cell density among spatial cells ( $47.59 \pm 1.86$  vs.  $52.29 \pm 2.14$  vs.  $50.49 \pm 2.67$ , Kruskal-Wallis H-test,  $H = 2.65$ ,  $p = 0.27$ ). Most spatial cells also met grid or NGS cells criteria, and there was no age difference in the density of grid or non-grid spatial cells (% grid or NGS, young vs. MA vs. aged,  $88.16 \pm 1.75$  vs.  $87.50 \pm 1.24$  vs.  $87.24 \pm 1.76$ , Kruskal-Wallis H-test,  $H = 0.82$ ,  $p = 0.66$ ). Finally, most grid cells also met spatial cell criteria, to an equivalent extent across age groups ( $n = 53$  young, 57 MA, and 53 aged sessions with grid cells; % spatial, young vs. MA vs. aged,  $80.31 \pm 2.08$  vs.  $80.42 \pm 1.83$  vs.  $80.37 \pm 3.16$ , Kruskal-Wallis H-test,  $H = 1.96$ ,  $p = 0.38$ ). This confirms that grid and non-grid spatial cells were mutually exclusive subsets of spatially tuned SM cells with comparable density across age groups. **(b)** Plotted as in (a), the mean spatial firing coherence of grid, non-grid spatial (NGS), spatial, and all other excitatory cells in each session by age group ( $n = 53$  young [left], 57 MA [middle], 53 aged [right] sessions with grid cells;  $n = 54$  young [left], 58 MA [middle], and 55 aged [right] sessions with NGS, spatial, and other cells). Among young sessions, mean grid, NGS, and spatial cell coherence each exceeded that of other excitatory cells (grid vs. NGS vs. spatial vs. other,  $0.7743 \pm 0.0123$  vs.  $0.7428 \pm 0.0071$  vs.  $0.7768 \pm 0.0077$  vs.  $0.3571 \pm 0.009$ ; post-hoc Conover test: grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p < 0.0001$ ; spatial vs. other,  $p < 0.0001$ ). Young grid cells had greater spatial coherence than young NGS cells (post-hoc Conover test: grid vs. NGS,  $p = 0.0013$ ). Among MA sessions, mean grid and NGS cell spatial coherence was equivalent, and mean grid, NGS, and spatial cell coherence each exceeded that of other excitatory cells (grid vs. NGS vs. spatial vs. other,  $0.7383 \pm 0.0153$  vs.  $0.731 \pm 0.0103$  vs.  $0.7512 \pm 0.0102$  vs.  $0.3488 \pm 0.0093$ ; post-hoc Conover test: grid vs. NGS,  $p = 0.40$ ; grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p < 0.0001$ ; spatial vs. other,  $p < 0.0001$ ). This was also true among aged sessions (grid vs. NGS vs. spatial vs. other,  $0.7633 \pm 0.0198$  vs.  $0.7611 \pm 0.0108$  vs.  $0.7842 \pm 0.0099$  vs.  $0.3315 \pm 0.0119$ ; post-hoc Conover test: grid vs. NGS,  $p = 0.34$ ; grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p < 0.0001$ ; spatial vs. other,  $p < 0.0001$ ). This indicates that, generally, classified SM grid and NGS cells were comparably and strongly spatially tuned. **(c)** As in (b) for the mean dark firing rate autocorrelation peak prominence, as a measure of distance-tuning strength, of co-recorded cells of each type by age group. Among young sessions, the mean peak prominence of grid cells exceeded that of NGS and other, non-spatial excitatory cells (grid vs. NGS vs. spatial vs. other,  $0.2616 \pm 0.0074$  vs.  $0.0407 \pm 0.0036$  vs.  $0.1398 \pm 0.007$  vs.  $0.0574 \pm 0.0023$ ; post-hoc Conover test: grid vs. NGS,  $p < 0.0001$ ; grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p < 0.0001$ ; spatial vs. other,  $p < 0.0001$ ). Among MA sessions, the mean peak prominence of grid cells also exceeded that of NGS and other, non-spatial excitatory cells (grid vs. NGS vs. spatial vs. other,  $0.2322 \pm 0.0066$  vs.  $0.0477 \pm 0.0044$  vs.  $0.1235 \pm 0.0065$  vs.  $0.0607 \pm 0.0022$ ; post-hoc Conover test: grid vs. NGS,  $p < 0.0001$ ; grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p = 0.0010$ ; spatial vs. other,  $p < 0.0001$ ). Among aged sessions, the mean peak prominence of grid cells also exceeded that of NGS and other, non-spatial excitatory cells (grid vs. NGS vs. spatial,  $0.2338 \pm 0.0054$  vs.  $0.0539 \pm 0.0057$  vs.  $0.1332 \pm 0.0068$  vs.  $0.0657 \pm 0.0032$ ; post-hoc Conover test: grid vs. NGS,  $p < 0.0001$ ; grid vs. other,  $p < 0.0001$ ; NGS vs. other,  $p = 0.0082$ ; spatial vs. other,  $p < 0.0001$ ). These results confirm that grid cells constituted the most strongly distance-tuned subset of MEC excitatory cells in each age group. In each age group, mean spatial cell distance tuning strength was intermediate compared to that of grid and NGS cells, reflecting that spatial cells constitute a mixture of grid and NGS cells. **(d)** Probability density of the spatial firing coherence (left) and sparsity (right) of NGS cell activity on Context A SM block trials vs. shuffle activity. The spatial firing coherence and sparsity of classified NGS cells' activity significantly exceeds that of their shuffled activity, pooling cells across age groups ( $n = 6,559$  model pairs; coherence, NGS vs. shuffle,  $0.74 \pm 0.002$  vs.  $0.22 \pm 0.002$ , Wilcoxon signed-rank,  $p < 0.0001$ ; sparsity, NGS vs. shuffle,  $1.1 \pm 0.009$  vs.  $0.72 \pm 0.002$ ,  $p < 0.0001$ ). The average 99th percentile of shuffle coherence and sparsity scores were  $0.4705 \pm 0.0009$  and  $1.3739 \pm 0.0118$  ( $n = 43,388$  total SM cells). Bin sizes were 0.01. **(e)** Schematized SM task gain manipulation, indicating 200 trials with a fixed relationship between visual and motor feedback (top, normal trials) and 20 trials that required the animal to run 1.42x as far to travel the same VR distance (bottom, gain

change trials). **(f)** Cumulative density function (CDF) of SM gain change responses, computed as the mean pairwise similarity change across gain change and non-gain change trials (see Methods), in young, MA, and aged (left to right) grid vs. NGS cells on A` trials (top) and B` trials (bottom) ( $n = 2441$  young, 2035 MA, 2032 aged grid cells;  $n = 2154$  young, 2347 MA, 2058 aged NGS cells). In each age group, grid cells responded stronger than NGS cells to A` gain change trials (gain change response, grid vs. NGS cells, Young:  $0.19 \pm 0.003$  vs.  $0.14 \pm 0.002$ , Wilcoxon rank sum test,  $p < 0.0001$ ; MA:  $0.20 \pm 0.003$  vs.  $0.16 \pm 0.002$ ,  $p < 0.0001$ ; Aged:  $0.22 \pm 0.004$  vs.  $0.15 \pm 0.002$ ,  $p < 0.0001$ ). The same was true for B` gain responses (Young:  $0.19 \pm 0.003$  vs.  $0.14 \pm 0.002$ ,  $p < 0.0001$ ; MA:  $0.21 \pm 0.003$  vs.  $0.16 \pm 0.002$ ,  $p < 0.0001$ ; Aged:  $0.20 \pm 0.003$  vs.  $0.14 \pm 0.002$ ,  $p < 0.0001$ ). This validates grid vs. NGS cell classification by distance-tuning during dark running. Aged grid cells exhibited stronger gain responses in both contexts (A`: Aged vs. Young,  $\beta = 0.065$ ,  $p = 0.017$ ; B`: Aged vs. Young,  $\beta = 0.061$ ,  $p = 0.034$ ). **(g)** Absolute fold change in firing rate (FR) (left) and spatial dissimilarity (right) across Context A and B block trials for grid cells in each age group, as measures of rate and global remapping strength, respectively ( $n = 2441$  young, 2035 MA, 2032 aged grid cells) (horizontal bars, median; vertical bars, 5th to 95th percentile). While grid rate remapping strength did not differ among age groups (young vs. MA vs. aged,  $43.29 \pm 0.79\%$  vs.  $39.66 \pm 0.71\%$  vs.  $43.93 \pm 0.86\%$ ; Kruskal-Wallis H test,  $H = 3.21$ ,  $p = 0.20$ ; post-hoc Conover test: young vs. MA,  $p = 0.55$ ; young vs. aged,  $p = 0.55$ ; aged vs. MA,  $p = 0.22$ ), global remapping strength did (young vs. MA vs. aged,  $0.19 \pm 0.0037$  vs.  $0.21 \pm 0.0042$  vs.  $0.21 \pm 0.0038$ ; Kruskal-Wallis H test,  $H = 38.60$ ,  $p < 0.0001$ ; post-hoc Conover test: young vs. MA,  $p = 0.14$ ; young vs. aged,  $p < 0.0001$ ; aged vs. MA,  $p < 0.0001$ ). **(h)** Effect of age and session interaction on the mean grid cell rate remapping strength (left) and global remapping strength (right), fitted by separate LMMs, each plotted as in Fig. 2h. Rate remapping strength decreased modestly over sessions for young and aged grid cells (Session x Young,  $\beta = -1.208$ ,  $p = 0.009$ ; Session x MA,  $\beta = 1.699$ ,  $p = 0.001$ ; Session x Aged,  $\beta = -0.642$ ,  $p = 0.306$ ). By contrast, grid global remapping strength improved only for young and MA grid cells over sessions (Session x Young,  $\beta = 0.010$ ,  $p < 0.0001$ ; Session x MA,  $\beta = 0.032$ ,  $p < 0.0001$ ; Session x Aged,  $\beta = -0.006$ ,  $p = 0.036$ ). **(i)** As in (g), for NGS cells in each age group ( $n = 2154$  young, 2347 MA, 2058 aged NGS cells). Rate remapping strength differed among age groups but not between young and aged NGS cells (left) (young vs. MA vs. aged,  $43.71 \pm 0.84\%$  vs.  $42.23 \pm 0.86\%$  vs.  $41.74 \pm 0.81\%$ ; Kruskal-Wallis H test,  $H = 6.27$ ,  $p = 0.043$ ; post-hoc Conover test: young vs. MA,  $p = 0.88$ ; young vs. aged,  $p = 0.68$ ; aged vs. MA,  $p = 0.88$ ). Global remapping strength differed among age groups but between young and aged cells (right) (young vs. MA vs. aged,  $0.13 \pm 0.0030$  vs.  $0.12 \pm 0.0030$  vs.  $0.12 \pm 0.0029$ ; Kruskal-Wallis H test,  $H = 14.21$ ,  $p = 0.0008$ ; post-hoc Conover test: young vs. MA,  $p = 0.26$ ; young vs. aged,  $p = 0.31$ ; aged vs. MA,  $p = 0.70$ ). Rate remapping strength was equivalent across those cell types in young and aged mice (Wilcoxon rank sum test, grid vs. NGS cells: young,  $p = 0.73$ ; MA,  $p = 0.33$ ; aged,  $p = 0.14$ ), while global remapping strength was greater in grid vs. NGS cells (young,  $p < 0.0001$ ; MA,  $p < 0.0001$ ; aged,  $p < 0.0001$ ). **(j)** As in (h), for NGS cells. Rate remapping strength declined for MA and aged NGS cells over sessions (Session x Young,  $\beta = 1.439$ ,  $p = 0.024$ ; Session x MA,  $\beta = -1.097$ ,  $p = 0.007$ ; Session x Aged,  $\beta = -0.879$ ,  $p = 0.041$ ). Global remapping strength improved for only young NGS cells over sessions (Session x Young,  $\beta = 0.010$ ,  $p < 0.0001$ ; Session x MA,  $\beta = -0.001$ ,  $p = 0.626$ ; Session x Aged,  $\beta = 0.003$ ,  $p = 0.101$ ). Related to Fig. 2.

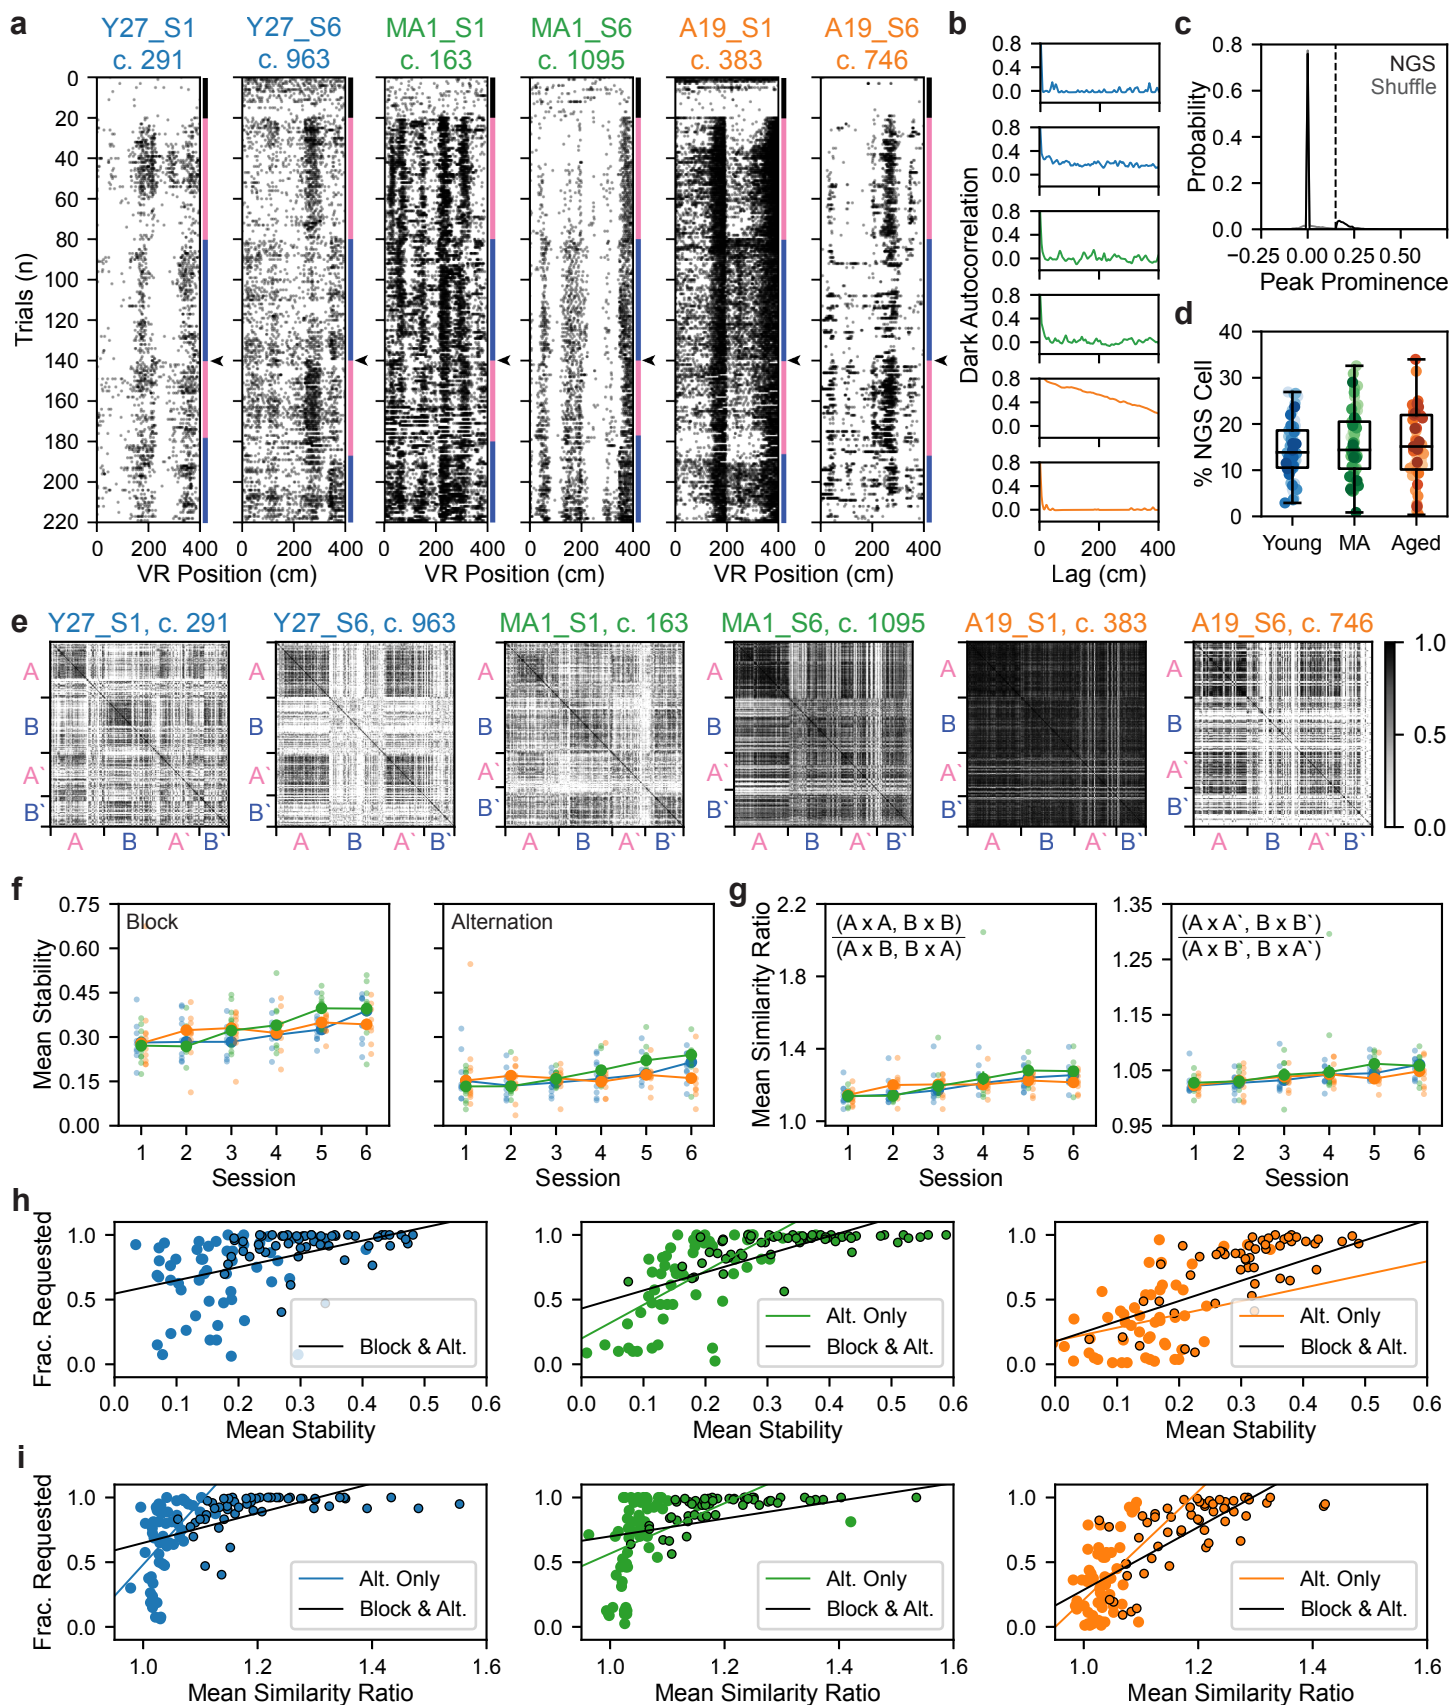

*Supplementary Fig. 3: Non-grid spatial cell activity changes less across VR contexts and over days.*

**(a)** As in Fig. 2a, raster plots for NGS cell activity. **(b)** As in Fig. 2b, for NGS cells in (a) revealing a lack of distance tuning. This is indicated by the lack of large peaks in the dark autocorrelation of each cell. **(c)** As in Fig. 2c, for NGS cells. Dark autocorrelation peak prominence from NGS cell vs. shuffle activity differed significantly ( $n = 6,559$  model pairs, mean  $\pm$  SEM prominence, NGS vs. shuffle activity,  $0.047 \pm 0.001$  vs.  $0.011 \pm 0.0007$ , Wilcoxon signed-rank,  $p < 0.0001$ ) (see Methods). However, NGS cell dark autocorrelation peak prominence was significantly lower than that of grid cells (NGS vs. grid activity,  $0.047 \pm 0.001$  vs.  $0.25 \pm 0.001$ , Wilcoxon rank sum,  $p < 0.0001$ ). **(d)** As in Fig. 2d, for NGS cells ( $n = 54$  young, 58 MA, 55 aged sessions). NGS cell density by session does not differ among SM age groups (% NGS cells, young vs. MA vs. aged,  $14.59 \pm 0.87$  vs.  $15.73 \pm 0.95$  vs.  $15.14 \pm 1.08$ ,  $H = 0.48$ ,  $p = 0.79$ ). **(e)** As in Fig. 2e, for NGS cells in (a) from left to right. Qualitatively, NGS cells displayed more similar spatial firing across trials and contexts than grid cells. **(f)** As in Fig. 2f for mean NGS cell spatial firing stability during block (left) and alternation (right) task phases ( $n = 2154$  young, 2347 MA, 2058 aged NGS cells). NGS cell stability improved over sessions in each task phase for young and MA mice (Session  $\times$  Young, Session  $\times$  MA: Block:  $\beta = 0.018$ ,  $\beta = 0.030$ ; Alt.:  $\beta = 0.011$ ,  $\beta = 0.023$ ) (all  $p < 0.0001$ ), but not aged mice during alternation (Session  $\times$  Aged, Block:  $\beta = 0.006$ ,  $p = 0.042$ ; Alt.:  $\beta = -0.001$ ,  $p = 0.540$ ). **(g)** As in Fig. 2g and (f) for mean NGS cell similarity ratio by task phase. NGS cell similarity ratio improved over sessions in each task phase for young and MA mice (Session  $\times$  Young, Session  $\times$  MA: Block:  $\beta = 0.024$ ,  $\beta = 0.031$ ; Alt.:  $\beta = 0.007$ ,  $\beta = 0.007$ ) (all  $p < 0.0001$ ), but not aged mice (Session  $\times$  Aged: Block:  $\beta = 0.006$ ,  $p = 0.089$ ). Aged NGS cell mean similarity improved less during alternation vs. younger counterparts (Session  $\times$  Aged: Alt.:  $\beta = 0.004$ ,  $p = 0.002$ ). **(h)** As in Fig. 2h for task performance (fraction [frac.] reward requested) vs. mean NGS cell stability for each age group, splitting sessions by task phase ( $n = 108$  young [left], 116 MA [middle], and 110 aged [right] task phases). In each age group, task performance related to NGS cell stability across phases (Young,  $r = 0.45$ ; MA,  $r = 0.65$ ; Aged,  $r = 0.66$ ) (all  $p < 0.0001$ ). This was also true for MA and aged NGS cells considering alternation alone (Young,  $p = 0.19$ ; MA,  $r = 0.64$ ,  $p < 0.0001$ ; Aged,  $r = 0.42$ ,  $p = 0.0020$ ). **(i)** As in Fig. 2i and **(h)** for mean NGS cell similarity ratio. This related to performance across phases (Young,  $r = 0.53$ ; MA,  $r = 0.42$ ; Aged,  $r = 0.74$ ) (all  $p < 0.0001$ ) and during alternation alone (Young,  $r = 0.49$ ,  $p = 0.0002$ ; MA,  $r = 0.36$ ,  $p = 0.0054$ ; Aged,  $r = 0.43$ ,  $p = 0.0011$ ) in all age groups. Related to Fig. 2.

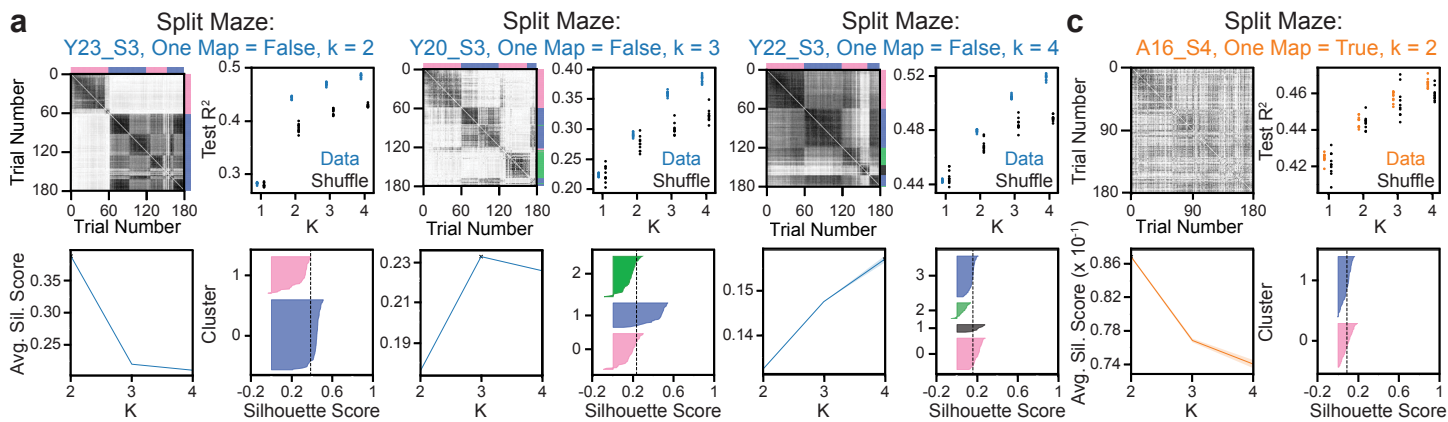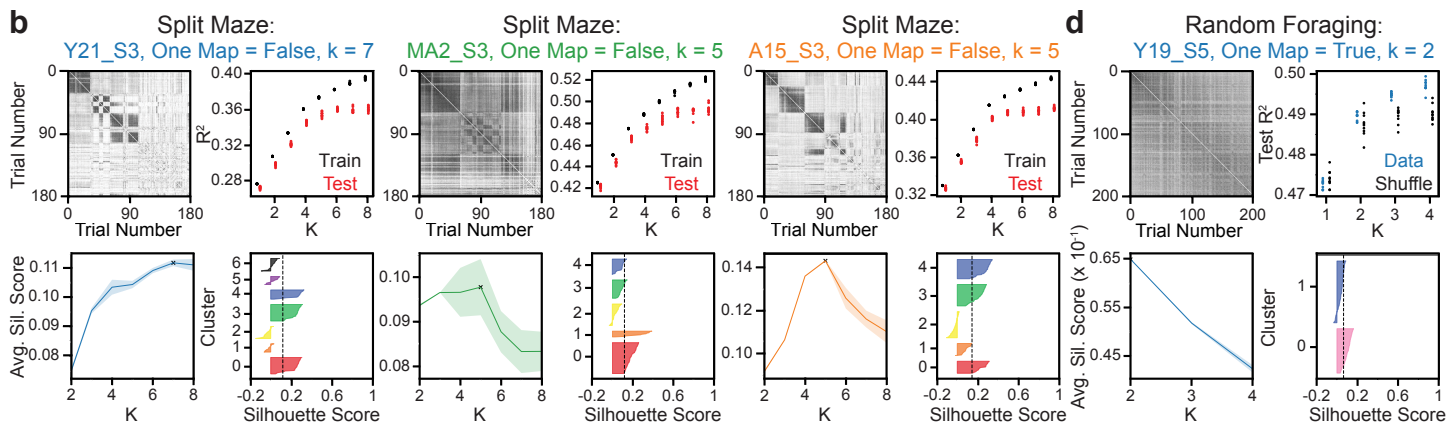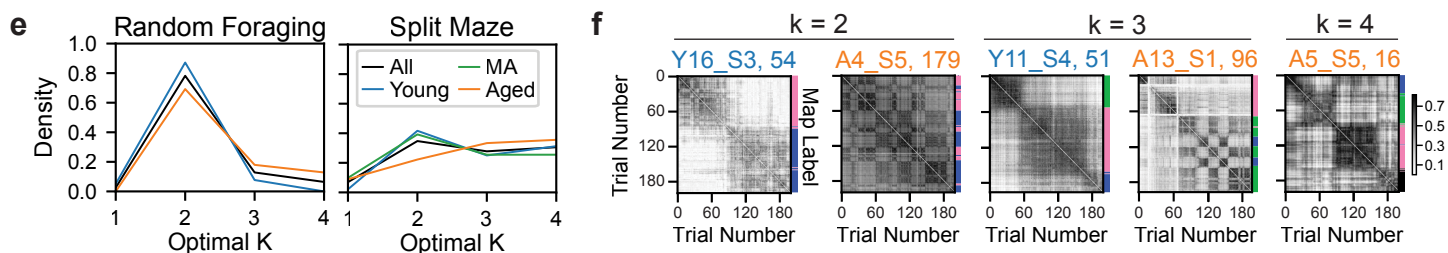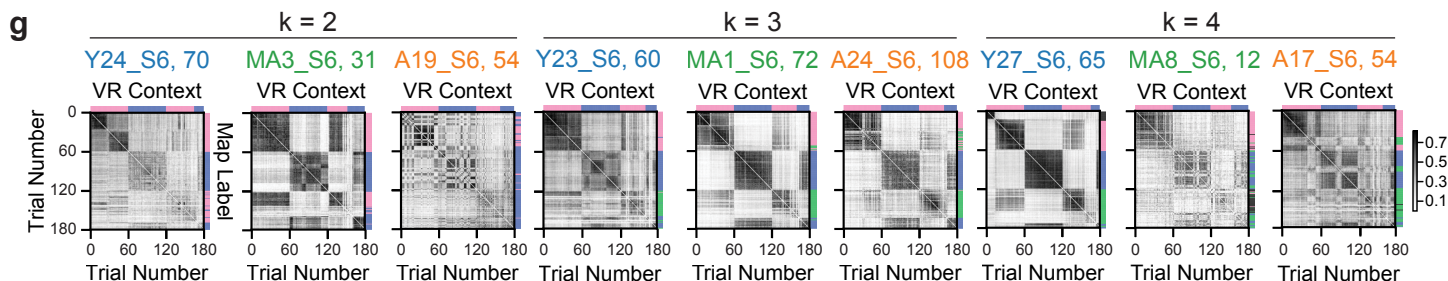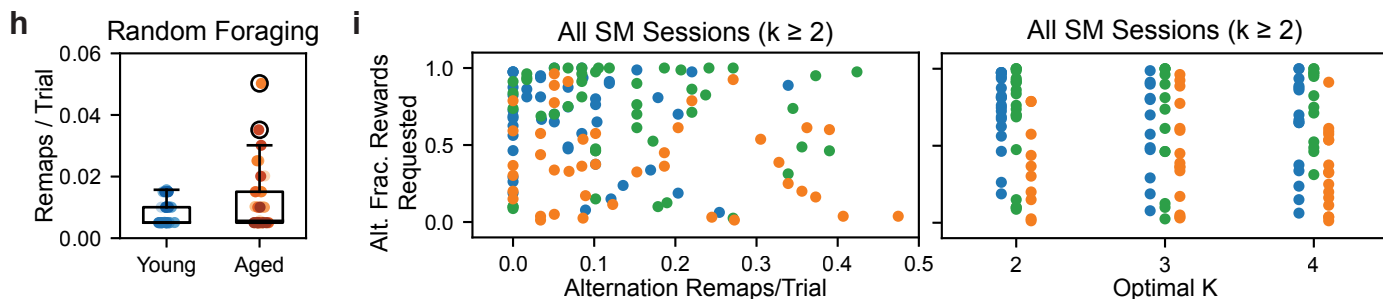

*Supplementary Fig. 4: K-means clustering with k optimization identified grid network spatial maps.*

**(a)** Illustrated k hyperparameter optimization procedure for example young SM sessions fit by k-means models with optimal k = 2, 3, and 4 (from left to right) (see Methods). Subpanel titles indicate mouse and session (S) number, if optimal k was greater than 1, and optimal k. Y-axes are shared across subpanels. The VR context (top x-axis) and k-means-labeled (right y-axis) trial-by-trial grid network similarity matrix using optimal k (top left) and 10-fold cross-validation test  $R^2$  for each possible k for real vs. shuffled firing rate tensors (top right), and average (avg.) silhouette (sil.) score for possible  $k \geq 2$  on those 10 repetitions (bottom left; SEM shaded) are shown. The optimal k-means model captured similarity matrix structure (top left), yielded significantly greater test  $R^2$  than when applied to shuffle data (top right), and maximized the average silhouette score (bottom left). Furthermore, it produced high quality clusters with distributions of trial silhouette scores that intersected the average silhouette score (black dashed vertical line; bottom right).

**(b)** As in (a) but for example sessions with optimal k > 4 (young, MA, and aged from left to right) selected during the sweep to set the maximum possible k (see Methods). In brief, as before, we selected the k that maximized average silhouette score across clusters among possible  $2 \leq k \leq 8$  over 10 repetitions of a cross-validation procedure (bottom left; SEM shaded). For each possible k, we compared 10-fold cross-validation train vs. test  $R^2$  (top right) and the distribution of trial silhouette scores for each map vs. the average silhouette score (bottom right). In each example, at least one cluster had no trials with silhouette scores greater than or equal the average, indicating a low-quality cluster. Since these subpanels do not reflect selected models, the grid similarity matrix (top left) is unlabeled.

**(c)** As in (a), for an example SM session fitted poorly by  $k > 2$  (One Map = True). At the optimal k, the model's mean test  $R^2$  for the real vs. shuffle firing rate tensors did not differ (one-sided Wilcoxon signed-rank test,  $p > 0.05$ ). Since this session was not fit by  $k > 2$ , the grid network similarity matrix (top left) is unlabeled.

**(d)** As in (c), for an example RF session not fit by  $k > 2$ . Here, a spatial cell network similarity matrix (top left) is shown unlabeled.

**(e)** Relative density of optimal k values for RF sessions with > 10 spatial cells (left;  $n = 37$  young & 39 aged) and for SM sessions with  $\geq 10$  grid cells (right;  $n = 46$  young, 47 MA & 41 aged). The optimal k distribution did not differ significantly across age groups for either task (RF: 2-sample Kolmogorov-Smirnov test, A vs. Y:  $D = 0.023$ ,  $p = 0.25$ ,  $\text{sign} = -1$ ,  $\text{loc} = 2.0$ ; SM: A vs. Y:  $D = 0.13$ ,  $p = 0.79$ ,  $\text{sign} = -1$ ,  $\text{loc} = 2.0$ ; MA vs. Y:  $D = 0.077$ ,  $p = 0.99$ ,  $\text{sign} = 1$ ,  $\text{loc} = 1.0$ ; A vs. MA:  $D = 0.18$ ,  $p = 0.37$ ,  $\text{sign} = -1$ ,  $\text{loc} = 2.0$ ). Consistent with previous work,<sup>23</sup> most RF sessions were fit by  $k = 2$  models.

**(f)** RF spatial cell network trial-by-trial similarity matrices with spatial maps labeled by  $k = 2 - 4$  models (left to right) from example sessions in each age group. The matrices omit dark and gain trials, and the right axis gives k-means map labels for each trial with arbitrary color order. Labeled matrices reveal similarity structure well captured by optimized k-means models. Subpanel titles indicate mouse, session number (S), and network spatial cell count. Color bar indicates trial-by-trial spatial correlation value.

**(g)** As in Fig. 3a and (f), for SM grid network trial-by-trial similarity matrices, for which similarity structure is also well captured by optimized k-means models. VR context (top axis: context A [pink], context B [dark blue]) contrasts with k-means spatial map labels for each trial (right axis: map dominating context A trials [pink]; map dominating context B trials [dark blue], color of remaining maps, green or black arbitrarily). Each labeled map was also assigned a context identity (see Methods). Y27\_S6, MA1\_S6, and A19\_S6 map labels contrast with map identities in Fig. 3a. Subpanel titles indicate mouse, session number (S), and network grid cell count.

**(h)** As in Fig. 3b, remapping frequency of RF spatial cell networks ( $n = 37$  young, 39 aged sessions). Remapping frequency did not differ between age groups in the RF task (young vs. aged,  $0.0078 \pm 0.0006$  vs.  $0.0122 \pm 0.0018$ , Wilcoxon rank sum test,  $p = 0.40$ ).

**(i)** Alternation (alt.) performance (fraction [frac.] reward requested) vs. remapping frequency (left) or optimal k value (right) for all SM sessions across age groups ( $n = 47$  young, 46 MA, and 41 aged sessions). Remapping frequency did not relate to alternation performance across all sessions ( $r = -0.14$ ,  $p = 0.11$ ) or among aged sessions ( $r = -0.15$ ,  $p = 0.35$ ). K value also did not relate to alternation performance across all sessions ( $r = -0.11$ ,  $p = 0.22$ ) or among aged sessions ( $r = -0.045$ ,  $p = 0.78$ ). Plotted as in the top of Fig. 2g, 2i, 2k, and 3d. Related to Fig. 3.

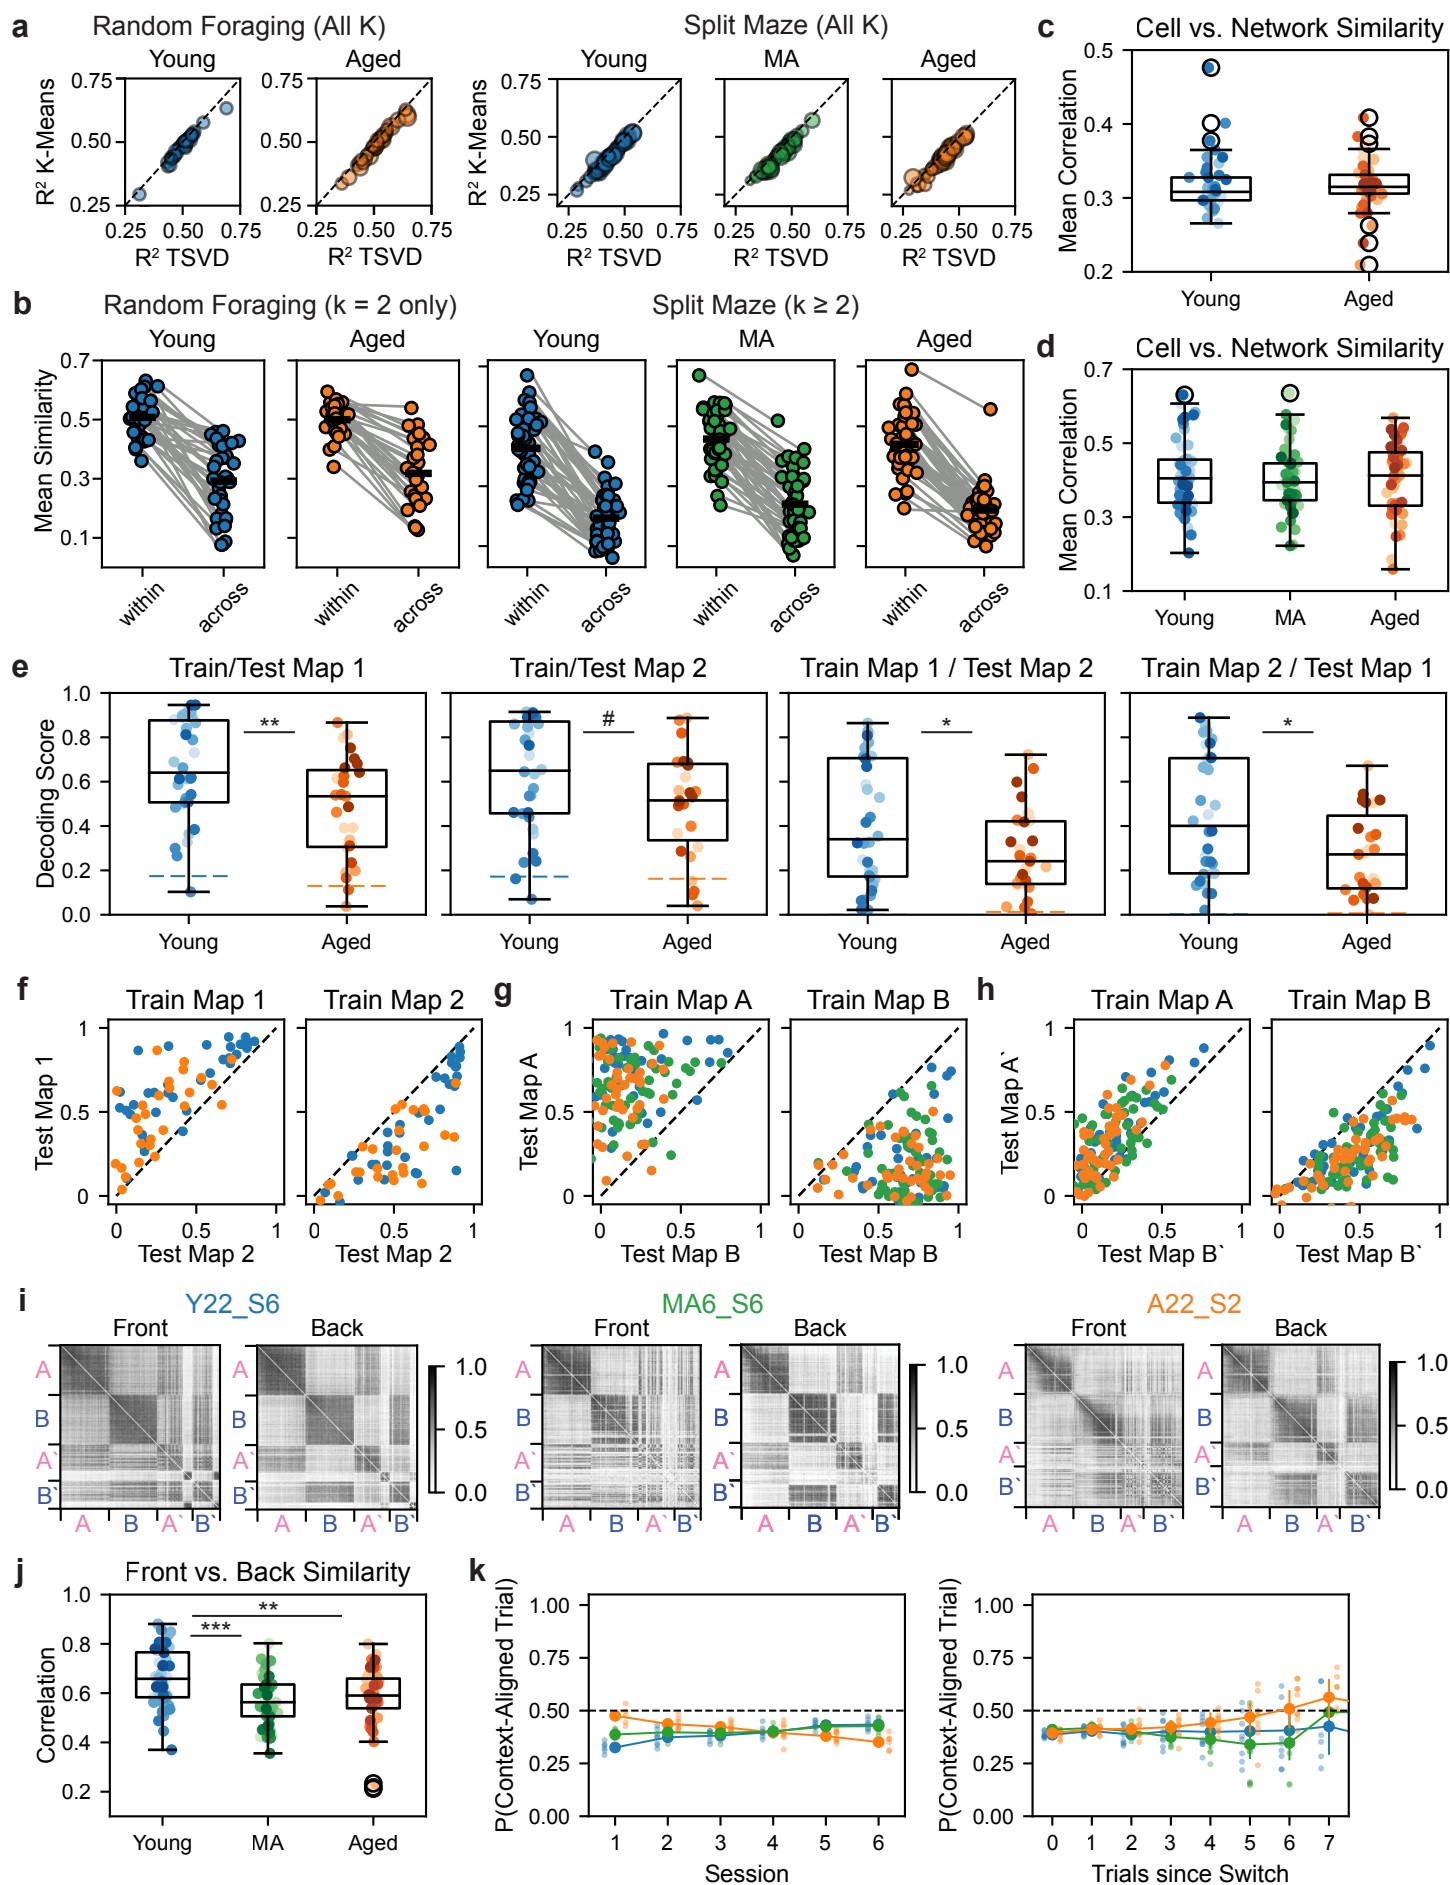

*Supplementary Fig. 5: Remapping discreteness and coordination is preserved in aging, resulting in the conservation of positional information across maps and contexts.*

**(a)** Rank-matched k-means vs. truncated singular value decomposition (tSVD) model performance (test  $R^2$ ) for RF sessions (left;  $n = 39$  young, 39 aged) and for SM sessions (right;  $n = 48$  young, 51 MA, & 45 aged). Dot size scales with optimized  $k$  ( $k = 2 - 4$ ). tSVD and k-means model performance related strongly for each age group across tasks (RF: Young,  $r = 0.98$ ,  $p < 0.0001$ , Aged,  $r = 0.99$ ,  $p < 0.0001$ ; SM: Young,  $r = 0.98$ ,  $p < 0.0001$ ; MA,  $r = 0.98$ ,  $p < 0.0001$ ; Aged,  $r = 0.98$ ,  $p < 0.0001$ ). This indicates that k-means model assumptions of spatial maps comprising discrete trials are appropriate (see Methods). **(b)** Mean pairwise spatial similarity for trials within vs. across spatial maps for each RF session by age group where optimal  $k = 2$  (left) and SM session where  $k \geq 2$  (right). Both RF age groups exhibited a significant mean similarity decrease ( $n = 34$  young, 27 aged pairs; % mean similarity decrease, young,  $42.85\% \pm 3.81\%$ , Wilcoxon signed-rank test, young,  $p < 0.0001$ ; aged,  $37.35 \pm 3.51\%$ ,  $p < 0.0001$ ). There was no difference in the change in mean similarity across RF age groups (Wilcoxon rank sum test,  $p = 0.40$ ). All SM groups also exhibited significant change in mean similarity ( $n = 47$  young, 46 MA, and 41 aged pairs; % similarity decrease, young vs. MA vs. aged,  $53.95 \pm 2.38\%$  vs.  $48.23 \pm 2.51\%$  vs.  $49.53 \pm 2.14\%$ ). There was also no significant difference in the change in similarity across SM groups (Kruskal-Wallis test,  $H = 4.17$ ,  $p = 0.12$ ). Dots represent individual session data, and black bars indicate the mean across sets of plotted sessions. **(c)** Remapping coordination in RF sessions with at least three spatial cells ( $n = 42$  young, 42 aged), computed as mean correlation between cell and network trial-by-trial similarity matrices (see Methods), plotted as in Supplementary Fig. 2b. Remapping coordination did not differ across age groups (young vs. aged,  $0.318 \pm 0.006$  vs.  $0.317 \pm 0.005$ , Wilcoxon rank sum test,  $p = 0.26$ ). **(d)** As in (c) for SM sessions with at least three grid cells, plotted as in Fig. 2d. Remapping coordination did not differ across age groups ( $n = 52$  young,  $n = 57$  MA, and  $n = 51$  aged, young vs. MA vs. aged,  $0.415 \pm 0.014$  vs.  $0.4 \pm 0.011$  vs.  $0.403 \pm 0.013$ , Kruskal-Wallis test,  $H = 0.54$ ,  $p = 0.76$ ). **(e)** Decoder performance on spatial cell activity from all RF sessions with  $k = 2$  across all possible training/testing map combinations (left to right) ( $n = 34$  young,  $n = 27$  aged), plotted as in Fig. 5h. Aged session decoder scores were lower than young ones for all train/test combinations (score, Map 1/1 young vs. aged,  $0.6544 \pm 0.0393$  vs.  $0.4813 \pm 0.0446$ , Wilcoxon rank sum test,  $p = 0.0090$ ; Map 2/2,  $0.6264 \pm 0.0437$  vs.  $0.4908 \pm 0.0451$ ,  $p = 0.0435$ ; Map 1/2,  $0.4151 \pm 0.0482$  vs.  $0.2745 \pm 0.0385$ ,  $p = 0.0718$ ; Map 2/1,  $0.4382 \pm 0.0488$  vs.  $0.2697 \pm 0.0375$ ,  $p = 0.0202$ ). Dashed line indicates mean shuffle score for each map combination and age group. **(f)** Decoder performance trained and tested within maps in the RF track was greater than when trained and tested across maps ( $n = 68$  young, 54 aged model pairs; young train/test same vs. different, Wilcoxon signed-rank test,  $p < 0.0001$ ; aged train/test same vs. different,  $p < 0.0001$ ). This indicates that spatial network positional information is discretized across RF spatial maps in both age groups. Dots indicate session values colored by age group. **(g)** As in (f), decoder score when trained and tested within vs. across contexts for the SM block phase. Decoder performance decreased when trained and tested across vs. within contexts for each age group ( $n = 96$  young model pairs,  $0.7076 \pm 0.0197$  vs.  $0.164 \pm 0.0243$ , Wilcoxon signed-rank test,  $p < 0.0001$ ;  $n = 102$  MA model pairs,  $0.6623 \pm 0.0168$  vs.  $0.1928 \pm 0.0188$ ,  $p < 0.0001$ ;  $n = 90$  aged model pairs,  $0.6225 \pm 0.0226$  vs.  $0.128 \pm 0.0156$ ,  $p < 0.0001$ ). Within each age group, decoder score did not differ across contexts if train and test contexts matched (mean  $\pm$  SEM train/test A vs. B score,  $n = 48$  young,  $0.7333 \pm 0.0267$  vs.  $0.6818 \pm 0.0287$ , Wilcoxon rank sum test,  $p = 0.15$ ;  $n = 51$  MA,  $0.6429 \pm 0.0255$  vs.  $0.6817 \pm 0.0218$ ,  $p = 0.27$ ;  $n = 45$  aged sessions,  $0.6214 \pm 0.0316$  vs.  $0.6238 \pm 0.0325$ ,  $p = 0.74$ ). This indicates that grid network positional information is discretized across SM contexts for all age groups. **(h)** As in (g), decoder score when trained and tested across context-matched vs. -mismatched SM trial groups. Decoder performance was greater when trained and tested on context-matched ( $A \times A'$ ,  $B \times B'$ ) vs. -mismatched ( $A \times B'$ ,  $B \times A'$ ) trial groups for each age group ( $n = 96$  young model pairs,  $0.3842 \pm 0.0256$  vs.  $0.2206 \pm 0.0233$ , Wilcoxon signed-rank test,  $p < 0.0001$ ;  $n = 102$  MA model pairs,  $0.4093 \pm 0.0196$  vs.  $0.2234 \pm 0.0158$ ,  $p < 0.0001$ ;  $n = 90$  aged model pairs,  $0.3529 \pm 0.0230$  vs.  $0.175 \pm 0.0160$ ,  $p < 0.0001$ ). Within each age group, decoder score was greater if trained and tested on  $B \times B'$  than on  $A \times A'$  contexts (mean  $\pm$  SEM train/test  $A \times A'$  vs.  $B \times B'$  score,  $n = 48$  young,  $0.3054 \pm 0.0369$  vs.  $0.4630 \pm 0.0319$ , Wilcoxon rank sum test,  $p = 0.0021$ ;  $n = 51$  MA,  $0.3269 \pm 0.0266$  vs.  $0.4916 \pm 0.0239$ ,  $p < 0.0001$ ;  $n = 45$  aged sessions,  $0.2834 \pm 0.0284$  vs.  $0.4225 \pm 0.0332$ ,  $p = 0.0016$ ). These results underscore that grid network positional information is discretized across SM contexts in different task phases for all age groups. **(i)** Example SM grid network similarity matrices generated from activity in the front (0 - 200 cm) vs. back (200 - 400 cm) of the VR track, omitting dark trials, including gain trials, and sorting alternation trials by context. In each case, the back track matrix exhibited greater context-specific structure compared to the

front track matrix. **(j)** Correlation of front vs. back track SM grid similarity matrices ( $n = 48$  young, 51 MA, and 45 aged sessions), plotted as in Fig. 2d. This correlation differed across age groups (young vs. MA vs. aged,  $0.66 \pm 0.02$  vs.  $0.57 \pm 0.01$  vs.  $0.58 \pm 0.02$ , Kruskal-Wallis test,  $H = 17.0$ ,  $p = 0.0002$ ). Young sessions exhibited greater correlation compared to MA or aged sessions (post-hoc Conover test, young vs. MA,  $p = 0.00014$ , young vs. aged,  $p = 0.0046$ , MA vs. aged,  $p = 0.33$ ). To account for this difference in the timing of context recognition during trials, all analyses in Fig. 3 were performed on back of track matrices. **(k)** As in Fig. 3d, for front track SM grid network activity on alternation trials ( $n = 7818$  trials, pseudo  $R^2 = 0.1206$ , LLR  $p < 0.0001$ ). Contrasting back track activity, the probability of map-context alignment during alternation was below chance for all age groups across sessions, and session predicted increasing map-context alignment probability only on young alternation trials (Young, Odds Ratio [OR] = 1.10,  $p = 0.00021$ ; MA,  $p = 0.32$ ; Aged, OR = 0.92,  $p = 0.0029$ ). Trials since a context switch did not predict map-context alignment probability for front track grid network activity in any group (Young,  $p = 0.72$ , MA,  $p = 0.10$ , Aged,  $p = 0.32$ ). Taken together with (j), this raises the possibility that the front track cue tower may weakly drive remapping in young mice in later sessions. However, in all age groups, the context cue tower in the front track alone was insufficient to produce above chance map-context alignment during alternation. Related to Fig. 3.

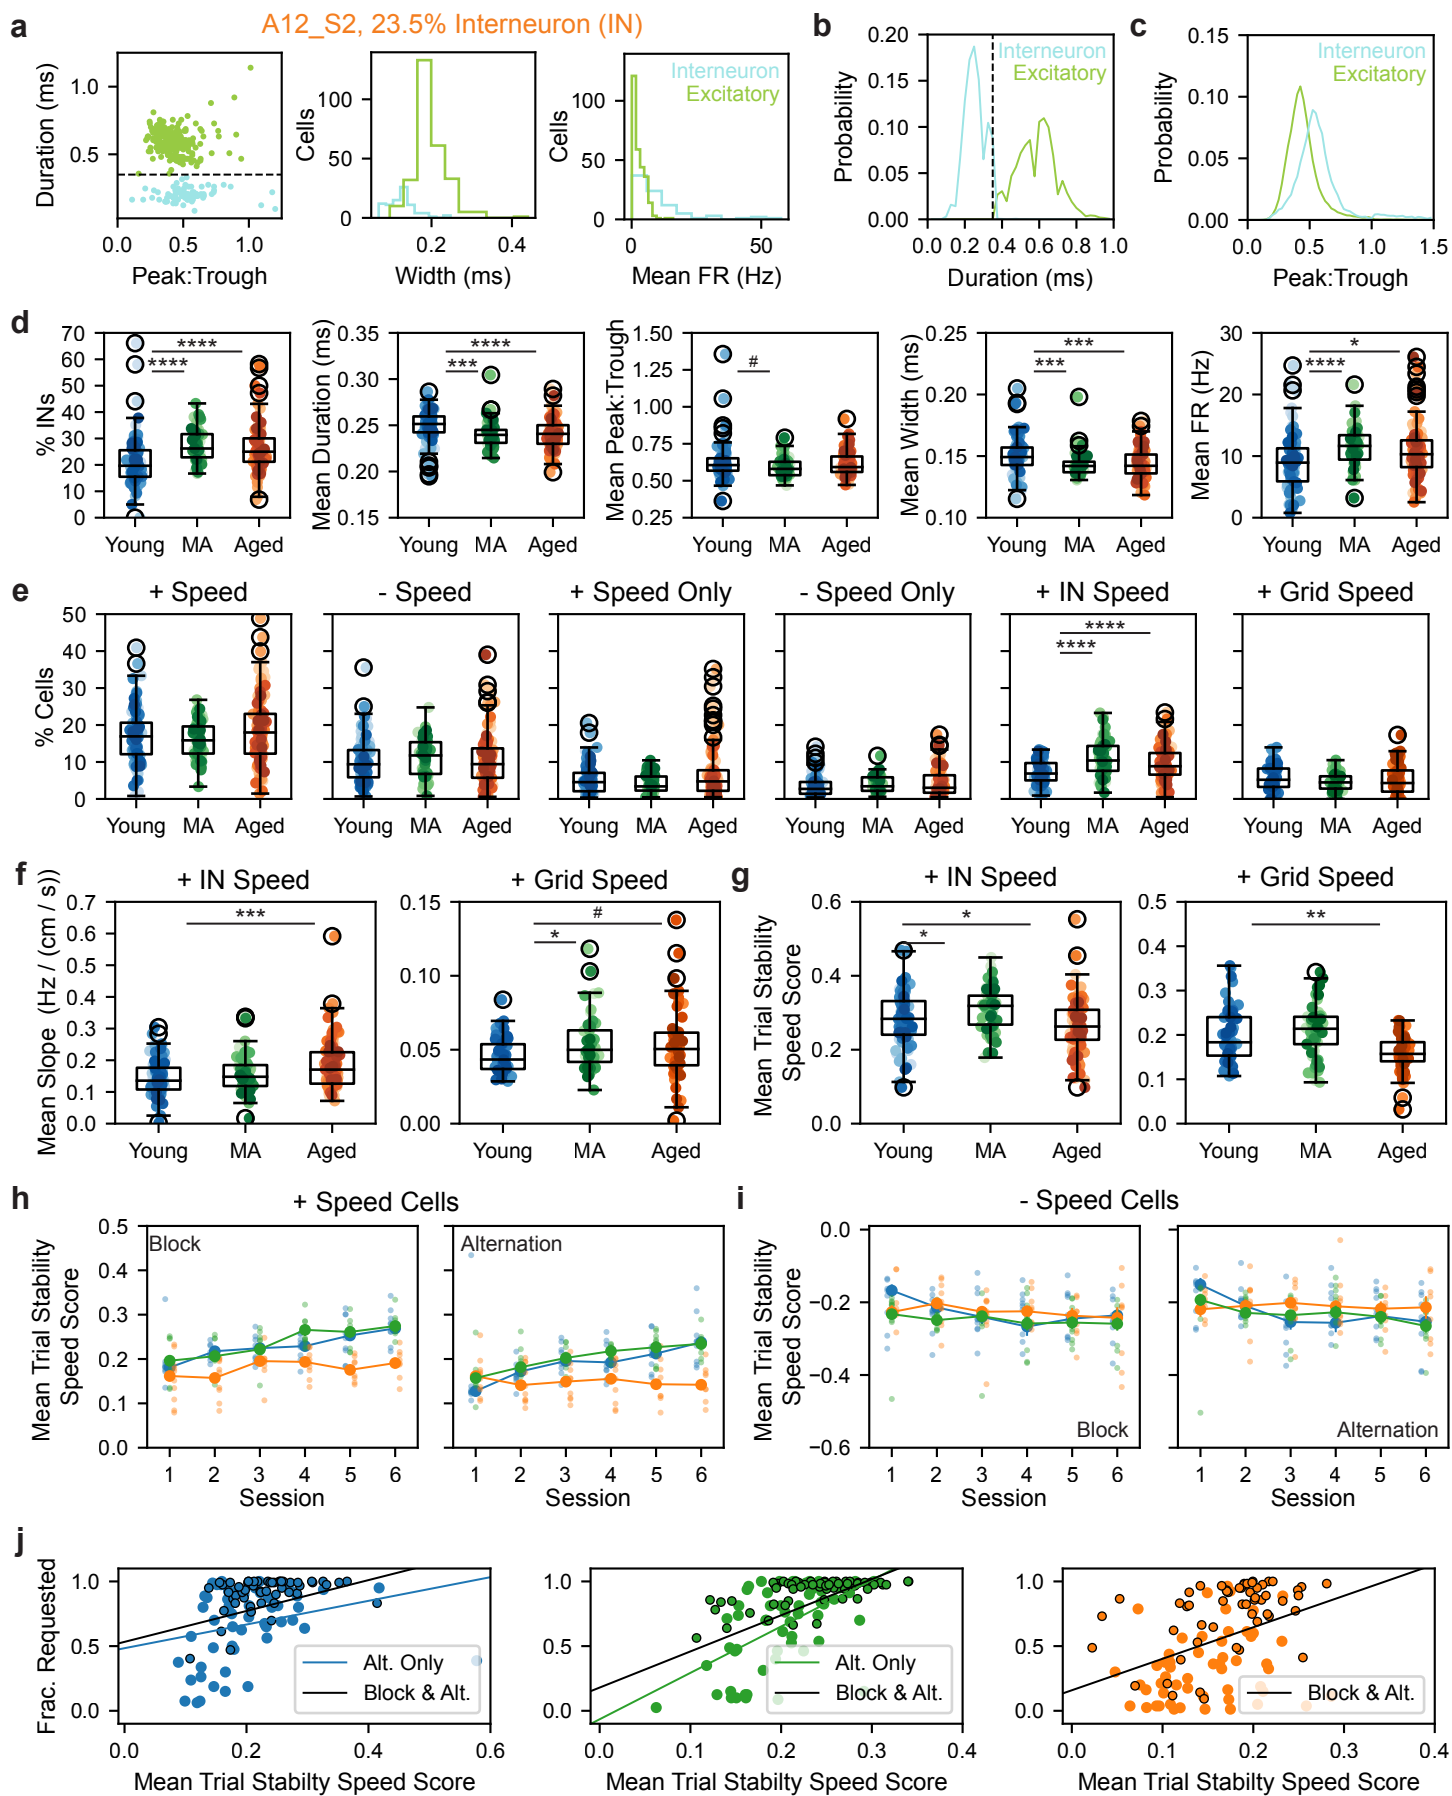

*Supplementary Fig. 6. Increased speed gain & speed tuning instability also occur in aged mouse fast-spiking interneurons, conjunctive grid-speed cells, & speed-only cells.*

**(a)** Classification of putative inhibitory interneurons (INs) (light blue) vs. excitatory (EX) cells (lime green) from an example aged session (see Methods). Putative INs vs. excitatory cells clustered in waveform duration and peak:trough ratio space and were well-separated by a waveform duration threshold (left) (dashed black line). Histograms of session IN vs. excitatory cells by waveform width (ms) (middle) and mean firing rate (FR [Hz]) (right) confirmed that INs exhibited narrower waveforms and higher FR. Colors for INs vs EX cells maintained throughout. **(b)** Probability density of the waveform duration of classified EX cells vs. INs (light blue) ( $n = 49,193$  EX cells and  $15,123$  INs). Waveform duration EX cells exceeded that of INs (EX vs. INs,  $0.5807 \pm 0.0005$  vs.  $0.2432 \pm 0.0005$ , Wilcoxon rank sum test,  $p < 0.0001$ ). Dashed black line indicates the IN waveform duration threshold. A small minority of INs exceeded the duration threshold, since they were classified by the secondary FR threshold ( $> 40$  Hz) (see Methods). Bin size was  $0.025$  ms. **(c)** As in (b) for waveform peak:trough ratio (PTR), which also differed significantly across cell types (EX vs. INs,  $0.4445 \pm 0.0010$  vs.  $0.6245 \pm 0.0034$ ,  $p < 0.0001$ ). Bin size was  $0.025$ . **(d)** Differences in IN density (first;  $n = 98$  young,  $58$  MA, &  $97$  aged sessions) and waveform and FR properties ( $n = 97$  young,  $58$  MA,  $97$  aged sessions with INs) across age groups, including mean session waveform duration (second), PTR (middle), mean waveform halfwidth (fourth), and mean FR (last). IN density differed across age groups (% INs, young vs. MA vs. aged,  $21.22 \pm 0.92$  vs.  $27.35 \pm 0.81$  vs.  $26.24 \pm 0.87$ , Kruskal-Wallis test,  $H = 39.21$ ,  $p < 0.0001$ ; post-hoc Conover test, young vs. MA,  $p < 0.0001$ ; young vs. aged,  $p < 0.0001$ ). As did IN waveform duration ( $0.2481 \pm 0.0018$  vs.  $0.2406 \pm 0.0019$  vs.  $0.2402 \pm 0.0016$ ,  $H = 22.59$ ,  $p < 0.0001$ ; young vs. MA,  $p = 0.00014$ ; young vs. aged,  $p = 0.000063$ ). IN waveform PTR did not differ with age ( $0.6281 \pm 0.0121$  vs.  $0.5905 \pm 0.0083$  vs.  $0.6166 \pm 0.0079$ ,  $H = 5.83$ ,  $p = 0.054$ ; young vs. MA,  $p = 0.059$ ; young vs. aged,  $p = 0.66$ ). IN waveform halfwidth differed significantly with aging ( $0.1503 \pm 0.0015$  vs.  $0.1431 \pm 0.0013$  vs.  $0.1433 \pm 0.0012$ ,  $H = 21.5$ ,  $p < 0.0001$ ; young vs. MA,  $p = 0.00015$ , young vs. aged,  $p = 0.00014$ ). Finally, IN mean FR differed significantly across age groups ( $9.0683 \pm 0.4352$  vs.  $11.4235 \pm 0.424$  vs.  $10.7849 \pm 0.4427$ ,  $H = 18.58$ ,  $p < 0.0001$ ; young vs. MA,  $p = 0.000062$ , young vs. aged,  $p = 0.0107$ ). These results collectively indicate possible differences in the relative density of MEC IN subtypes or changes in MEC IN function with age. Plotted as in Figs. 4c and 6d-e. **(e)** Density of various speed-tuned cell populations: + and - speed cells (first, second), + and - non-spatial speed cells (third, fourth), speed-tuned interneurons (fifth); and speed-tuned grid cells (last) by age group (all except for last:  $n = 98$  young,  $58$  MA, &  $97$  aged sessions; last:  $n = 54$  young,  $58$  MA,  $55$  aged sessions). + and - speed cell density did not differ with age (% cells + speed cells, young vs. MA vs. aged,  $16.67 \pm 0.77$  vs.  $16.13 \pm 0.64$  vs.  $18.41 \pm 0.95$ , Kruskal-Wallis test,  $H = 1.71$ ,  $p = 0.42$ ; post-hoc Conover test, young vs. MA,  $p = 0.82$ ; young vs. aged,  $p = 0.76$ ; % cells - speed cells,  $10.11 \pm 0.6$  vs.  $11.02 \pm 0.7$  vs.  $10.52 \pm 0.74$ ,  $H = 2.21$ ,  $p = 0.33$ ; young vs. MA,  $p = 0.54$ ; young vs. aged,  $p = 0.99$ ). Neither did the density of + and - non-spatial speed cells (% + speed only cells,  $4.63 \pm 0.41$  vs.  $3.96 \pm 0.35$  vs.  $6.88 \pm 0.76$ ,  $H = 4.00$ ,  $p = 0.14$ ; young vs. MA,  $p = 0.84$ ; young vs. aged,  $p = 0.26$ ; % - speed only cells,  $3.24 \pm 0.3$  vs.  $3.59 \pm 0.34$  vs.  $4.18 \pm 0.39$ ,  $H = 2.99$ ,  $p = 0.37$ ; young vs. MA,  $p = 0.82$ ; young vs. aged,  $p = 0.35$ ). + speed-tuned IN density increased starting in middle age (% + speed INs,  $6.92 \pm 0.35$  vs.  $10.97 \pm 0.63$  vs.  $9.39 \pm 0.48$ ,  $H = 29.1$ ,  $p < 0.0001$ ; young vs. MA,  $p < 0.0001$ ; young vs. aged,  $p = 0.0002$ ). Finally, + speed-tuned grid cell density was uniform across age groups (% + speed grid cells,  $5.64 \pm 0.46$  vs.  $4.64 \pm 0.3$  vs.  $5.34 \pm 0.57$ ,  $H = 2.13$ ,  $p = 0.35$ ; young vs. MA,  $p = 0.52$  young vs. aged,  $p = 0.53$ ). These results suggest that differences in speed cell density are unlikely to account for altered speed tuning with age (see Figs. 6d-e). Plotted as in Figs. 4c and 6d-e. **(f)** As in Fig. 6d, mean FR-speed slope, or speed gain, for + speed-tuned INs (left,  $n = 94$  young,  $58$  MA,  $95$  aged sessions) and + speed-tuned grid cells (right,  $n = 52$  young,  $57$  MA,  $50$  aged sessions). Speed gain was increased among + speed INs and + speed grid cells in aged vs. young sessions (+ speed INs:  $0.1458 \pm 0.0057$  vs.  $0.1588 \pm 0.0083$  vs.  $0.1857 \pm 0.0082$ ,  $H = 13.24$ ,  $p = 0.0013$ ; young vs. MA,  $p = 0.2307$ , young vs. aged,  $p = 0.0008$ ; + speed grid cells:  $0.0460 \pm 0.0016$  vs.  $0.0540 \pm 0.0024$  vs.  $0.0536 \pm 0.0036$ ,  $H = 6.67$ ,  $p = 0.0356$ ; young vs. MA,  $p = 0.0441$ , young vs. aged,  $p = 0.0911$ ). **(g)** As in Fig. 6e and (f) for mean trial stability speed score. + speed INs speed tuning stability decreased in aged vs. young sessions ( $0.2813 \pm 0.0072$  vs.  $0.3105 \pm 0.0076$  vs.  $0.2623 \pm 0.0075$ ,  $H = 19.48$ ,  $p < 0.0001$ ; young vs. MA,  $p = 0.0156$ , young vs. aged,  $p = 0.0316$ ). Similarly, + speed grid cells tuning stability decreased in aged vs. young sessions ( $0.1991 \pm 0.0087$  vs.  $0.2086 \pm 0.0075$  vs.  $0.1581 \pm 0.0059$ ,  $H = 22.09$ ,  $p < 0.0001$ ; young vs. MA,  $p = 0.1591$ , young vs. aged,  $p = 0.0014$ ). **(h)** As in Fig. 2f for SM block (left) and alternation (right) trial stability speed score ( $n = 3933$  young,  $4062$  MA, and  $3423$  aged + speed cell cells). Session predicted improved block speed coding stability among young but not aged mice (Session  $\times$  Young,  $\beta = 0.016$ ,  $p < 0.0001$ ;

Session x Aged,  $\beta = 0.003$ ,  $p = 0.19$ ) (Intercept =  $0.169 \pm 0.011$ ,  $p < 0.0001$ ). Similarly, session predicted improvement in young but not aged alternation speed coding stability (Session x Young,  $\beta = 0.019$ ,  $p < 0.0001$ ; Session x Aged,  $\beta = -0.004$ ,  $p = 0.263$ ) (Intercept =  $0.111 \pm 0.012$ ,  $p < 0.0001$ ). This suggests that + speed cell speed coding stability fails to improve over sessions among aged mice. **(i)** As in (h) for SM - speed cells ( $n = 1472$  young, 2071 MA, and 1415 aged – speed cells). Session predicted a modest improvement in block speed coding stability in young and aged mice (Session x Young,  $\beta = -0.010$ ,  $p < 0.0001$ ; Session x Aged,  $\beta = -0.009$ ,  $p = 0.011$ ) (Intercept =  $-0.180 \pm 0.017$ ,  $p < 0.0001$ ). Conversely, session predicted a modest improvement in young but not aged alternation speed coding stability (Session x Young,  $\beta = -0.015$ ,  $p < 0.0001$ ; Session x Aged,  $\beta = -0.004$ ,  $p = 0.263$ ) (Intercept =  $-0.166 \pm 0.018$ ,  $p < 0.0001$ ). This suggested that - speed cell speed coding stability fails to improve over sessions among aged mice during alternation. These models of – speed cell tuning stability converged only when using maximum likelihood estimators and excluding animal cohort as a fixed effect. **(j)** As in Fig. 2h, for SM task performance vs. mean trial stability speed score of + speed cells ( $n = 108$  young, 116 MA, 108 aged task phases). Colored lines indicate regression fits for alternation alone. Trial stability speed score related to task performance across phases (Young:  $r = 0.35$ ,  $p = 0.0002$ , MA:  $r = 0.56$ ,  $p < 0.0001$ , Aged:  $r = 0.40$ ,  $p < 0.0001$ ) and when considering alternation alone (Young:  $r = 0.27$ ,  $p = 0.0497$ , MA:  $r = 0.55$ ,  $p < 0.0001$ , Aged:  $r = 0.24$ ,  $p = 0.097$ ). Related to Fig. 6.

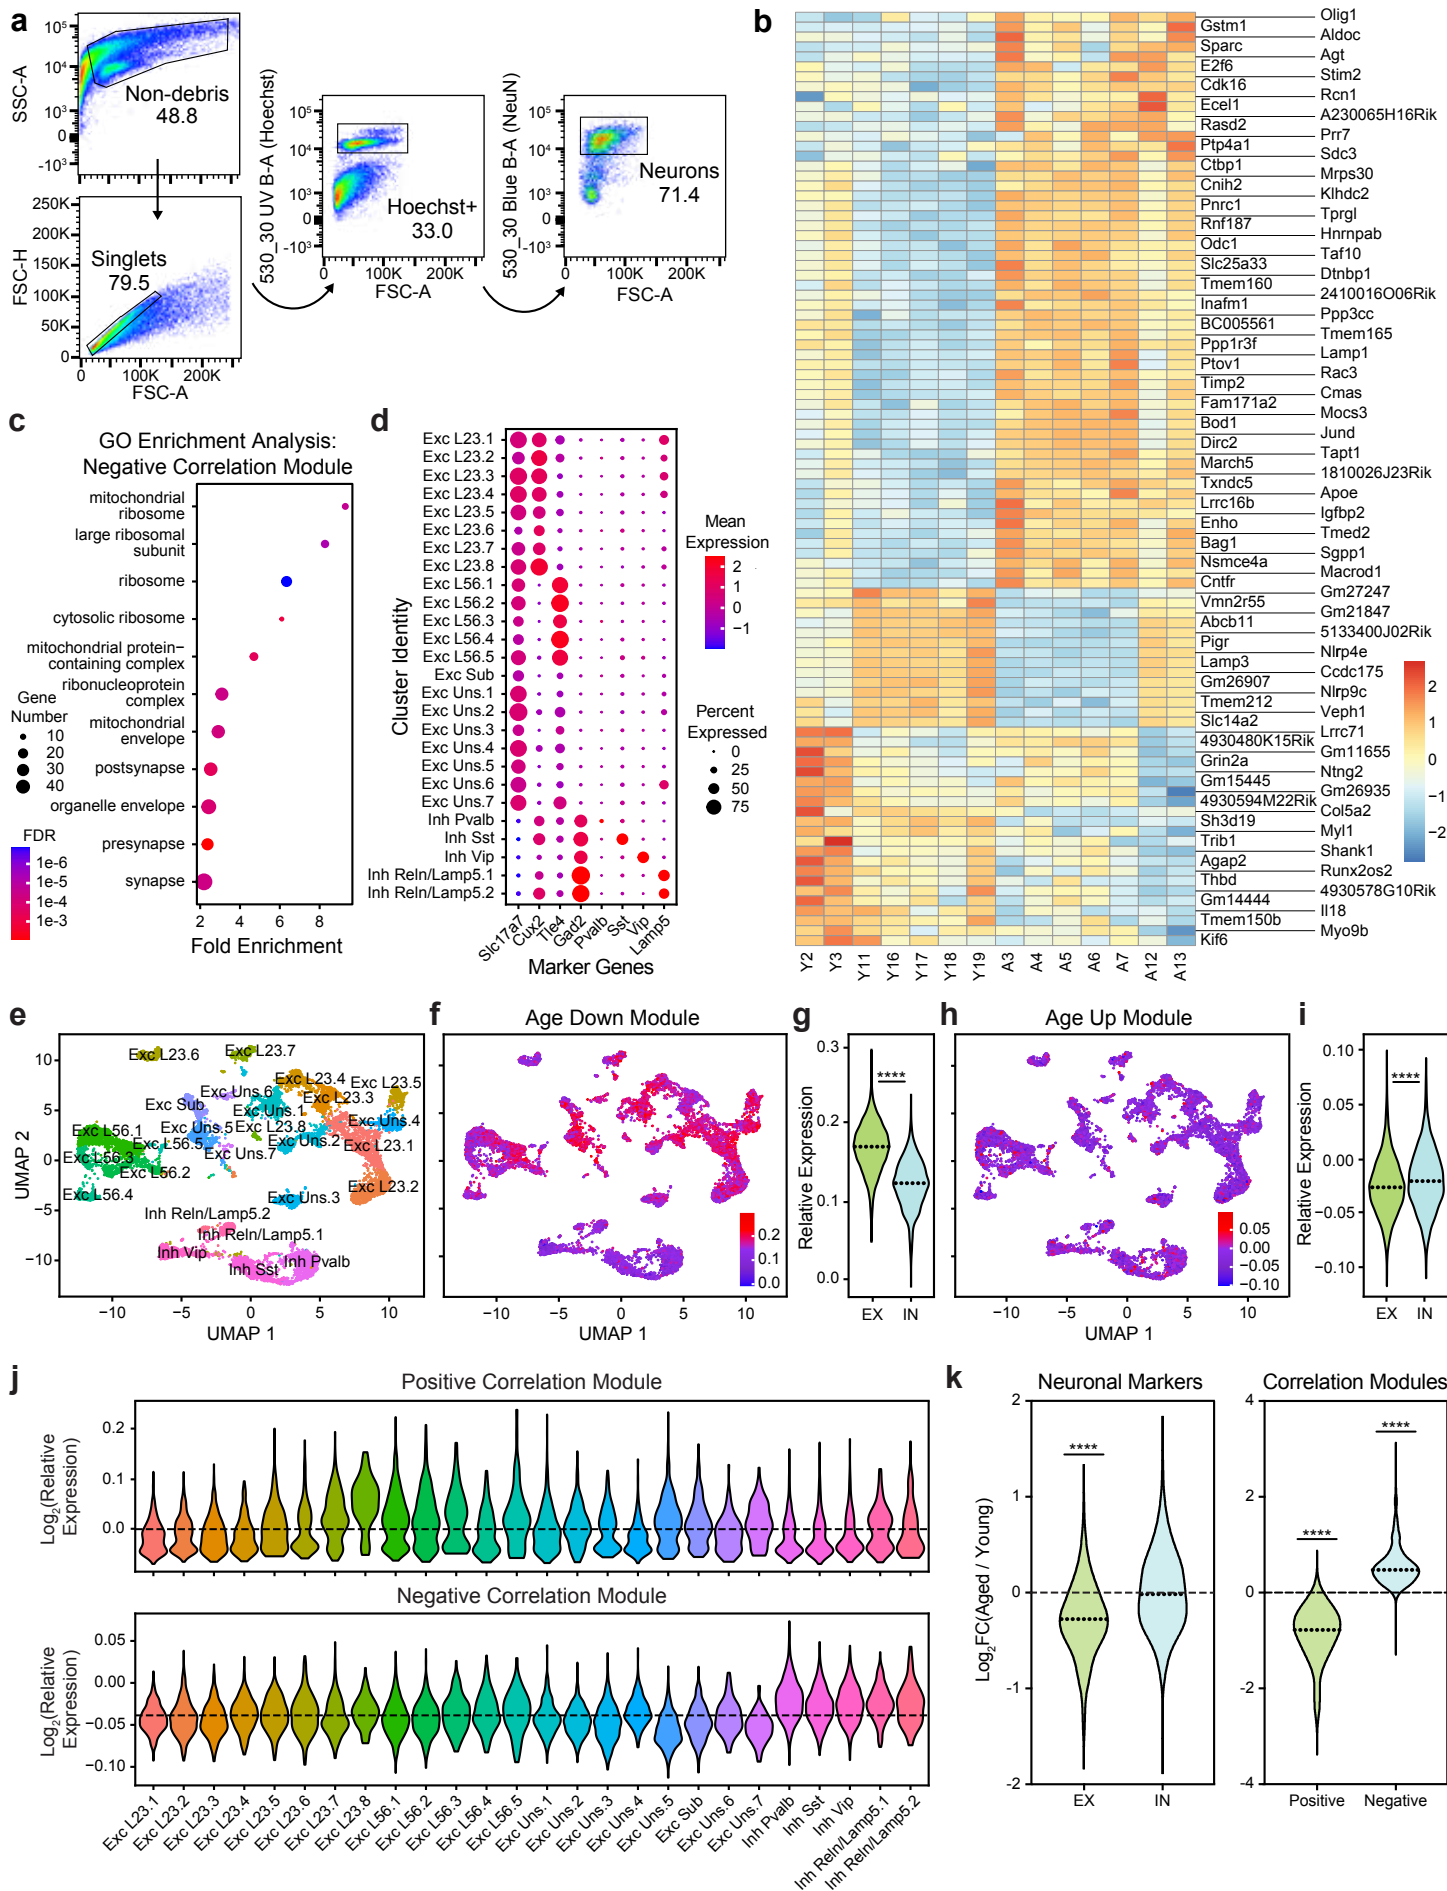

Supplementary Fig. 7. Cell type- and layer-specificity of transcriptomic changes in the aging MEC

**(a)** Fluorescence-activated cell sorting (FACS) gating strategy to isolate neuronal nuclei dissociated from MEC (see Methods). Briefly, nuclei were gated by forward (FSC-A) and side (SSC-A) scatter to remove debris (left top) and by height (FSC-H) and size (FSC-A) to remove doublets (left bottom). Hoechst+ and NeuN+ nuclei were then isolated iteratively (middle, right). Subplots are labeled with the type and percent of nuclei isolated at each sorting step. **(b)** Heatmap of the top 100 most differentially expressed genes as determined by adjusted p-value with a log2 absolute fold change > 1 (n = 7 young, 7 aged mice; Wald test followed by Benjamini-Hochberg multiple hypothesis correction). Color bar indicates Z-score of expression level with age (red = increased with age; blue = decreased with age). **(c)** As in Fig. 7h, the cellular components enriched among negative coherence-correlated module genes (Fisher's Exact test followed by FDR calculation) via GO Enrichment analysis. **(d)** Dot plot of top representative cell marker genes used to distinguish clusters in snRNA-seq data. **(e)** UMAP plot of neurons from MEC snRNA-seq with neuronal subtype annotations layered on or above their respective clusters. If known, excitatory cell (Exc.) clusters are labeled with their gross cortical layer (e.g. 23 for II/III or 56 for V/VI) and numbered arbitrarily within the layer group. Excitatory cell clusters of unknown layer (Exc Uns) are numbered arbitrarily. Inhibitory IN clusters (Inh) are labeled with their primary cellular marker gene (e.g. *Pvalb*, *Sst*, *Vip*). A cluster corresponding to subiculum excitatory cells was also identified (Exc Sub). **(f)** UMAP plot with the relative expression of the gene module that decreased expression during aging (Age Down) (n = 242 genes represented in snRNA-seq data). Color bar indicates expression relative to control feature sets. Y-axis is shared with (e). **(g)** Violin plot of the relative expression of the age decreased gene module between INs and excitatory (EX) neurons. Age-decreased genes are enriched among excitatory cells (EX) ( $0.1682 \pm 0.0003$  vs.  $0.1215 \pm 0.0006$ , EX vs. IN, Wilcoxon rank sum test,  $p < 0.0001$ ). Dotted lines indicate median relative expression. **(h)** As in (f), for the gene module that increased expression during aging (Age Up) (n = 160 genes). **(i)** As in (g), for the age increased gene module. Age-increased genes enriched among INs ( $-0.0233 \pm 0.0003$  vs.  $-0.0179 \pm 0.0006$ , EX vs. IN, Wilcoxon rank sum test,  $p < 0.0001$ ). **(j)** Violin plots of positive (top) & negative (bottom) coherence correlated core gene module relative expression across identified neuronal clusters. Expression of the positive correlation module is enriched in some Layer II/III and V/VI excitatory cell clusters while expression of the negative correlation module is enriched among IN clusters. Dotted lines indicate median relative expression. Colors correspond to labeled clusters in (e). **(k)** Violin plots of excitatory neuron (EX) (n = 323 genes) and IN (n = 199 genes) marker gene expression change with age (top) (Wilcoxon signed-rank test,  $p < 0.0001$ ) and positive and negative coherence core gene modules expression change with age (bottom) in bulk expression data. EX cell marker expression changed with age ( $-0.2808 \pm 0.02134$ , Wilcoxon signed-rank test,  $p < 0.0001$ ), but IN marker expression did not ( $0.0008763 \pm 0.02899$ , Wilcoxon signed-rank test,  $p = 0.80$ ). Positive correlation gene module expression decreased with age ( $-0.8599 \pm 0.1037$ , Wilcoxon signed-rank test,  $p < 0.0001$ ), and negative correlation gene module expression increased with age ( $0.5678 \pm 0.02597$ , Wilcoxon signed-rank test,  $p < 0.0001$ ). Cross-variable comparisons within or across subpanels should not be made given different gene set sizes and expression levels. Dashed lines indicate equivalent expression across ages. Dotted lines indicate medians. Data are represented as the log2 fold change (FC) of aged over young expression. Lower opacity emphasizes that these data reflect bulk RNA-seq gene expression. Related to Fig. 7.

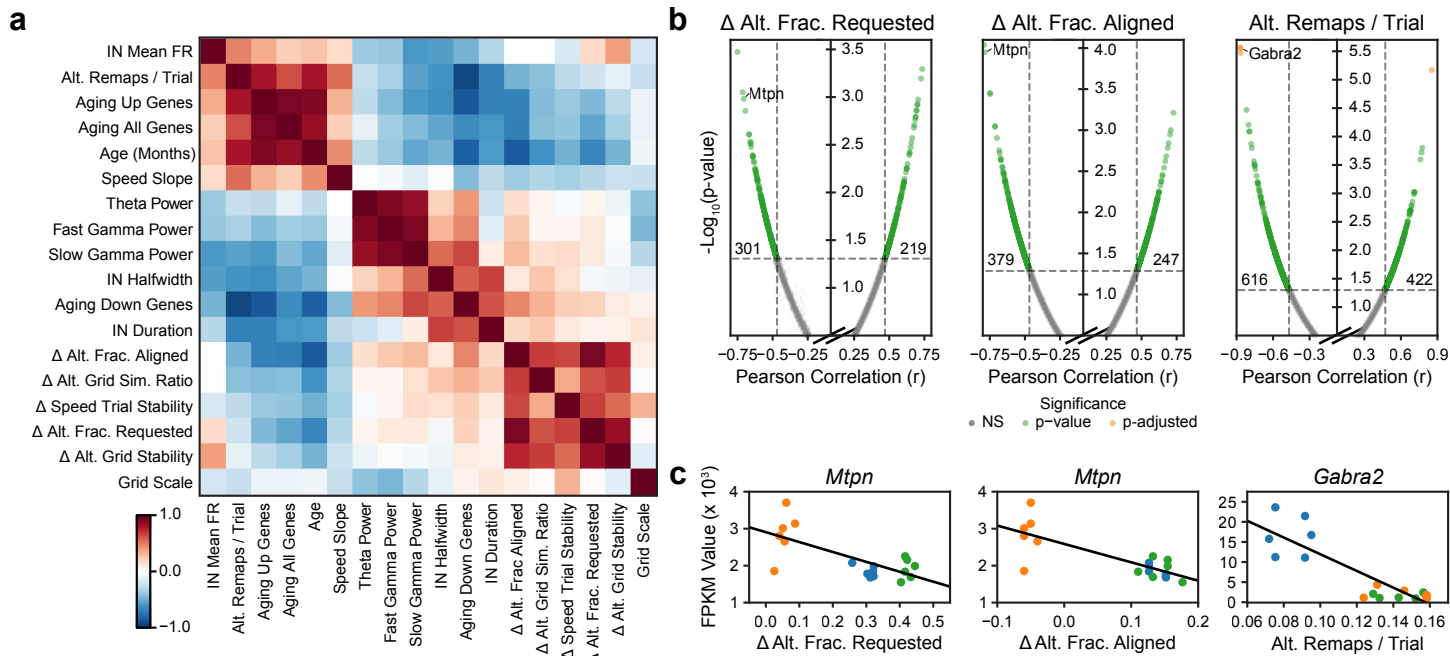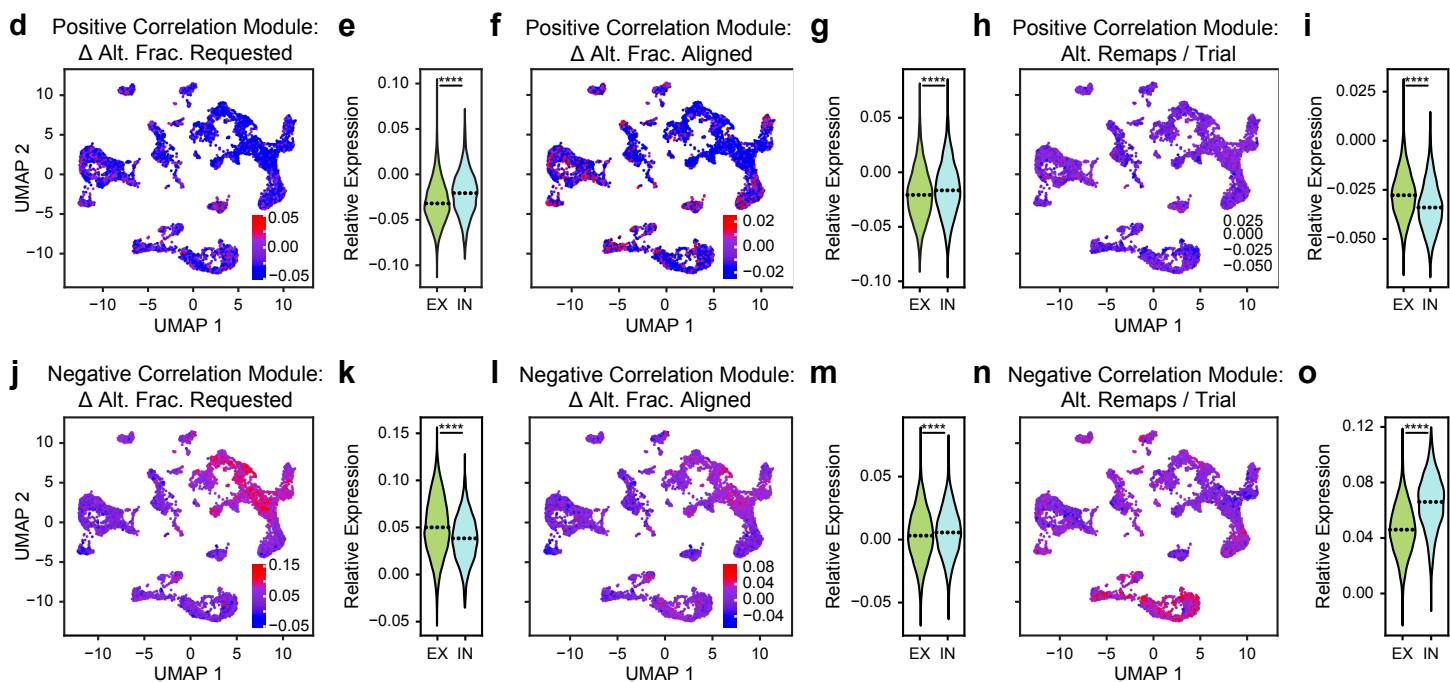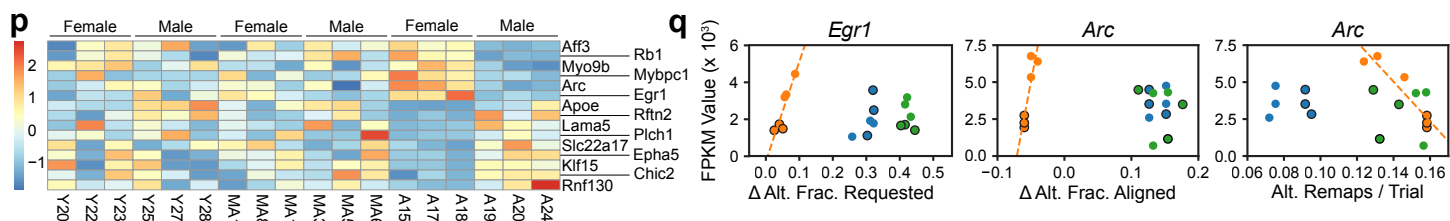

Supplementary Fig. 8. Transcriptomic correlates of spatial cognitive inflexibility in the aged MEC

**(a)** As in Fig. 7e, correlation among LMM-fitted animal-mean of neural parameters computed for SM sessions across cell types (INs, speed cells, and grid cells), animal age in months, and aging DEG expression (total, up-regulated with age [Up], and down-regulated with age [Down]) (see Supplementary Data 3). For behavioral and neural metrics that changed significantly over sessions, we computed the change ( $\Delta$ ) in the LMM-fitted animal means of the last three sessions minus that of the first three sessions (see Methods) as a measure of spatial cognitive flexibility. Across age groups, the two strongest neural correlates of aging genes were features unique to the SM (compared to RF) task: alternation remapping frequency (alt. remaps / trial) ( $r = 0.65$ ,  $p = 0.0036$ ) and change in the fraction of trials with context-aligned grid network activity during alternation ( $\Delta$  alt. frac. aligned) ( $r = -0.69$ ,  $p = 0.0017$ ). 

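An aging gene score was computed for each SM mouse as the mean z-score over the 11 genes that differed between aged and young mice, with genes that fell counted as measured. The score was -0.649 ± 0.138 (SD, n = 6) in young mice, 0.277 ± 0.130 (SD, n = 6) in MA mice, and 0.372 ± 0.408 (SD, n = 6) in aged mice. The metrics are values fitted by mixed models whose fixed effects include age group and sex, so part of their separation by group comes from the fit. Differences between age groups accounted for 98.5% of the variance of fitted Δ alt. frac. requested, 97.4% of that of fitted Δ alt. frac. aligned, and 86.2% of that of fitted alt. remaps / trial. For the unfitted change in requested rewards, the only metric examined in unfitted form, the share was 63.9%. The unfitted change of A20 is that listed under A20 itself, while its fitted metrics are those listed under A22. The unfitted values ranged from 0.0831 to 0.400 in young, from 0.317 to 0.542 in MA, and from -0.388 to 0.197 in aged mice. Young mice thus overlapped with MA and with aged mice, while MA and aged mice did not overlap. Fitted Δ alt. frac. requested ranged from 0.258 to 0.322 in young mice, from 0.403 to 0.445 in MA mice, and from 0.0250 to 0.0873 in aged mice. Since both the score and the fitted metrics differ between age groups, no correlation over the pooled mice is given, and the score was compared with the fitted metrics within each age group of 6 mice. Of these 9 relations the largest was with Δ alt. frac. aligned in young mice (r = 0.728, exact permutation p = 0.2, adjusted p = 0.95; rho = 0.683, exact permutation p = 0.2, adjusted p = 0.875; two-sided). This metric takes 2 values in the young mice, with 3 mice at each, so the smallest p it allows is 0.1 and all mice are equally far from its median. Metric values that differ by a unit of the sixth decimal were taken as equal. None of the 9 relations had an exact permutation p under 0.05. The relations in aged mice include A20 with the metrics listed under A22.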

Change in the fraction of alternation rewards requested over sessions ( $\Delta$  alt. frac. requested) also related to the expression of aging DEGs ( $r = -0.52$ ,  $p = 0.0268$ ). **(b)** As in Fig. 7f, volcano plots of the correlation of gene expression with  $\Delta$  alt. frac. requested (left),  $\Delta$  alt. frac. aligned (middle), and alt. remaps / trial (right) across the SM dataset. 

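Of the genes correlated with Δ alt. frac. requested at an unadjusted p under 0.05, 317 had a negative and 225 a positive r. The corresponding numbers were 397 and 255 for Δ alt. frac. aligned, and 628 and 383 for alt. remaps / trial. Without young mice, which leaves the 12 MA and aged mice from a single supplier, 437, 389, and 523 genes passed the threshold for the 3 metrics. On log2(value + 1) over the 18 libraries, r was negative for 245 and positive for 283 genes with Δ alt. frac. requested. The numbers were 294 and 333 for Δ alt. frac. aligned, and 554 and 567 for alt. remaps / trial. The larger number of negative r was thus not kept on that scale. By rank correlation it was kept, at 263 against 242, 223 against 210, and 565 against 534 genes.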

Numbers denote the total of negatively (left) and positively (right) metric-correlated genes (linear regression,  $p < 0.05$  [green]). 

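Mtpn lies on chromosome 6 of GRCm39 from 35483241 to 35516911, on the minus strand. Its normalized value was 1847 ± 156 (SD, n = 6) in young mice, 1913 ± 271 (SD, n = 6) in MA mice, and 2862 ± 611 (SD, n = 6) in aged mice. The difference between aged and young mice had an exact permutation p of 0.00649 (adjusted p = 0.0130 over 6 comparisons, two-sided), and that between aged and MA mice one of 0.00866 (adjusted p = 0.0130). MA and young mice did not differ by more than their spread (exact permutation p = 0.602, adjusted p = 0.602). Among all genes tested, the log2 fold change of Mtpn between aged and young mice was 0.61 (standard error 0.15, adjusted p = 0.438 in limma). Gabra2, on chromosome 5 from 71114573 to 71253662 on the minus strand, had a value of 16644 ± 5148 (SD, n = 6) in young mice, 1580 ± 620 (SD, n = 6) in MA mice, and 2082 ± 1316 (SD, n = 6) in aged mice. Every MA and every aged mouse lay under every young mouse (exact permutation p = 0.00216 for each group against young mice, adjusted p = 0.00649, the smallest p that 6 mice against 6 allow). Aged and MA mice did not differ in Gabra2 by more than their spread (exact permutation p = 0.455, adjusted p = 0.545). Young mice came from another supplier than MA and aged mice, so this step in Gabra2 cannot be assigned to age rather than supplier. Within age groups, 9 relations of these genes with the metrics were computed. The strongest, of Mtpn with Δ alt. frac. aligned in young mice, had r = -0.855 (exact permutation p = 0.1, adjusted p = 0.5) and rho = -0.878 (exact permutation p = 0.1, adjusted p = 0.463), where 0.1 is the smallest p that the 2 values of this metric in young mice allow. The r of Mtpn with this metric was -0.230 in MA and 0.284 in aged mice (exact permutation p = 0.667 and 0.583, adjusted p = 0.778 for both). With Δ alt. frac. requested it was -0.607 in young, 0.227 in MA, and 0.688 in aged mice (exact permutation p = 0.197, 0.658, and 0.111, adjusted p = 0.592, 0.778, and 0.5). The sign of r for Mtpn thus differed between age groups, but no exact permutation p was under 0.05 and no difference between groups was tested. Without the 2 mice farthest from the median of Δ alt. frac. requested, r was 0.627 in young, -0.615 in MA, and 0.586 in aged mice. The sign for this metric in young and in MA mice thus rests on few mice. For Gabra2 and alt. remaps / trial, r was between -0.388 and 0.200 in the 3 age groups (exact permutation p between 0.475 and 0.989, adjusted p between 0.778 and 0.989) and rho between -0.273 and 0.143 (exact permutation p between 0.617 and 0.978, adjusted p between 0.903 and 0.978).

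**Figure D2:**
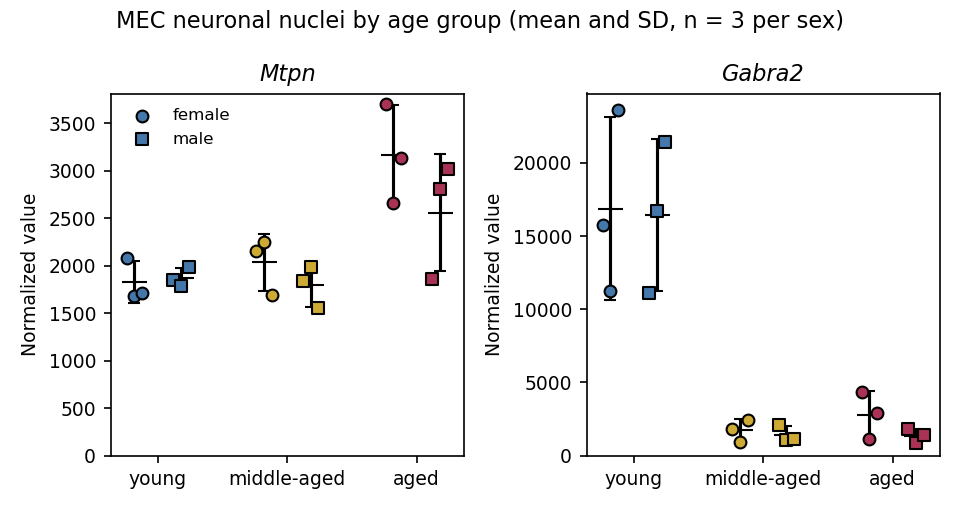
Normalized values of Mtpn and Gabra2 (vertical axes) in each SM mouse by age group, with females as circles and males as squares, and with the mean (wide line) and SD (error bars) of each sex. The Gabra2 values of young mice lie between 11092 and 23607, and those of MA and aged mice at or under 4345.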

Orange dots denote transcriptomic correlates that retained significance after a Benjamini-Hochberg correction procedure (false discovery rate [FDR] = 0.10). **(c)** As in Fig. 7g, example genes that are correlated ( $p < 0.05$ ) with  $\Delta$  alt. frac. requested (left, *Mtpn*,  $r = -0.71$ ,  $p = 0.0010$ ),  $\Delta$  alt. frac. aligned (middle, *Mtpn*,  $r = -0.79$ ,  $p = 0.0001$ ), and alt. remaps / trial (right, *Gabra2*,  $r = -0.87$ ,  $p < 0.0001$ ) across SM age groups ( $n = 6$  young, 6 MA, 6 aged mice). 

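At an unadjusted p under 0.05, 390 genes were correlated with both Δ alt. frac. requested and Δ alt. frac. aligned, all 390 with the same sign. With the mice permuted together for both metrics, the median was 399 genes, and 52 of 100 permutations had as many genes as the real data, the real order included. Genes correlated with all 3 metrics numbered 34. With a mean value of at least 25 as the filter on genes, in place of a value above 0 in every library, there were 369 and 33 genes, respectively, a setting chosen after seeing the data.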

Notably, the expression of 369 genes, including *Mtpn*, was jointly correlated with the improvement of behavioral flexibility and grid network context-alignment over experience, while genes also related to remapping frequency were less overlapping (33 shared correlates). Dots are colored by age group. **(d)** UMAP plot with the relative expression of the gene core module positively correlated with the change in SM alternation behavior over sessions ( $\Delta$  alt. frac. requested) ( $n = 211$  genes). **(e)** Violin plot of the relative expression of the gene core module positively correlated with  $\Delta$  alt. frac. requested across MEC excitatory cells (EX) and inhibitory interneurons (IN) (EX vs. IN,  $-0.03030 \pm 0.0002382$  vs.  $-0.02065 \pm 0.0004755$ , Wilcoxon rank sums test,  $p < 0.0001$ ) (see Fig. 7i for UMAP subdivision into EX vs IN groups and Supplementary Figs. 7d-e for full UMAP cluster annotation). This indicates that decreased expression of this module, especially among MEC INs, relates to reduced alternation behavior improvement over sessions in aging (see Fig. 1g). Dotted lines indicate median relative expression. **(f)** UMAP plot with the relative expression of the gene core module positively correlated with the change in SM alternation grid network context alignment over sessions ( $\Delta$  alt. frac. aligned) ( $n = 232$  genes). Y-axis is shared with (d). **(g)** Violin plot of the relative expression of the gene core module positively correlated with  $\Delta$  alt. frac. aligned across MEC cell types (EX vs. IN,  $-0.01985 \pm 0.0002430$  vs.  $-0.01539 \pm 0.0004880$ , Wilcoxon rank sums test,  $p < 0.0001$ ). This suggests that decreased expression of this module, especially among MEC INs, relates to reduced improvement in grid network context alignment during alternation in aging (see Fig. 3h). Dotted lines indicate median relative expression. **(h)** UMAP plot with the relative expression of the gene core module positively correlated with SM alternation remapping frequency (alt. remaps / trial) ( $n = 349$  genes). Y-axis is shared with (d). **(i)** Violin plot of the relative expression of the gene core module positively correlated with alt. remaps / trial across MEC cell types (EX vs. IN,  $-0.02746 \pm 0.0001225$  vs.  $-0.03328 \pm 0.0002489$ , Wilcoxon rank sums test,  $p < 0.0001$ ). Increased expression of this module, especially by MEC EX cells, relates to increased aged remapping frequency. Dotted lines indicate median relative expression. **(j)** As in (d), for the gene core module negatively correlated with  $\Delta$  alt. frac. requested ( $n = 285$  genes). **(k)** As in (e), for the gene core module negatively correlated with  $\Delta$  alt. frac. requested (EX vs. IN,  $0.05143 \pm 0.0003125$  vs.  $-0.03837 \pm 0.0004838$ , Wilcoxon rank sums test,  $p < 0.0001$ ). Notably, this module appeared especially enriched among Layer II/III EX cells, suggesting that increased expression of this module by MEC Layer II/III EX cells relates to diminished SM alternation behavior improvement in aging. **(l)** As in (f), for the gene core module negatively correlated with  $\Delta$  alt. frac. aligned ( $n = 354$  genes). Y-axis is shared with (j). **(m)** As in (g), for the gene core module negatively correlated with  $\Delta$  alt. frac. aligned (EX vs. IN,  $0.003371 \pm 0.0002069$  vs.  $0.006028 \pm 0.0003797$ , Wilcoxon rank sums test,  $p < 0.0001$ ). This module also appeared enriched among Layer II/III EX cells, consistent with increased module expression by those cells relating to diminished improvement in grid network context alignment during alternation in aging. **(n)** As in (h), for the gene core module negatively correlated with alt. remaps/trial ( $n = 586$  genes). Y-axis is shared with (j). **(o)** As in (i), for the gene core module negatively correlated with alt. remaps/trial (EX vs. IN,  $0.04619 \pm 0.0001863$  vs.  $0.06487 \pm 0.0003912$ , Wilcoxon rank sums test,  $p < 0.0001$ ). The enrichment of this module among INs suggests that decreased module expression by INs relates to increasing remapping frequency observed with aging (see Fig. 3b). **(p)** Plotted

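Between aged male and aged female SM mice, 0 autosomal genes passed an adjusted p of 0.05 in limma, fitted to the 18 libraries in 6 groups of age and sex. An unadjusted p under 0.05 was reached by 577 genes, on any chromosome. Of the genes past the adjusted threshold, 43 lie on chromosome Y, 1 on chromosome X, and 6 have no position in the annotation. Without a filter on genes with low values, 3 autosomal genes passed, and with sample weights 3 others. Leaving out the young mouse Y27 gave 1 autosomal gene (Egr1), the MA mouse MA5 1 (Arc), the aged mouse A17 1 (Nadk2), and the aged mouse A18 2 (Gm17036 and Tmc6). These genes were named after their values were seen. In the same fit, 0 genes had a sex difference in aged mice that differed from that in young mice in limma (443 at an unadjusted p under 0.05), and 0 from that in MA mice (280).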

as in Supplementary Fig. 7b, heatmap of the 15 autosomal genes differentially expressed across sexes among aged SM mice (n = 3 female, 3 male; Wald test followed by Benjamini-Hochberg multiple hypothesis correction). 

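Arc (chromosome 15 of GRCm39, from 74540932 to 74544419, minus strand) and Egr1 (chromosome 18, from 34992876 to 34998049, plus strand) are immediate early genes, whose transcription rises with neuronal activity. The normalized value of Arc was 6162 ± 741 (SD, n = 3) in aged females and 2308 ± 408 (SD, n = 3) in aged males, a log2 fold change from females to males of -1.42 (standard error 0.39, adjusted p = 0.387 in limma). Egr1 was at 3654 ± 687 (SD, n = 3) in aged females and 1532 ± 173 (SD, n = 3) in aged males, a log2 fold change of -1.24 (standard error 0.34, adjusted p = 0.386 in limma). For both genes all 3 aged males lay under all 3 aged females (exact permutation p = 0.1, two-sided, the smallest that 3 mice against 3 allow; adjusted p = 0.18 over 9 comparisons of 3 genes in 3 age groups). In young mice the sexes overlapped for both genes. In MA mice, whose sexes share a recording cohort while those of young and aged mice do not, they overlapped for Arc, and for Egr1 the 3 males lay under the 3 females (exact permutation p = 0.1). The sex difference in aged mice minus that in young mice was -1.44 for Arc (exact permutation p = 0.05, adjusted p = 0.15 over 6 tests) and -1.73 for Egr1 (exact permutation p = 0.02, adjusted p = 0.12), on the log2 scale. Minus that in MA mice it was -0.94 for Arc (exact permutation p = 0.34, adjusted p = 0.51) and -0.49 for Egr1 (exact permutation p = 0.495, adjusted p = 0.594). Among MA males, Arc was at 1160 in MA5, against 3494 and 4479 in the others. Without the MA mouse MA5, Arc had an adjusted p of 0.0346 in limma, and without the young mouse Y27, Egr1 had 0.0385. Over all alternatives the adjusted p in limma ranged up to 1.00 for both genes.

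**Figure D3:**
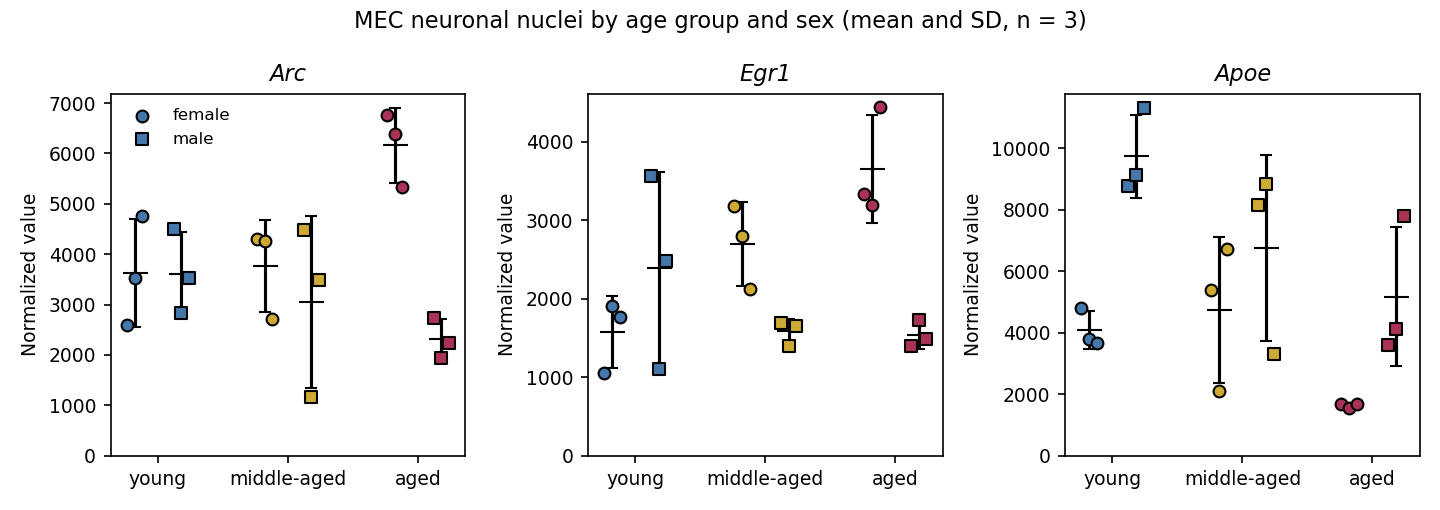
Normalized values of Arc, Egr1, and Apoe (vertical axes) in each SM mouse by age group and sex, with the mean (wide line) and SD (error bars) of each group of 3 mice. Among aged mice, the males lie between 1935 and 2743 for Arc, under the females at 5333 to 6759.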

Notably, immediate early genes *Arc* and *Egr1* are down-regulated in aged male vs. female SM mice. **(q)** As in (c), example aged sex DEGs with expression correlated ( $p < 0.05$ ) with  $\Delta$  alt. frac. requested (left, *Egr1*,  $r = 0.91$ ,  $p = 0.0127$ ),  $\Delta$  alt. frac. aligned (middle, *Arc*,  $r = 0.89$ ,  $p = 0.0165$ ), and alt. remaps / trial (right, *Arc*,  $r = -0.94$ ,  $p = 0.0052$ ) among aged SM mice. *Arc* and *Egr1* expression was also related among aged mice (not shown,  $r = 0.82$ ,  $p = 0.0430$ ). 

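The 6 aged mice form separate clusters by sex in both genes, with 3 mice in each, so no r is given among aged mice alone. With the mean of each age group and sex removed from both genes, the r of Arc with Egr1 over the 18 SM mice was 0.389 (permutation p = 0.112) and rho was 0.434 (permutation p = 0.0744, two-sided). It was 0.439 without the 2 mice farthest from the median of Arc. This was the only relation in its family, so no adjustment applies. The largest change under an alternative came from leaving out the aged female A18, with r = 0.591 (permutation p = 0.0130). These permutations treat the values left after removing group means as independent, so their p-values are likely too small. The paper states that reduced immediate early gene expression in aged males was related to their smaller gains in behavioral flexibility and in the context alignment of the grid network, and to more frequent remapping.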

Dots are colored by age group and outlined if corresponding to male mice. Dashed lines denote linear regression fits among aged mice. 

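Among aged mice, fitted Δ alt. frac. requested was between 0.0560 and 0.0873 in the 3 females and between 0.0250 and 0.0507 in the 3 males. The fitted values of Δ alt. frac. aligned were between -0.0500 and -0.0400 in the females, and all 3 males had the same fitted value of -0.0599. For alt. remaps / trial the females had values between 0.124 and 0.146, and all 3 males had 0.158. The unfitted change in requested rewards overlapped between the sexes, at -0.0348 to 0.197 in females and -0.388 to 0.183 in males, and sex is a fixed effect of the fits. The fitted ranges do not overlap between the sexes, so a relation of either gene with a fitted metric cannot be told from the difference between the sexes, and within a sex there are 3 mice, under the 6 needed for a correlation. The fitted metrics of A20, among the males, are those listed under A22, while its unfitted change is that listed under A20 itself.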

Decreased IEG expression in aged males vs. females related to reduced behavioral and grid network context alignment improvement over SM task experience and greater remapping frequency. Related to Fig. 7.

# Supplementary material for: Spatial coding dysfunction and network instability in the aging medial entorhinal cortex
**Source:** Nat Commun. 2025 Oct 3;16:8770. doi: 10.1038/s41467-025-63229-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary File

Description of Additional Supplementary Files

Supplementary Data 1: Complete linear mixed effects modeling results.

Excel file containing additional data too large to fit in a PDF, related to Figs. 1, 2, 6 and Supplementary Figs. 1, 2, 3 and 6.

Supplementary Data 2: MEC Differential Gene Expression in Random Foraging Mice.

Excel file containing additional data too large to fit in a PDF, related to Fig. 7.

Supplementary Data 3: MEC Differential Gene Expression in Split Maze Mice.

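Supplementary Data 3 gives, for each gene, the difference between aged and young SM mice from the authors' DESeq2 test on these 18 libraries. The part of the table used here holds 1920 of its 17985 genes. At the limits the paper states, 39 of the genes held are listed as age-dependent, which is a choice made on the same libraries and so not independent evidence. In limma, all 39 had the same direction between aged and young mice as in the table and an unadjusted p under 0.05, and 11 passed the adjusted p of 0.05. Between MA and young mice all 39 again had that direction, and 35 had an unadjusted p under 0.05. Between aged and MA mice, 5 did. Both comparisons with young mice use the same 6 young libraries, so part of the shared direction is built in: with no change simulated, the median r of these comparisons across the 17985 genes was 0.499, against 0.776 in the real data, and genes are not independent replicates.

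**Figure D4:**
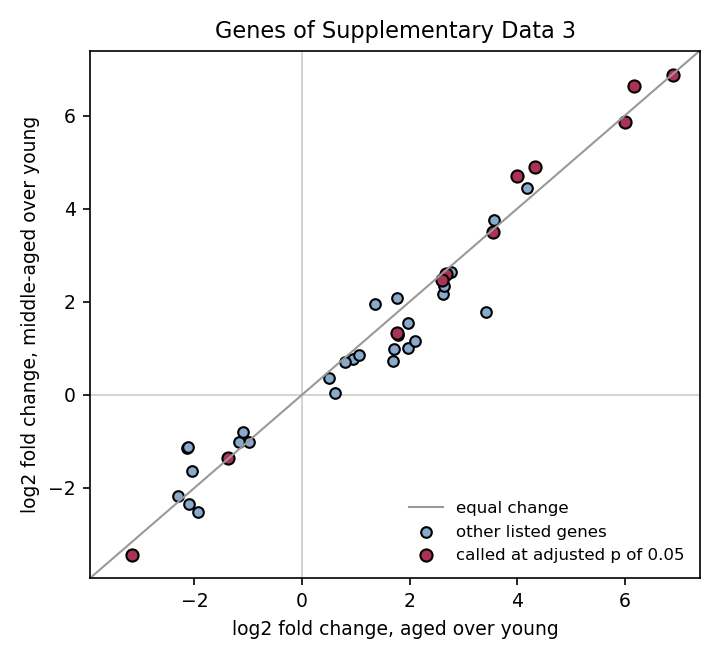
Log2 fold change of each of the 39 genes between aged and young SM mice (horizontal axis) and between middle-aged and young SM mice (vertical axis), with the 11 genes past an adjusted p of 0.05 in limma in red. The genes keep 1 direction in both comparisons, which share the 6 young libraries, and the grey line marks an equal change.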

Excel file containing additional data too large to fit in a PDF, related to Supplementary Fig. 8.

# Supplementary material for: Spatial coding dysfunction and network instability in the aging medial entorhinal cortex
**Source:** Nat Commun. 2025 Oct 3;16:8770. doi: 10.1038/s41467-025-63229-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Electrophysiological data were collected using Phase 3B Neuropixels 1.0 silicon probes, digitized with a CMOS amplifier and multiplexer built into the electrode array, and then written to disk using SpikeGLX software.                                                                                                                                                 |
| Data analysis   | Analyses were carried out using MATLAB, Python, and R scripts. Python and R were used to perform statistical calculations. Cell clusters were isolated using Kilosort 2.5 and reviewed using Phy 2.0. All custom analysis code has been uploaded to GitHub and is public: <a href="https://doi.org/10.5281/zenodo.15851471">https://doi.org/10.5281/zenodo.15851471</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Pre-processed behavioral data, neural data, and immunohistochemistry images associated with this manuscript are available via Dryad (<https://doi.org/10.5061/>

dryad.8cz8w9h0d). Processed neural data included spike times and myriad waveform features for all recorded cells from all sessions and mice, facilitating replication of manuscript findings and many additional analyses. Raw neural data may be requested by contacting the corresponding author, given their large size, the significant time burden of data processing, and the limited number of additional analyses raw vs. processed neural data enable. Transcriptomic bulk and single nucleus RNA sequencing data from this study are separately available via the NCBI GEO database (Dataset 1 [Fig. 7 and Supplementary Fig. 7]: Accession Number: GSE263347; Dataset 2 [Supplementary Fig. 8]: Accession Number: GSE281777). Supplementary tables containing the results of transcriptomic data analyses of each dataset are included with this publication. Most transcriptomic data analyses (Fig. 7 and Supplementary Figs. 7 and 8) used commonly available R and Python packages that are specified in the manuscript Methods. Source data are also provided here.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Samples sizes were based on convention in the field. The sample sizes were not calculated by power analyses. However, our sample sizes are comparable or higher than those previously used in the literature (Low et al., 2021; Campbell, Attinger, et al. 2021; Masuda et al., 2023; Wen and Sorscher et al. 2024).

Data exclusions

Cells with low firing rates (<350 spikes) and recording sessions with <10 cells were excluded. Mice were deemed fully trained on the virtual reality tasks and ready to record when they completed 250 trials within one hour for two consecutive days. Mice that never learned the task or who displayed signs of illness, distress, or sudden behavioral abnormalities (i.e. not running) during recording were excluded from further experiments. If a set of recordings was terminated early for such a reason, the last two sessions of behavioral data were excluded.

Replication

Up to 10 mice were used as a cohort for each batch of experiments. Key experiments were repeated with at least two different cohorts of mice, and the results were reproducible.

Randomization

Animals were assigned into groups based on age, not randomization. Covariates such as cohort, behavioral task, and sex were controlled for using linear mixed effects models with these covariates as fixed effects.

Blinding

Experimenters were not blinded to experimental groups for neural and behavioral data collection and analysis. Experimental groups were based on animal age, which is physically obvious based on animal size and physical characteristics. It would be impossible to blind the experimenter to the experimental conditions while still being physically present during the experiment. Presence during the experiment is required by the ethics committee overseeing the experiment. Immunohistochemical image analysis was semi-automated and performed by an experimenter blind to the age status of images.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For FACS, we used anti-NeuN-AlexaFluor488 antibody (Millipore, Cat. MAB377X, RRID: AB_2149209) to label neurons. For IHC, we used rabbit anti-PV antibody [Swant, RRID: AB_10000344]; donkey anti-rabbit AlexaFluor 555 [Life Technologies, Cat# A-31572, RRID: AB_162543]; fluorescein conjugated Wisteria floribunda agglutinin (WFA) [4ug/mL, Vector Labs, Cat# FL-1351-2]; and Hoechst 33342 [2 ug/mL, Life Technologies, Cat# H3570] |
| Validation      | Validation of each of the FACS and IHC antibodies was performed by the manufacturer. The FACS antibody, PV primary antibody, AlexaFluor secondary antibody, WFA stain, and Hoechst stain have also been referenced by more than 30 peer-reviewed publication each.                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were C57Bl/6 and aged 2-4 months, 12-13 months, and 21-24 months at the time of recording and tissue collection, obtained from Charles River and Jackson as specified in the Methods. Animals were housed at 21-23°C and 30-40% humidity on a reverse light-dark 12 hour cycle.    |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                |
| Reporting on sex        | Male and female were used as data subjects to the electrophysiology experiments and RNA sequencing experiments. Sex is included as a fixed effect in all linear mixed effects model. Results of sex-based analysis are included in Supplementary Table 1 and throughout the manuscript. |
| Field-collected samples | No field-collected samples were used in this study                                                                                                                                                                                                                                      |
| Ethics oversight        | All procedures were approved the Institutional Animal Care and Use Committee at Stanford University School of Medicine.                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

MECs were dissected from flash-frozen hemispheres from all mice that completed the random foraging electrophysiology experiments at  $\pm$  3.1 - 3.5mm lateral and 4.75 - 5.25mm posterior to bregma below 3.5mm from dorsal brain surfaces. MECs were dounce-homogenized (Wheaton, Cat. 357538) in 500  $\mu$ L of EZ lysis buffer (Sigma Aldrich, NUC101) with 1 U/ $\mu$ L of RNase Inhibitor (Sigma Protector, 3335399001). Given this dissection approach, some nuclei from the lateral entorhinal cortex and parasubiculum may be included in this dataset. Samples were homogenized with 20 strokes each of the loose and tight pestles, and 500 $\mu$ L of lysis buffer was added to the samples. Samples were incubated on ice for 7 minutes before filtering through a 40 mm filter and centrifuging at 500 RCF for 5 min at 4°C. Conjugated mouse monoclonal anti-NeuN-AlexaFluor488 antibody (Millipore, Cat. MAB377X, RRID: AB\_2149209) in a staining buffer (PBS with 1% BSA and 1U/ $\mu$ L RNase Inhibitor) was added to the tube at a final dilution of 1:250. Samples were incubated on a tube rotator for 30 min at 4°C and then spun for 5 min at 500g at 4°C. Samples were resuspended in 400 $\mu$ L of staining buffer with Hoechst 33342 at a final concentration of 0.01 mg/mL. Samples were then filtered through a 35mm Fluorescence-activated cell sorting (FACS) tube filter and sorted.

Instrument

A BD FACSAria Fusion with a 100 mm nozzle and with a flow rate of 1–2.5 was used.

Software

FlowJo v10.10 from BD Biosciences

Cell population abundance

48.8% of the population was non-debris, 80% of those were singlets, and 33% of those were nuclei (Hoechst+). Among nuclei, 71.4% were neurons (NeuN+). Purity of the neuronal nuclei fraction was determined by subsequent RNA sequencing of isolated nuclei.

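The purity of the sorted nuclei was measured in the SM libraries as the mean normalized value of 5 neuronal markers divided by that of 17 markers of astrocytes, oligodendrocytes and their precursors, and microglia. The ratio averaged 34.2 over the 18 libraries, from 15.3 in the MA mouse MA5 to 63.5 in the MA mouse MA8. With the median over the markers in place of the mean it averaged 49.5. The neuronal markers had a mean of 28461 ± 4561 (SD, n = 18), the astrocyte markers 1453 ± 744 (SD, n = 18), the oligodendrocyte markers 1396 ± 703 (SD, n = 18), and the microglial markers 331 ± 155 (SD, n = 18).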

Gating strategy

Nuclei were first gated by forward (FSC-A) and side (SSC-A) scatter, then gated for doublets with height (FSC-H) and size (FSC-A). Nuclei that were both Hoechst+ and NeuN+ were then isolated iteratively.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

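Bulk RNA sequencing was measured on MEC neuronal nuclei of SM mice, sorted by NeuN, in 18 libraries of 6 young, 6 MA, and 6 aged mice, with 3 females and 3 males in each age group. The paper's Methods place female young and aged SM mice and the MA mice in recording cohort C and male young and aged SM mice in cohort D, so sex and cohort coincide in young and aged mice. Group and sex came from the labels and the source data, and the sex labels were checked on Xist, Ddx3y, Uty, Kdm5d, and Eif2s3y. The libraries of the RF cohort and the single-nucleus libraries were not analysed here. The authors' values are gene counts from Kallisto on mm39 with introns, divided by DESeq2 size factors over these 18 libraries. The values of a library are not multiples of a common step, so whole reads and depth are unknown, and no counting interval is given. The deposited signal is thus a normalized gene value, made by the authors as their methods state. The sums of the values over a library follow from the scaling and are not depths.

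Of 27782 genes listed, 2 names occur more than once, 27 symbols are dates, and 1072 genes are 0 throughout. Of the 17985 genes with a mean of at least 25, 16378 matched the GENCODE annotation of GRCm39 by symbol, 778 by an older symbol, and 829 not at all. Coordinates are from that annotation.

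Group differences were computed with limma 3.58.1 (trend, empirical Bayes) in R 4.3.3 on log2(value + 1). A gene was called at an adjusted p of 0.05 (Benjamini-Hochberg) and, for age, an absolute log2 fold change of at least 0.5, with sex as a covariate. Sex differences used a fit of 6 groups of age and sex. Count models (DESeq2, edgeR) were not run, since whole counts are not available. Correlations of genes with metrics were Pearson regressions on the linear normalized values, as in the paper, over genes above 0 in every library, a filter set here that differs from that of the paper's tables, with a limit of 0.05 on the unadjusted p and an FDR of 0.10. Single genes were compared by exact permutation of the mice, two-sided, and correlations over more than 10 libraries by 100000 random permutations. Where group means were removed before such a correlation, the remaining values were permuted as if independent, so those p-values are likely too small. The library of A20 carries the fitted metrics listed under A22, and which of these mice was sequenced is unknown. Metric values that differ by a unit of the sixth decimal were taken as equal. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used, with a seed of 1. Over 100 random splits of the libraries, and 100 permutations of the mice, the counts of genes were recomputed.

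The tests were tried on simulated data of the same layout. For aged against young, over 17985 genes with 200 changed, limma called 32.9% of the genes changed by a log2 of 1, 70.0% at 2, and 86.6% at 3, with 4 false calls, and 0 calls when no gene was changed. In the correlation test, over 17691 genes, 200 of 200 genes built from a metric were found at an FDR of 0.10, with 21 others, and 5.15% of unrelated genes had an unadjusted p under 0.05. Those genes were built as 2 times the standardized metric plus noise with an SD of 1, so power for weaker relations is unknown. Genes were simulated independently, while permuted real mice gave from 259 to 2614 genes for Δ alt. frac. requested. With no change simulated and young libraries shared, at most 1 gene was called in both comparisons with young mice.

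The genes named in the text were chosen before the data were examined: the genes the paper names, the sex genes, the marker genes, and for each comparison the 10 called genes with the largest absolute log2 fold change whose groups do not overlap. Genes named outside that rule, among them Tmem181b-ps, Zic4, Zic5, Gabra6, Cbln3, Slc17a6, and Lef1, were chosen after their values were seen. Marker lists for neurons, astrocytes, oligodendrocytes, microglia, dentate granule cells, and immediate early genes, and lists of 8 cerebellar granule cell genes and 8 thalamic genes, were fixed before the tests on them.

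Alternatives set before the data were examined were quantile normalization, no filter on low values, a mean of at least 100, a pseudocount of 5 or 0.5, no sex term, fits of only the groups compared, sample weights, adjusted p alone, an FDR of 0.10, each library left out in turn, and for the correlations log2 values, rank correlation, other gene filters, centring within age group, no young mice, and the unfitted metric. Added after the data were examined were robust empirical Bayes, the number of genes above 0 as a covariate, leaving out Y25 and MA5 together, and a mean of at least 25 as the only filter in the correlations. Not run were DESeq2 and edgeR alternatives. Some results for single genes are not reported here. Gene set overlaps with the supplementary tables were left out, since the tables held are partial: the SM correlation tables hold 1998 genes of 17985 each.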

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

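Tests on oligodendrocyte markers, dentate granule markers, the thalamic list in Y20, supplier, the Nnt gene, a steady change with age, and the number of genes detected were chosen only after the result was seen, as were the counts of other splits; the tests of the cerebellar list, and of the thalamic list in Y25 and MA5, were not.

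In 22 of 123 groups of 6 mice, 1 mouse lay far from the others by the gap to its nearest neighbour over the range of the group (above 0.625), where chance gives 6.15. The genes Zic4, Zic5, Gabra6, Cbln3, Slc17a6, and Lef1 entered this search after their values were seen, so the excess over chance is inflated.

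In the young male Y25 and the MA male MA5, Zic4 (ratio 0.804 in Y25, 0.947 in MA5), Zic5 (0.894, 0.935), Gabra6 (0.994, 0.990), and Cbln3 (0.998, 0.994) were far above the other mice of their group. Gm28049 was also highest in Y25 (0.772) and MA5 (0.709), and Gm21860 in MA5 (0.751), which were not tested further. Of the 8 genes of a list for cerebellar granule cells, 6 had Y25 and MA5 as the highest of all libraries, where chance gives 0.0523 genes. Gabra6 was at 8541 in Y25 and 20442 in MA5, and at or under 214.2 in the 16 other libraries, and Cbln3 at 5022 and 12248 against at most 217.7. The median of 2 of the 8 genes was at least 100 in the other libraries, so these 2 are also present in this tissue. These values are consistent with cerebellar granule cell nuclei in both preparations. For the thalamic list, 1 of 8 genes had both libraries as the highest, which argues against thalamic cells, though 5 of the 8 have a median of at least 100 in the other libraries. No biological explanation was tested, since the design gives none for single mice.

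In the young female Y20, Hapln4 (ratio 0.733), Slc17a6 (0.956), Lef1 (0.935), the mean of the neuron markers (0.637), and the mean of the oligodendrocyte markers (0.758) were highest. All 5 oligodendrocyte markers were highest there among young mice, with Mbp at 4124 against at most 2902. Of the thalamic list, 5 of 8 genes were highest in Y20 among all 18 libraries, where chance gives 0.444, with Slc17a6 at 7394 and Lef1 at 6222. The oligodendrocyte count follows from the mean of the same markers, so it decides nothing, and that mean was higher in MA5, at 3080 against 2532 in Y20. Thalamic cells in the preparation are a candidate explanation from the 5 of 8 genes, and oligodendrocyte RNA stays open. The aged male A20 was highest for Lef1 (0.741, at 896.8). Slc17a6, the other thalamic gene searched in this way, was highest among aged mice in A15, at 1725 and not far from the others (0.238).

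In the young male Y28, the mean of the dentate granule markers was highest (ratio 0.667), and 3 of 3 markers were highest there among young mice, Prox1 at 636.9 against at most 260.8. The count follows from the mean that prompted it, so dentate granule cells among the sorted nuclei are neither shown nor excluded, and the MA mouse MA1 had a higher mean, at 964.9 against 749.6. No biological explanation was tested.

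Of the genes called between age groups, G530011O06Rik was far highest in MA10 (ratio 0.716), Mid1 in Y27 (0.876), Gm3892 in A18 (0.646), and Erdr1 in MA3 (0.778). No technical or biological explanation was tested for these single mice.

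Between MA and young mice, a comparison the paper does not report, 14 genes differed in limma, 11 higher and 3 lower in MA mice, and 667 had an unadjusted p under 0.05. These were the 11 genes that differed between aged and young mice, with Efcab7, Erdr1, and Gm21860. Of 100 splits of the 12 libraries (of 462 possible), 1 gave as many genes, the real one, and for aged against young mice 3 did, the real one included. One of those other splits called 410 genes, and it had the largest difference in the mean number of genes above 0 (1609); with that number as a covariate it called 0. The other called 14. With that covariate 11 of the 11 genes of the real split were still called, which argues against the number of genes detected as their whole cause. The change reached by middle age was a median of 0.985 of the change in aged mice, from 0.748 to 1.17, where a steady change over months would give 0.521, and all 11 genes lay more than 2 standard errors from it, so the tables argue against a steady change. Between aged and MA mice, 1 of the 11 (Tmem254a) had an unadjusted p under 0.05. Since young mice all came from 1 supplier and older mice from another, and all 11 genes differed between MA and young mice too, supplier and a change complete by middle age cannot be told apart. Nnt, part of which is deleted in 1 substrain of C57BL/6 mice, was 0.39 higher on the log2 scale in aged than in young mice and 0.80 higher in MA than in young, so no fall was seen, but a total over the gene, introns included, does not resolve a deletion of single exons, and substrain stays open. Of the 14 genes, 8 are in the GENCODE annotation and 9 in RefSeq, under the 80% needed, so the tests of sequence shared between genes and of neighbouring genes are void. Of the 8, 3 (Gm13307, Gm3892, and Gm17167) lie on chromosome 4 of GRCm39 between 41791782 and 42235313, seen after the result and not tested, so neighbouring genes stay open. Without Y25 and MA5 together, 9 genes differed between MA and young mice.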

How the results depend on the processing

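The alternatives with Y25 and MA5 left out together, with the number of genes above 0 as a covariate, with robust empirical Bayes, and with a mean of at least 25 as the only filter in the correlations were chosen only after the result was seen. DESeq2 and edgeR on counts were not run, and depth is unknown, so no statement rests on it. Some alternatives gave no value: the aging score without A20 leaves 5 aged mice, no other tool gives a gene set for the score, and no gene differed between aged and MA mice.

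The count of genes between aged and young mice stayed between 8 and 13, and from 10 to 13 with a library left out. That between MA and young mice stayed between 11 and 15 with a library left out, and fell to 9 without Y25 and MA5, where fewer libraries were tested. For the called genes, 742 values were recomputed under alternatives, of which 697 stayed past the threshold in the same direction, 45 fell short of it, and 0 changed direction. Gm28049, Gm3892, Gm13307, Efcab7, Gm21860, Erdr1, and Tmem181b-ps each fell short under at least 1 alternative. Counts between aged and MA mice and for the difference of the sex effects were 0 in limma under every alternative run, with 381, 443, and 280 at an unadjusted p under 0.05 in the fit reported.

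The autosomal sex count in aged mice was 3 without a filter on low values and 3 with sample weights, and from 0 to 2 with a library left out: 1 without Y27, MA5, or A17, and 2 without A18. The cause was not tested. The log2 fold change of Arc stayed between -1.56 and -1.30 and that of Egr1 between -1.33 and -1.09 with a library left out, and Arc passed the threshold without MA5 (adjusted p = 0.0346 in limma, with a range of 0.0346 to 1.00) and Egr1 without Y27 (0.0385, with a range of 0.0385 to 1.00). Apoe did not pass under any alternative. The r of Arc with Egr1 ranged from 0.389 to 0.591 with an aged library left out, and passed a permutation p of 0.05 without A18 (p = 0.0130).

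Centred within age group, 1674 genes were correlated with Δ alt. frac. requested, 307 with Δ alt. frac. aligned, 16 with both, 0 with all 3 metrics, and 0 at an FDR of 0.10 with alt. remaps / trial. Without young mice, which leaves 12 libraries, 389 genes were correlated with Δ alt. frac. aligned, 523 with alt. remaps / trial, 1 with all 3, and 0 at an FDR of 0.10 with alt. remaps / trial. On log2 values, 11 genes passed an FDR of 0.10 for alt. remaps / trial, and by rank correlation 433 genes were correlated with Δ alt. frac. aligned, 168 with both changes, and 10 with all 3 metrics. Of 100 permutations of the mice within age groups on the centred values, 15 reached 1674 and 97 reached 307. With a library left out, genes at an FDR of 0.10 ranged from 0 to 1 for Δ alt. frac. aligned (1 without A19) and from 0 to 10 for alt. remaps / trial (0 without Y20, 10 without Y23, 7 without A17), and genes correlated with all 3 metrics from 17 to 52 (52 without MA1, 19 without A17, 17 without A19). The cause was not tested. The difference in Mtpn between MA and young mice, of 66.3, ranged from -1.69 without MA8 to 138.7, and the change of sign is within the spread of the mice. The purity ratio was 49.5 with the median over markers in place of the mean.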

Differences from the paper's values

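No test in this part was chosen only after the result was seen. For genes higher in aged than in young SM mice, the paper's number is 28, and limma on the normalized values gave 9. For genes lower in aged mice the paper's number is 11 and that found here 2, and for both together the paper's is 39 and that found here 11. No alternative set before the data were examined brings these numbers within the paper's, the highest count being 13. Among further genes that the paper calls, these were called under single alternatives: Ssbp4 with sample weights, at an FDR of 0.10, and without Y27, MA3, or A15; BC061194 with sample weights, at an FDR of 0.10, and without MA5; Dynlt1b without MA5 and with only the 2 groups compared; Gm21685 without Y20; and 1700028P14Rik without Y23.

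For autosomal genes that differ between the sexes among aged mice, the paper's number is 15, and limma gave 0 (577 genes on any chromosome at an unadjusted p under 0.05). No alternative set before the data were examined comes within the paper's, the highest count being 3. The paper lists Arc, Egr1, and Apoe as differing between aged males and females. The adjusted p in limma was 0.387 for Arc, 0.386 for Egr1, and 0.311 for Apoe, with the same direction for Arc and Egr1 as the paper states. Arc was called without MA5 and Egr1 without Y27, and Apoe under no alternative.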

Other observations

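The tests on astrocytes, oligodendrocytes, microglia, recording cohort, excitatory neurons, other immediate early genes, the first principal component, and permuted mice were chosen only after the result was seen; the split with the most genes called was tested by a prediction written before.

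Between aged and MA mice, limma gave 0 genes, with 381 at an unadjusted p under 0.05, and all 100 splits gave as many, as every split must for a count of 0. The autosomal sex count of 0 in aged mice was reached by all 10 splits of the 6 aged mice, which cannot give a share under 0.1. The difference of the sex effects between aged and young mice, and between aged and MA mice, gave 0 genes, with 443 and 280 at an unadjusted p under 0.05 in limma, and was reached by 100 of 100 splits in each case, again by construction, so these comparisons of splits say nothing.

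The number of correlated genes was matched by 69, 54, and 31 of 100 permutations of the mice for Δ alt. frac. requested, Δ alt. frac. aligned, and alt. remaps / trial. With expression and metric centred within age group, which removes the differences between the age groups, 1674, 307, and 751 genes were correlated, and 15, 97, and 46 of 100 permutations of the mice within age groups gave as many. The counts are in line with what permuted mice give, so there is no excess to assign to differences between the age groups.

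Apoe was higher in aged males than in aged females. Its r with the astrocyte markers was 0.720, with age group and sex removed, and the sex difference fell from 1.57 to 1.07 on the log2 scale once they were taken into account. Its r was 0.490 with microglial markers, 0.620 with oligodendrocyte markers, and 0.242 with neuron markers (permutation p = 0.0393, 0.00595, and 0.334; adjusted p = 0.0525, 0.0119, and 0.334 over 4 cell types), so microglia are not decided. The rho was 0.725 with astrocyte, 0.292 with microglial, 0.721 with oligodendrocyte, and 0.240 with neuron markers (permutation p = 0.000880, 0.238, 0.000880, and 0.337), and r without the 2 libraries farthest from the median of the markers 0.519, 0.346, 0.710, and 0.208. The permutations treat values left after removing group means as independent, so their p-values are likely too small. With the oligodendrocyte markers taken into account the sex difference was 1.13. Astrocyte RNA and oligodendrocyte RNA in the sorted nuclei are both candidate explanations for part of the difference, and these values do not separate them. Sex coincides with recording cohort in aged and in young mice, since the paper puts all female young and aged SM mice and the MA mice in cohort C and all male young and aged SM mice in cohort D. Among MA mice, whose sexes share a cohort, the log2 difference was 0.55 and the sexes overlapped (exact permutation p = 0.4), so cohort and sex cannot be told apart with 3 mice of each sex, and a biological difference between the sexes stays open as untested.

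Arc and Egr1 were lower in aged males than in aged females. The median change of 4 excitatory neuron markers was -0.76 on the log2 scale, under the changes of Arc and Egr1, so a lower share of such neurons may account for part and cannot be told apart from lower transcription. All 5 other immediate early genes had lower means in aged males, though each overlapped between the sexes and Fosb was near 0, consistent with a lower response of the class as a whole. Recording cohort coincides with sex here as well. Among MA mice, within a single cohort, the log2 difference between males and females was -0.48 for Arc, with overlap (exact permutation p = 0.7). For Egr1 it was -0.75, with no overlap (exact permutation p = 0.1). The Arc difference rests on MA5, at 1160, a library with high cerebellar granule cell genes. The other MA males were at 3494 and 4479, and the MA females between 2704 and 4310. These values leave cohort open. A biological difference between the sexes stays open as untested.

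The first principal component of the 18 libraries, with 35.1% of the variance, followed the number of genes above 0 with r = 0.966 (permutation p = 1e-05, the smallest that the permutations can give) and rho = 0.946 (p = 1e-05), and r = 0.946 without the 2 farthest libraries. A technical difference between libraries in the number of genes detected is a candidate source, but whole reads are not available to separate it from a biological difference.

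Apoe was lower in aged than in young SM mice, with a log2 fold change of -1.15 (adjusted p = 0.519 in limma), and App was -0.07 (adjusted p = 0.980). Hapln4, Cspg5, and Adamts3 changed by 0.14, 0.60, and 0.27 (adjusted p = 0.949, 0.898, and 0.920 in limma). The paper reports these genes in the RF libraries, which were not analysed here.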
